# Cell Type- and Sex-Dependent Transcriptome Profiles of Rat Anterior Pituitary Cells

**DOI:** 10.3389/fendo.2019.00623

**Published:** 2019-09-18

**Authors:** Patrick A. Fletcher, Kosara Smiljanic, Rafael Maso Prévide, James R. Iben, Tianwei Li, Milos B. Rokic, Arthur Sherman, Steven L. Coon, Stanko S. Stojilkovic

**Keywords:** pituitary gland, transcriptome, rat, single-cell RNA sequencing, folliculostellate cells, hormone-producing cells, sexual dimorphism

## Abstract

Understanding the physiology and pathology of an organ composed of a variety of cell populations depends critically on genome-wide information on each cell type. Here, we report single-cell transcriptome profiling of over 6,800 freshly dispersed anterior pituitary cells from postpubertal male and female rats. Six pituitary-specific cell types were identified based on known marker genes and characterized: folliculostellate cells and hormone-producing corticotrophs, gonadotrophs, thyrotrophs, somatotrophs, and lactotrophs. Also identified were endothelial and blood cells from the pituitary capillary network. The expression of numerous developmental and neuroendocrine marker genes in both folliculostellate and hormone-producing cells supports that they have a common origin. For several genes, the validity of transcriptome analysis was confirmed by qRT-PCR and single cell immunocytochemistry. Folliculostellate cells exhibit impressive transcriptome diversity, indicating their major roles in production of endogenous ligands and detoxification enzymes, and organization of extracellular matrix. Transcriptome profiles of hormone-producing cells also indicate contributions toward those functions, while also clearly demonstrating their endocrine function. This survey highlights many novel genetic markers contributing to pituitary cell type identity, sexual dimorphism, and function, and points to relationships between hormone-producing and folliculostellate cells.

## Introduction

The pituitary gland is a complex organ composed of anterior, intermediate and posterior lobes. The embryonic development of anterior and intermediate lobes is initiated by formation of a rudimentary Rathke's pouch, followed by development of a definitive pouch, which is critically dependent on expression of LIM homeobox genes *Lhx3* and *Lhx4* (1, 2). At this developmental stage, *Pitx1* and *Pitx2* are also expressed in Rathke's pouch, but not in the adjacent ventral diencephalon, which forms the infundibular process and posterior pituitary (3, 4). Furthermore, Rathke's pouch is mainly composed of progenitor cells expressing *Sox2* and *Sox3*, which are essential for progenitor proliferation and development of all major anterior pituitary cell types downstream of *Lhx3*/*Lhx4* (5–7). This is followed by expression of *Prop1* and other progenitor genes, detachment from the oral ectodomain and generation of three major hormonal cell lineages (8). The expression of *Tbx19* in a fraction of these cells leads to generation of two cell types producing proopiomelanocortin (POMC): corticotrophs (C)—secreting adrenocorticotropin, and melanotrophs—secreting melanocyte-stimulating hormone (9). The expression of *Nr5a1* is necessary for generation of gonadotrophs (G)—secreting luteinizing hormone and follicle-stimulating hormone (10). Finally, from a fraction of cells expressing *Pou1f1* are derived three cell types: thyrotrophs (T)—secreting thyroid-stimulating hormone, somatotrophs (S)—secreting growth hormone, and lactotrophs (L)—secreting prolactin (11). These cell types, known as endocrine, secretory, or hormone-producing cells (HPC), release hormones predominantly through regulated exocytosis. C, G, T, S, and L are located in the anterior lobe, which also contains folliculostellate cells (FSC) and proliferative cells as well as endothelial cells (EC), pericytes, erythrocytes (E), and leukocytes (Le) from the pituitary sinusoidal capillary network. FSC are chromophobes (12), and *S100b* was generally accepted as their marker gene (13). This glia-like cell type has been suggested to be a heterogeneous group serving various functions, including structural, signaling, and supportive roles to HPC function. It has been suggested that a subset of FSC may serve as pituitary progenitor cells (14, 15) and that FSC and HPC could be derived from the same pool of cells (16).

Different methodologies have been used to characterize these cell types. Early work with mixed pituitary cells led to identification of G protein-coupled receptors specific for HPC: C expressing corticotropin-releasing hormone receptor and arginine vasopressin receptor 1B, G expressing gonadotropin-releasing hormone receptor, T and L expressing thyrotropin-releasing hormone receptor, L expressing dopamine receptor D2 receptor, and S expressing growth hormone-releasing hormone receptor and somatostatin receptor 2 (17). Population studies were used to characterize signaling pathways in these cells (18). Immunohistochemical and immunocytochemical methods helped to quantify the number and distribution of specific cell types within the gland and suggested the existence of multihormonal cells (19). Elegant *in vivo* imaging helped to identify networks of FSC and HPC (20), whereas single-cell imaging and patch clamp experiments showed the cell type-specific electrical and calcium signaling patterns in unstimulated and stimulated cells (17). RNA-sequencing analysis in cultured rat anterior pituitary cells was used to identify upregulated genes and a GnRH controlled gene network in G (21), and single cell RNA-sequencing (scRNA-seq) was used to characterize gene expression in LβT2 gonadotroph cells (22, 23), purified mouse gonadotrophs (24), and dispersed male mouse pituitary cells (25). Despite these advances, the gene expression patterns underlying the identity of anterior pituitary cell types, their functions, and their interrelationships remain incompletely understood.

To gain a transcriptome-wide perspective of rat anterior pituitary cell identities and functions, we performed scRNA-seq on freshly dispersed anterior pituitary cells from postpubertal male and female rats. We identified cell type-specific gene expression in HPC and FSC, examined cellular heterogeneity in these populations, and compared them with pituitary-non-specific cell populations: EC, E, and Le. Comparison of males and females, the latter in the diestrus phase of their estrous cycle, allowed us to identify sex-specific gene expression profiles in pituitary-specific cell types. Our differential expression analysis identified several groups of genes significantly upregulated in FSC, HPC, or both: development/differentiation, neuroendocrine, endogenous ligands, detoxification enzymes, extracellular matrix (ECM) proteins, and cell adhesion molecules. We examined in detail the expression pattern of these genes in pituitary-specific cell types. This work provides a comprehensive transcriptional overview of the anterior pituitary gland that will facilitate future experimental and clinical investigations in this field.

## Materials and Methods

### Chemicals

Penicillin/streptomycin and vitamin solution; phosphate buffered saline (PBS); and HEPES-containing M199 were from Gibco (Grand Island, NY). Bovine serum albumin (BSA), fraction V was from MP Biomedicals (Solon, OH). EDTA was from Corning (Manassas, VA), and calcium chloride was from Quality Biological (Gaithersburg, MD). All other chemicals were from Sigma (St. Louis, MO). Rabbit anti-SOX2, rabbit anti-ALDH1A1 and rabbit anti-GATA2 antibodies were from GeneTex (Irvine, CA). Mouse anti-S100B was from Novus Biologicals, LLC (Centennial, CO). Rabbit anti-GH, guinea pig anti-GH, guinea pig anti-PRL and guinea pig anti-ACTH antibodies were from Dr. A. F. Parlow (National Institute of Diabetes and Digestive and Kidney Diseases, National Hormone and Peptide Program, Torrance, CA). Secondary antibodies Alexa Fluor 488 donkey anti-mouse, Alexa Fluor 488 goat anti-rabbit, Alexa Fluor 568 donkey anti-rabbit, Alexa Fluor 568 goat anti-guinea pig antibodies were from Invitrogen (Carlsbad, CA).

### Animals and Dispersion of Pituitary Cells

Experiments were performed with postpubertal female and male Sprague Dawley rats obtained from Taconic Farms (Germantown, NY). Animals were housed under constant conditions of temperature and humidity, with light on between 6 a.m. and 8 p.m. With female rats, experiments were done using animals in the diestrus stage of their estrous cycle or random cycling animals. After decapitation and removal of the brain, the posterior/intermediate lobes of the pituitary were removed and anterior pituitary glands were collected and used for RNA extraction or cell dispersion, the latter done using a trypsin/EDTA based method, as previously described (26). Briefly, pituitaries were quickly collected from postpubertal rats and kept in 199 Hanks medium. Tissue was washed in ice cold PBS (0.3% BSA; 1.26 mM CaCl_2_), chopped in 0.5 × 0.5 mm pieces and incubated in a shaking a water bath with trypsin for 15 min, 50 rpm. Trypsin solution was removed and replaced by trypsin inhibitor for 5 min. The latter was removed and a 2 mM EDTA solution was added for 5 min and then replaced by a 1 mM EDTA solution for 10 min. After these steps tissue was mechanically dispersed, centrifuged, and cells were counted and used for scRNA-seq, qRT-PCR analysis, or immunocytochemistry. All experiments were approved by the NICHD Animal Care and Use Committee (16-041).

### qRT-PCR Analysis

Total RNA was extracted from individual anterior pituitary glands and anterior pituitary cells 30 min after cell dispersion using an RNeasy Plus Mini Kit (Qiagen, Valencia, CA). RNA was reverse transcribed with a Transcriptor First Strand cDNA Synthesis Kit (Roche Applied Sciences, Indianapolis, IN). Quantitative RT-PCR was performed using Applied Biosystems pre-designed TaqMan Gene Expression Assays for rats and TaqMan® Fast Advanced Master Mix. PCR was performed in the QuantStudio 6 Flex Real-Time System (Applied Biosystems, Waltham, MA). Target gene expression levels were determined by the comparative 2∧-(delta C(T)) quantification method using *Gapdh* as the reference gene, which was previously established to be a suitable reference gene for the anterior pituitary tissue (27). Applied Biosystems predesigned TaqMan Gene Expression Assays were used: *Amhr2* (Rn00513843_m1), *B3galt2* (Rn01759212_m1), *Caly* (Rn01502080_m1), *Cga* (Rn01440184_m1), *Cited1* (Rn06396495_g1), *Cgref1* (Rn00594626_m1), *Fshb* (Rn01484594_m1), *Gal* (Rn00583681_m1), *Gapdh* (Rn01462662_g1), *Gata2* (Rn00583735_m1), *Gfap* (Rn01253033_m1), *Gh1* (Rn01495894_g1), *Kcnmb4* (Rn00576685_m1), *Klk1* (Rn00824646_m1), *Lhb* (Rn00563443_g1), *Lhx3* (Rn00521923_m1), *Lhx4* (Rn01491103_m1), *Pitx3* (Rn01410832_g1), *Pomc* (Rn00595020_m1), *Prl* (Rn00561791_m1), *Pvalb* (Rn00574541_m1), *S100b* (Rn04219408_m1), *S100g* (Rn00560940_m1), *Sec14l3* (Rn01443243_m1), *Sez6l2* (Rn01509033_m1), *Snap25* (Rn00578534_m1), *Sox2* (Rn01286286_g1), *Stmn3* (Rn00694410_g1), *Tmem130* (Rn01412811_m1), and *Tshb* (Rn01534458_g1).

### Immunocytochemistry

For immunocytochemical analysis, 50,000/well freshly dispersed anterior pituitary cells were plated on poly-D-lysine-coated 8-well multi-test slides (MP Biomedicals, Aurora, OH) and bathed in medium 199 containing Earle's salts, sodium bicarbonate supplemented with 10% heat-inactivated horse serum, penicillin (100 units/ml), and streptomycin (100 μg/ml) and cultured overnight. In the morning, cells were washed with PBS two times, fixed with 4% formaldehyde solution (Thermo Scientific, Rockford, IL, USA) for 10 min at room temperature and washed three times with PBS. For immunostaining, pituitary cells were incubated with primary mouse anti-S100B (1:500), rabbit anti-GH (1:250 and 1:500), guinea pig anti-GH (1:500), guinea pig anti-PRL (1:1,000 and 1:2,000), rabbit anti-SOX2 (1:500), rabbit anti-GATA2 (1:500), rabbit anti-ALDH1A1 (1:400), or guinea pig anti-ACTH (1:1,000) antibodies, followed by application of a corresponding secondary antibody (Alexa Fluor 488 donkey anti-mouse, Alexa Fluor 568 donkey anti-rabbit, Alexa Fluor 488 goat anti-rabbit, or Alexa Fluor 568 goat anti-guinea pig; all in 1:1,000 dilution). In single immunostaining for S100B, cells were incubated with anti-S100B antibody overnight at 4°C, followed by incubation with the secondary antibody for 30 min at room temperature. Double immunostaining was done in several combinations: rabbit anti-SOX2 followed by mouse anti-S100B or guinea pig anti-ACTH; rabbit anti-GATA2, followed by guinea pig anti-GH; rabbit anti-GH followed by guinea pig anti-PRL; and rabbit anti-ALDH1A1 followed by guinea pig anti-PRL or mouse anti-S100B. For double immunostaining, pituitary cells were incubated with the first primary antibody overnight at 4°C. After the subsequent incubation with the corresponding secondary antibody for 30 min at room temperature, cells were incubated with the second primary antibody overnight at 4°C, followed by incubation with the secondary corresponding antibody for 30 min at room temperature. All antibodies were diluted in staining PBS solution containing 0.2% saponin and 0.5% BSA. Every step of the immunostaining protocol was followed by washing cells three times with PBS. Cells were mounted with Fluoromount-G, with 4′,6-diamidino-2-phenylindole (DAPI; Invitrogen, Carlsbad, CA). All images were acquired on an inverted confocal laser-scanning microscope (LSM 780; Carl Zeiss GmbH, Jena, Germany), using a 63× Oil objective. Micrographs were sized, and their brightness and contrast levels adjusted in Fiji. Cells were counted on 12 tile-scan images (3 × 3). All experiments were done with anterior pituitary cells from postpubertal female rats and S100B and ALDH1A1 staining was also analyzed in anterior pituitary cells from postpubertal male rats. Each experiment was done using at least two separate cell preparations from different dates, with six replicates per experiment for treatments and two replicates for negative immunostaining controls. Data are shown as total number of positive cells from all experiments or mean ± SEM values.

### scRNA-seq

#### Library Preparation and Sequencing

Single-cell cDNAs and barcoded sequencing libraries were constructed from the output of the Chromium Single Cell Controller using a Chromium Single Cell 3′ Reagent Kit v2 according to the manufacturer's protocol (10X Genomics). The libraries were quantitated, pooled, and sequenced on an Illumina HiSeq2500 operated in RapidRun mode. The multiplexed libraries were run on two Illumina sequencing RapidRun flow cells. An average of 225 million reads were generated per sample. The read lengths were set to: read 1 = 26 bp and read 2 = 98 bp; thus, the sequencing reads are from the distal end of the 3′UTR, near the polyA-tail.

#### Pre-processing of scRNA-seq Data

Using the NCBI reference genome, many reads for expected pituitary transcripts, including *Prop1, Egr1, Isl1, Gnrhr, Smad4, Gnaq*, and *Fgf9*, among others, were mapped near but outside the annotated 3′ boundary of gene annotations, a phenomenon which has been observed in other recent scRNA-seq studies using the 10X Chromium platform (25, 28, 29). To address this, 3′ annotations were extended by the lesser of 4 kb or half way to the nearest feature in a strand independent manner, so that gene annotations never overlapped. Mitochondrial gene annotations from a similarly extended Ensembl Rnor6 reference were appended to the extended NCBI reference. Extending the reference in this manner resulted in 194 genes originally having no counts shifting to having counts in at least 30 cells, and 1,420 genes with at least a 3-fold increase in counts. Among our four samples, the reads mapped confidently to exonic regions increased by 2.5 ± 1%.

De-multiplexing, alignment to the extended reference transcriptome and UMI collapsing were performed using the Cell Ranger toolkit (version 2.1) provided by 10X Genomics. All male and female replicates were aggregated into a single UMI count matrix using Cell Ranger aggr set to mapped normalization mode. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (30) and are accessible through GEO Series accession number GSE132224 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132224).

A total of 3,729 and 4,132 GEMs were called as female and male cells using default Cell Ranger settings, with a post-normalization mean reads per cell of 67,509, and a median of 2,652 genes per cell and 8,853 total UMI counts per cell. Expression values *E*_*i, j*_ for gene *i* in cell j were defined as normalized UMI counts, calculated by dividing UMI counts for gene *i* by the total UMI count in cell *j*, to normalize for differences in coverage, then multiplying by the median total UMI count per cell. For visualization and some analysis steps, we computed the log_10_ expression with a pseudocount of 1: log_10_ expression = log_10_(E_i, j_ + 1). For display in figures and tables, we converted some gene names from the NCBI reference symbol to the latest Rat Genome Database (RGD) symbols in two cases: first, gene symbols beginning with LOC or RGD were replaced by a more informative RGD symbol if the NCBI gene ID or RGD ID provided such a name; and second, genes for which the genomic location (chromosome, strand, start and stop position) had an exact match between the NCBI reference and the latest RGD annotation, and the RGD symbol was different from the NCBI gene name. This procedure yielded replacement of 1,454 gene symbols, of which only a subset is displayed in our tables. The RGD list of gene annotations file GENES_RAT.txt was downloaded from ftp://ftp.rgd.mcw.edu/pub/data_release/ on 1/24/2019.

#### Dimensionality Reduction

Principle component analysis (PCA) was used for gene-space dimensionality reduction prior to downstream computation of tSNE maps, hierarchical clustering, and identification of cells' k-nearest neighbors. PCA was performed using Matlab's svds function on log_10_ expression values of the top 1,000 highly variable genes that were expressed in at least 30 cells (Matlab R2018b, The Mathworks, Natick MA, 2018b). Highly variable genes were identified with an in-house version of the method used in the 10X Genomics Cell Ranger software (31). Genes were binned into 20 bins based on mean normalized counts. Dispersion was estimated for each gene as ϕ = *(s*^2^*-m)/m*^2^, where *m* is the sample mean and *s*^2^ is the sample variance. Dispersion values were normalized within each bin by subtracting the bin median then dividing by the bin median absolute deviation, and genes with the top normalized dispersions were selected. The log_10_ expression values of the selected genes were centered and scaled by standard deviation, and resulting standardized values were clamped to [-10,10] to reduce the effect of genes highly expressed only in small subpopulations of cells as is done in Seurat (http://www.satijalab.org/seurat.html). A final reduction was done by retaining only principle components (PCs) that were found to be significant by a permutation test, similarly to previously described methods (32). Briefly, UMI counts were shuffled among cells for each gene independently, maintaining gene count distributions but destroying cell-wise correlations, and singular values were computed for the resulting count matrix. This was repeated 100 times to generate a null distribution of maximum singular values, into which the observed singular values could be ranked. The number of significant components was taken as the number of singular values that were larger than the maximum of the null distribution. This resulted in 26 (31) PCs for female (male) cells for use in cell type classification, 32 PCs for generation of the tSNE plot of all cleaned cells, 31 PCs for the tSNE plot of pituitary cells only. Computation of tSNE maps was done using the tsne function in the Matlab Statistics and Machine Learning Toolbox (R2018b), with perplexity of 40 and 2,000 iterations. A separate tSNE map was computed for all cells (Figure 9), all male and female cells separately (Figure 1 and Figure S2), and all pituitary cells (Figures 2–8).

**Figure 1:**
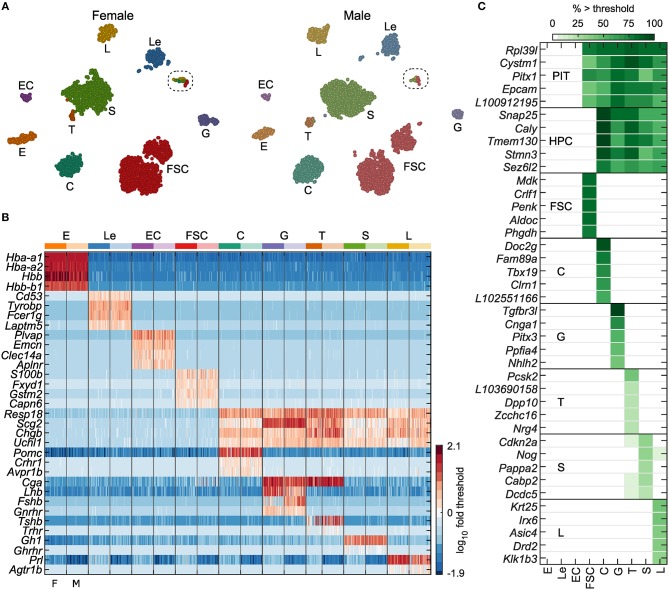
Identification of anterior pituitary cell types. **(A)** tSNE map showing identified cell types for both female and male cells: erythrocytes (E), leukocytes (Le), endothelial cells (EC), folliculostellate cells (FSC), corticotrophs (C), gonadotrophs (G), thyrotrophs (T), somatotrophs (S), and lactotrophs (L). The results of marker-based classification, performed separately per sex, align very closely with the independent clustering done by tSNE. Circled, cells expressing cell cycle genes (see Figure 9 and Table S3). **(B)** Expression of genes used for cell type classification in a random subsample of 50 cells per sex for each cell type, shown as log_10_ fold change relative to gene threshold (see Materials and Methods). Columns alternate between female and male cells (F, M; bottom). **(C)** Selected genes identified as specific markers or cell type-dominant genes, excluding classification genes (see Materials and Methods, Table 1). PIT – pituitary cells, comprising FSC and HPC. The gene name prefix LOC was shortened to L. Cell types E, Le, EC, and FSC were defined by expression > threshold of at least two of the four marker genes indicated per group. Hormone-producing cells (HPC) comprised C, G, T, S, and L, all of which expressed at least two of *Resp18, Scg2, Chgb*, and *Uchl1*. Specific HPC types expressed additional genes as follows: C, at least one of *Pomc, Crhr1*, or *Avpr1b*; G, at least two of *Cga, Lhb, Gnrhr*, or *Fshb*; T, at least two of *Cga, Tshb*, or *Trhr*; S, *Gh1* or *Ghrhr*; L, *Prl* or *Agtr1b*.

**Figure 2:**
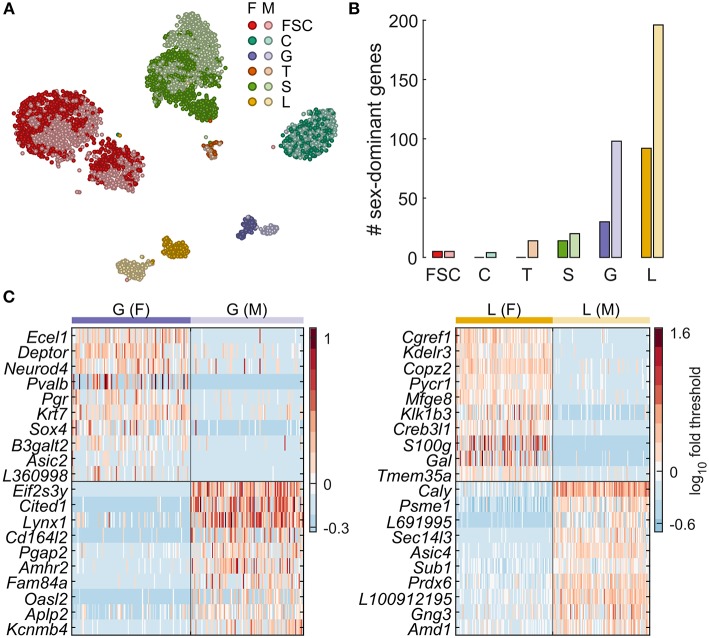
Sexually dimorphic gene expression underlies lactotroph and gonadotroph subclustering. **(A)** Sex-specific clustering of pituitary cells shown as a tSNE plot. For a given cell type, females are indicated with a darker color. **(B)** Number of genes identified as dominantly expressed per sex for each cell type. **(C)** Expression of genes with the highest difference in % cells expressing > threshold between sexes for G and L. A random subsample of 100 female (left of vertical line) and 100 male cells (right of vertical line) are shown. The top 10 genes for females are shown above the horizontal black line, and those for males below. Sex-dominant and sex-specific genes identified by differential expression analysis are listed in Table 3. F, female; M, male. The gene name prefix LOC was shortened to L.

#### Cell Type Classification and Quality Control

Initial inspection of gene expression profiles using the Loupe Browser (10X Genomics) indicated that 9 major cell types and at least three small populations of contaminant cell types could be identified using known marker genes. The use of marker genes was impaired by the fact that several highly expressed transcripts had non-specific expression at lower levels in cell types known not to express them, such as *Gh1* in erythrocytes and *Hbb* in somatotrophs. To overcome this, we computed an optimal log_10_ expression threshold by Otsu's method (33) for each gene, allowing the classification of cells as expressing the gene (log_10_ expression ≥ threshold) or not (log_10_ expression < threshold). The optimal threshold is the value which maximizes the between-class variance of these two classes (33). We computed a histogram of each gene's log_10_ expression values with 256 bins, and bin edges were taken as the possible threshold levels. The between-class variance, $\sigma_{\text{B}}^{2}$, was computed recursively across all 256 threshold candidates, and the gene threshold was defined as the threshold value maximizing $\sigma_{\text{B}}^{2}$. For genes with unimodal distributions and dropouts, this approach leads to an underestimate of the percentage of cells expressing a given gene. For consistency, we applied this thresholding algorithm to all genes for cell-type classification, counting of percentages of cells expressing genes, and visualization of expression relative to the gene-wise threshold.

Pericytes, melanotrophs, and posterior pituitary cells could be identified using marker genes, but were excluded due to their small number and because the intermediate and posterior lobes were removed during dissection. Pericytes were identified by expression > threshold in at least two of *Col1a1, Col1a3, Dcn*, or *Lum* (48 cells) (34, 35). Melanotroph cells from the intermediate lobe were identified as expressing at least two of *Pomc, Pcsk2*, or *Pax7* (36) (58 cells). The transcription factor gene *Tbx19* was also expressed in these cells, as expected for melanotrophs (37). GEMs containing tissue putatively of posterior pituitary origin (possibly pituicytes and neurosecretory oxytocin or vasopressin neuron terminals) were identified by the presence of at least two of *Lhx2* (38), *Nkx2-1*, also known as TTF-1 (39), *Gfap, S100b, Avp*, or *Oxt* (56 cells).

For the remaining cells, cell type classification was performed hierarchically and independently for cells of each sex. First, E, Le, EC, FSC, and HPC were identified. Within the set of HPC, we then identified C, G, T, S, and L. To overcome the problem of dropouts (zero expression values) for known marker genes and to improve the robustness of classification, a set of several marker genes was used, for which expression of subsets of these markers is specific to a given cell type. For some cell types, an initial differential expression analysis between cell types classified with known makers was performed using the Loupe Browser to identify a larger set of marker genes. Expression > threshold in sufficiently many marker genes was taken to indicate cell type identity. The following classification criteria were used: E, expression > threshold for at least two of *Hbb, Hbb-b1, Hba-a1*, or *Hba-a2*; Le, two of *Cd53, Tyrobp, Fcer1g*, or *Laptm5*; EC, two of *Plvap, Emcn, Clec14a*, or *Aplnr*; FSC, two of *S100b, Fxyd1, Gstm2*, or *Capn6*; HPC, two of *Resp18, Uchl1, Chgb*, or *Scg2*; C, two of *Pomc, Crhr1*, or *Avpr1b*; G, two of *Cga, Lhb, Gnrhr*, or *Fshb*; T, two of *Cga, Tshb*, or *Trhr*; S, one of *Gh1* or *Ghrhr*; L, one of *Prl* or *Agtr1b*.

The fraction of UMI counts mapped to mitochondrial transcripts (f_MT_) was measured in classified cells, and cells with high f_MT_ were excluded as potentially damaged cells (Figure S1A). The distribution of f_MT_ differed among cell types, so within each cell type cells with f_MT_ higher than 2 standard deviations above the mean were excluded, for a total of 278 cells. Similarly, we excluded outliers in the distributions of genes per GEM and total UMI counts per GEM in a cell-type specific manner (Figure S1B). We excluded cells in the highest and lowest 1.5% of the distribution, for a total of 305 cells. Thirty nine cells had both high f_MT_ and were gene or UMI outliers.

The marker-based classification scheme could not classify 249 cells and identified 192 ambiguous cells satisfying more than one cell type criterion. Nearest-neighbor imputation was used to try to assign a cell type to unclassified cells. For each unclassified cell, its 30 nearest neighbors of the same sex were identified in PC space using Matlab's knnsearch function. Unclassified cells were assigned the cell type most frequent among their neighbors. Imputation succeeded for 225 of the unclassified cells. Cells remained unclassified if the most frequent neighbor class was ambiguous or unclassified (24 cells).

Ambiguous cells could be due to GEMs containing more than one different cell type (multiplets) or shortcomings of the marker-based classification scheme. Most multiplets were expected to be doublets, so we computationally identified doublet GEMs using an algorithm similar to the recently reported methods DoubletDetection (https://github.com/JonathanShor/DoubletDetection), DoubletFinder (40) and Scrublet (41). We assumed that heterotypic doublets should cluster separately in gene space from the cell types that comprise them and that these clusters should be detectable if doublets appear in sufficient numbers. We boosted the set of true cells with 30% additional synthetic doublet cells created from randomly selected pairs of true cells, with replacement, for male and female cells separately (Figures S2A,B). Synthetic cell UMI counts were randomly subsampled from both parent cells to obtain a library size equal to the larger of the two parents. PCA dimensionality reduction was then performed on the boosted dataset. A k-nearest neighbor classification was then used to identify putative doublet cells. For each true cell in the dataset, 30 nearest neighbors were identified and the number of synthetic doublet neighbors were counted. The hypergeometric test was used to compute the probability of observing at least this many synthetic doublets in the group of 30 neighbors, given the known total numbers of true and synthetic cells (using Matlab's hygecdf function with the “upper” option). The *P*-values were then adjusted for multiple testing (one test per true cell) using Benjamini-Hochberg correction (42), and a GEM was deemed a doublet if adjusted-*P* < 0.01. The process was repeated 10 times and doublets identified in any of the repetitions were taken as the final set of cells identified as doublets. The value of boost rate (30%) and number of nearest neighbors (nKNN = 30) were chosen empirically to be where the median number of doublets identified per repetition plateaued (Figure S2C). The algorithm identified 146 doublet cells, in line with the expected proportion of roughly 2% for each of our lanes of 2,000 cells (31). Some of these doublets were also identified as cells to be removed for other reasons already mentioned. In total, 87 of the 192 ambiguous cells and 2 of the 24 unclassified cells from marker-based classification were also identified as doublets. Interestingly, only 3 of 278 cells with high f_MT_ and 12 of 305 outlier cells, respectively, were also identified as doublets, suggesting that outliers in mitochondrial fraction, genes per cell, or counts per cell are not a reliable method for identifying doublets in this dataset. Finally, gene thresholds for further analysis were computed using the final set of cells with cells of both sexes pooled together.

#### Differential Expression Testing and Definition of Dominant and Specific Genes

To identify differentially expressed genes, we tested both for changes in expression and changes in proportion of cells expressing > threshold. Tests for changes in expression were performed for each gene using the non-parametric Kruskal-Wallis test (Matlab's kruskalwallis function) followed by multiple comparisons between all pairs of cell types, with Bonferroni correction (Matlab's multcompare function). Similarly, we used Pearson's Chi-square test for independence for the proportion of cells expressing a gene > threshold, followed by pairwise *Z*-tests for the difference in proportions for each pair of cell types. The ANOVA *P*-value, Pearson's Chi-square *P*-value, and the pairwise contrast *P*-values were corrected for multiple comparisons to account for the number of genes tested using the Benjamini-Hochberg correction (42). We considered a gene as significantly upregulated if the expression test or proportion test passed (adjusted ANOVA *P*-value and every *P*-value for the relevant pairwise contrasts were <0.001), and if there was an accompanying increase in mean expression or proportion of cells expressing the gene in the cell type of interest, relative to all other cell types being compared. For tests of differential expression between sexes, the Wilcoxon Rank Sum test was used (Matlab's ranksum function), followed by multiple correction for the number of genes tested.

To further identify genes of interest from the set of significantly upregulated genes, we considered only genes with at least 20% of cells expressing in a cell type of interest to avoid genes only expressed in a small subpopulation. We defined genes as *dominantly expressed* in a cell type if in addition they had at least 3-fold greater mean expression or 30% higher proportion of cells expressing > threshold in that cell type, relative to all other cell types of interest. We defined *specific marker genes* as dominantly expressed genes for which the % of cells expressing that gene was below 5% in all other cell types. For groups of cell types (PIT and HPC), the test for dominant or specific expression was satisfied for every pairwise combination of cell types within the group, relative to cell types outside the group.

#### Identification of Cell Cycle Genes and Proliferating Cells

Initial investigation using the Loupe Browser showed a small group of cells expressing mitotic cell cycle markers. Beginning with a curated list of cell cycle genes (43), we identified proliferating cells and a set of cell cycle marker genes in our dataset using an iterative process. A cell cycle score was defined per cell as the number of genes in the list of markers that were expressed > threshold in that cell. Otsu's optimal threshold was then computed on the distribution of cell cycle scores for all cells, and cells whose score exceeded the threshold were classified as candidate proliferating cells. Next, genes with significantly upregulated expression (Wilcoxon Rank Sum test, adjusted-*P* < 0.001) in at least 50% of these cells, but <5% of the remaining cells, and that were also annotated with Gene Ontology term “mitotic cell cycle” (GO:0000278), were selected as the updated list of cycle marker genes. This updated list was then used for the next round of cell cycle score computation and cell classification. The process was repeated until the list of mitotic cell cycle marker genes and the cell classification stabilized. A final list of 39 genes was identified (Table S3) with a final gene-count threshold of 14 genes expressed, which identified 108 cycling cells.

## Results

### Cell Populations in the Anterior Pituitary Gland and Their Marker Genes

Cells were dispersed using anterior pituitaries from four postpubertal female and male rats. scRNA-seq was done using four lanes on the 10X Genomics Chromium Single Cell Controller (10X Genomics, Pleasanton, CA), providing two technical replicates for each sex. 

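The deposited data are 1 table of unique molecular identifier (UMI) counts per gene, listed by symbol, in 7861 cells. The authors made it with Cell Ranger and combined the 4 lanes after equalizing their mapped reads; the counts are whole numbers and carry no further normalization. A cell's lane is given by the number at the end of its barcode, and each lane was assigned to a sex by its number of cells, which the paper gives. Which lane was replicate 1 or 2 of its sex is not known, so lanes are named by their cells. Each sex is 1 pool of 4 pituitaries, taken at 44 days in females and 59 days in males, so sex goes together with pool and age and the lanes are technical replicates.

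The file holds 86742346 UMIs, with a median of 8853 UMIs and 2652 genes per cell. In the cells used, the lanes held between 16195792 and 19702620 UMIs. Counts were scaled to the median total per cell, and a gene counted as expressed in a cell above its Otsu threshold on the log10 scale, as in Materials and Methods. Shares of cells in a type are taken over all 4 lanes, and their intervals and limits cover counting error only. A count of 0 cells allows up to 3 cells, which is a share of 0.831% among 361 cells. Genes are called dominant by the paper's size criteria (at least 20% of cells expressing, and at least a 3-fold mean or 30 percentage points above each other type) together with a test on UMI sums. In place of a test between cells, edgeR's quasi-likelihood test was run on sums per cell type and sex, with sex as a term, and each contrast had to pass a Benjamini-Hochberg adjusted p below 0.001. For sex-dominant genes the same test compared 2 female with 2 male lanes within each cell type. It measures the difference between 1 female and 1 male pool against lane-to-lane error, and not against the spread between animals.

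In simulated data with 200 changed genes per comparison, the sex test recovered 93% of 4-fold changes in FSC, 76.5% in G, 88.5% in L and 64.5% in T. Of 2-fold changes it recovered 53%, 15%, 22.5% and 0% in the same order, with 1 false call each in FSC and G, so a gene near 2-fold that was not called in G, T or L is not shown to be alike in the sexes. The test between types recovered 3.50% of genes raised 3-fold in FSC, 67.5% of those raised 8-fold and 94.5% of those raised 30-fold, with 0 false calls. All types were drawn from 1 common profile, so the simulated E held no excess of globin transcripts. The recovery therefore does not describe the contrasts against E in the data. A false call had to pass every contrast of FSC, so the 0 says little. Counts by the size criteria alone are therefore given beside those by test and size criteria.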

A total of 7,861 cells were recovered: 1,868 and 1,861 for diestrus females, and 2,047 and 2,085 per lane for males. Quality control removed 965 cells, including 60 melanotrophs (see Materials and Methods), leaving 6,896 cells for further analysis. 

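Applied to the file, the steps of Materials and Methods left 6846 cells and removed 1015. Mitochondrial transcripts were outside the limit in 275 cells and the number of genes or UMIs in 328, and 174 cells were called doublets. By their marker genes, 51 cells were pericytes, 60 melanotrophs and 59 posterior pituitary cells, and 207 cells met the rules of more than 1 type; a cell can fall under several of these steps. Melanotrophs were 4 of 3729 female cells (0.107%, exact 95% interval 0.0292% to 0.274%) and 56 of 4132 male cells (1.36%, 1.03% to 1.76%). Keeping the mitochondrial and depth outliers left 7388 cells, and keeping the doublets as well left 7455.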

There were no significant differences in expression patterns between the two technical replicates for each sex, so the samples were pooled resulting in 3,334 female cells and 3,562 male cells for further analysis.

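The lanes of each sex were also compared with each other on UMI sums with cell types as blocks, which was chosen after seeing the data. Each side is a single library, and its cell-type sums took the place of replicates. The SE, p-values and counts of genes therefore measure agreement across cell types, and not error between libraries. Among 11455 genes tested, 40 differed between the female lanes at an adjusted p below 0.001, and among 11667 genes 19 differed between the male lanes. DESeq2 called 15 and 2. The median size of the log2 fold change over all genes was 0.0935 between the female lanes and 0.0755 between the male lanes. The most significant gene was *Cebpb* between the female lanes, higher in the lane with 1868 cells by a log2 fold change of 1.63 (SE 0.0653, adjusted p = 2.19e-132) and in the same direction in 7 of 7 cell types with enough UMIs. Between the male lanes it was *Cxcl13*, higher in the lane with 2047 cells by 2.07 (SE 0.154, adjusted p = 2.5e-37). The final cells numbered 3310 from females and 3536 from males.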

The t-distributed stochastic neighbor embedding (tSNE) maps in Figure 1A show numerous clusters similarly in each sex. Nine cell types were identified based on expression of known marker genes, as described in the Figure 1 legend and Materials and Methods. The log_10_ expression of marker genes used in classification is shown in Figure 1B. The marker gene-based classification gave cell labeling consistent with the tSNE clusters. Single clusters accounted for most cell types, while most notably FSC showed two distinct clusters. 

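The final cells of both sexes were also clustered without the marker rules, with Leiden clustering at a resolution of 0.5 on 30 principal components. Of 16 clusters, 98.8% of cells lay in one led by their own type. E, EC, C, G and T each led 1 cluster, and FSC led 3, of 1591, 671 and 17 cells. At a resolution of 0.2 there were 13 clusters, of which FSC led 3, and at 1.0 there were 19, of which FSC led 5. Clusters are counts at a chosen resolution, not separate populations.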

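By the marker rules the 6846 cells used here were 2312 FSC (33.8%), 1889 S (27.6%), 793 C (11.6%), 551 Le (8.05%), 484 L (7.07%), 361 E (5.27%), 238 G (3.48%), 133 EC (1.94%) and 85 T (1.24%). The share of FSC ranged from 31.9% to 36.0% over the 4 lanes. Median depth differed between types, from 6482 UMIs per cell in Le and 6898 in FSC to 11474 in C and 13648 in S. In L it also differed between the sexes, with 18301 UMIs in females and 7265 in males. E had a median of 8246 UMIs, most of them globin, so counts of other genes in E understate free RNA: *Gh1* took 0.107% of the UMIs of female E and 0.251% of those of female Le.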

The final set of classified cells consisted of E (364), Le (556), EC (137), FSC (2,327), C (800), G (245), T (89), S (1,888), and L (490).

To study gene expression in the identified cell populations, we used a two-step differential expression analysis to define cell type-dominant genes and cell type-specific genes. Cell type-dominant genes were defined as genes significantly upregulated in a cell type or group of cell types of interest relative to remaining cell types (for details, see Materials and Methods and Table 1). Because these dominant genes could also be expressed at lower levels by some other cell types, we also defined a subset of dominant genes as cell type-specific markers if they were expressed in <5% of cells in every other cell type. This analysis revealed 60 genes dominantly co-expressed among all pituitary cells, distinguishing them from EC, Le, and E. Similarly, we found 69 genes dominantly co-expressed among all HPC, distinguishing them from FSC, EC, Le, and E. We report 208 FSC-dominant genes, and individual HPC types C, G, L, S, and T, had 67, 72, 37, 16, and 29 dominant genes, respectively (Table 1). 

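By test and size criteria together, 0 genes were dominant in all pituitary cells, 4 in all HPC, 29 in FSC, 10 in C, 5 in G, 4 in L, 3 in S and 1 in T. By the size criteria alone the counts were 75, 81, 216, 70, 85, 41, 18 and 32, in the same order. The count of 0 for all pituitary cells is edgeR's; DESeq2 gave 0, and the size criteria with an unadjusted p under 0.05 in each contrast gave 36. Globin transcripts fill most of the UMIs of E, and edgeR's TMM factor was 0.0404 in female and 0.0487 in male E against 0.965 to 2.01 in the other types, which scales up the free RNA in E 20.5 to 24.8 times. With E left out of the test and kept in the size criteria, an alternative chosen after seeing the values, the counts were 63, 66, 148, 26, 18, 14, 4 and 1. Of the 557 genes of Table 1 found in the file, 55 were called by test and size criteria, 311 with E left out of the test and 546 by the size criteria alone. The paper adds that dominant genes can also be expressed at a lower level elsewhere, and defines its specific markers by a limit of under 5% of cells in each other type.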

The top five specific marker genes for each of these cell groups are shown in Figure 1C.

**Table 1:** Genes dominantly and specifically expressed in anterior pituitary cell types.

**Pituitary cells:** *Acyp2, Arl3, **Arl6**, Casc4, **Ccl27**, Chchd10, **Cldn9**, Cpe, **Cyb561**, **Cystm1**, **Dzip1**, Eif4a2, **Epcam**, Fam162a, **Fbxo44**, **Fuz**, **Gnao1**, **Gprasp1**, **Hap1**, Klhdc8b, **LOC100912195**, **MGC109340**, Maged1, Maged2, Map1b, Mdh1, **Minar2**, **Morn2**, **Ncam1**, Ngfrap1, **Nudt11**, Pigp, **Pitx1**, **Pitx2**, Pja1, **Pnma8b**, Prrt1, Psip1, **Rab25**, **Rab36**, Rogdi, **Rpl39l**, **Shisa4**, **Smim22**, Spa17, Spint2, **Spock2**, **Tceal3**, Tceal9, Tctex1d2, Tmem107, Tspan3, Tspyl4, **Tubb4a**, Tusc3, Wdr6, **Zcchc12**, **Zcchc18**, Zfp612, Zwint*.
**Hormone-producing cells:** ***Actl6b**, **Ankrd37**, **Ap3b2**, Aplp1, **Asphd1**, Atp5if1, Atp6v1b2, Bcat1, Bex2, Cacna2d1, **Caly**, **Camk2b**, Cbarp, **Celf3**, Chchd6, **Chgb**, Ckmt1b, Cnih2, Crb3, Fam171b, Fam92b, **Fbxl16**, Fkbp11, **Gabrb3**, **Gdap1l1**, Gng3, Gpx3, Hist2h2aa2, **Hist2h2aa3**, **Insm1**, Kif1a, Kif5c, **Krtcap3**, **LOC100362965**, **Lrrc73**, **Mapk8ip2**, Mllt11, Nalcn, **Nap1l5**, Pld3, Ptprn, **Ptprn2**, Rab3a, Rasd1, **Resp18**, **Rltpr**, **Rundc3a**, **Scg2**, Scg3, Scg5, **Scn3b**, Sec11c, Sec61b, Sec61g, Serpini1, **Sez6l2**, Sgsm1, **Snap25**, **Snap91**, **Sprn**, Srp14, Ssr4, **Stmn3**, **Syp**, **Syt4**, **Syt7**, **Tmem130**, **Uchl1**, **Unc80***.
**Folliculostellate cells:** *Abi3bp, **Ackr4**, **Acss1**, **Acy3**, Adamts9, Aldh1a1, **Aldh1a2**, **Aldh1a7**, Aldh2, **Aldh3a1**, Aldh3b1, **Aldoc**, Anxa1, Arhgap8, Arvcf, Bcl2, **Bdh2**, C1qtnf5, C1r, **C1s**, Calml4, **Capn6**, **Ccdc153**, Ccdc60, Ccdc80, Cd24, Cdh11, **Cdh26**, Cdk6, Ces1d, **Cldn10**, **Clic6**, **Col6a2**, **Cox6b2**, **Crlf1**, Crot, **Cryab**, **Crym**, Ctf1, **Cxcl12**, Cyb5r2, Cyb5r3, Cybrd1, Cyp7b1, Dapl1, Dhrs4, **Edn3**, Efemp2, Efhd1, Efnb3, Egr1, Egr2, Egr3, Ephx1, **Etv4**, **Fam107a**, Fam181b, Fgf13, **Fgfr3**, **Fhad1**, **Fibin**, **Fmo1**, **Fmod**, Fosb, **Foxj1**, **Fxyd1**, Fzd1, Galm, Galnt18, Gas1, Gmpr, **Gpha2**, Gpm6b, **Gpr37l1**, Gpx8, **Grifin**, Gsg1l, Gsn, Gsta1, **Gsta4**, Gstm1, **Gstm2**, Gstm5, **Gstm6**, **Gstt3**, Gucy1a3, **Gxylt2**, **H1foo**, **Hey1**, **Hey2**, **Heyl**, **Hsd11b1**, **Hspb2**, Hspb8, Hunk, Id4, Igfbp2, **Il20rb**, Il33, **Itgb8**, Kctd1, Klhl36, LOC100909835, Lcn2, Lingo2, **Lpar3**, Lrp1, **Lypd1**, Mageh1, **Maob**, **Marveld3**, Mdfic, **Mdk**, Metrn, Mfap2, Mgst1, Mocs1, Mpp6, **Mpzl2**, Msx1, Mt1m, Mt2A, Mt3, Mxra8, **Myh7**, Myl9, Ndrg2, Nfia, Nfix, **Nkain4**, Notch2, Npnt, Nqo1, Nrcam, **Nrgn**, **Nwd1**, Oat, **Olfml1**, **P2rx2**, Paqr6, Patz1, Pax6, Pcdh7, Pde1c, Pdlim4, **Pdpn**, **Penk**, **Phgdh**, Pla2g7, Plat, **Plch1**, Plekhb1, Pmp22, Prelp, **Prop1**, Prps2, **Prrx1**, **Psat1**, Ptch1, Ptn, Pxmp2, RGD1305645, **RGD1306233**, **RGD1564162**, Rab34, **Rarres2**, **Rbp1**, Rbpms, Rdh10, **Rfx4**, **Rgma**, Rnd3, S100a1, S100a11, S100a6, **S100b**, Sdc4, **Serping1**, **Sfxn5**, Shroom3, Six3, **Slc16a11**, Slc1a3, **Slc20a2**, Slc6a8, **Slc9a3r1**, **Slit2**, **Smo**, Smpdl3a, **Sod3**, Sox2, **Sox9**, **Spats2l**, Spry2, Sspn, **Sult1a1**, **Tagln**, Tgfb2, Timp1, Tmem17, Tmtc2, Tst, Ttyh1, Tubb2a, Tuft1, Vangl2, **Wnt5a**, Zfp423*.
**Corticotrophs:** *Adcy2, **Adh1**, **Angptl8**, Apol9a, Armcx2, Armcx3, Armcx6, **Avpr1b**, Cacng2, Camk1, **Ccdc155**, Cdo1, Celf4, Cenph, Chkb, **Chrna1**, **Clrn1**, **Crhr1**, Dgkz, Dmrtc1a, **Doc2g**, Dsp, Dusp26, Elavl2, **Fam89a**, Galnt14, Gap43, Ggt7, Hdac11, **Hspb3**, **Il22**, Ina, **LOC102551166**, **Lmx1a**, Ly6h, Mdm1, Mmd, Mrap2, Mxra7, N4bp2l1, Neurod1, Nudt8, Plcd4, **Pomc**, Pqlc3, Prr15l, Ptprz1, **RGD1305464**, Rab3b, **Rab6b**, **Scube2**, Slc35g2, Smpd3, Snca, Sncb, Stxbp1, Syt13, Tapbpl, **Tbx19**, Tmem158, Tmem38a, Tmem50b, **Trdn**, Trim54, Tstd1, Ugp2, Zfp57*.
**Gonadotrophs:** ***Aif1l**, Amhr2, Apip, Appl2, Ar, B3galt2, Camta1, **Cd164l2**, Cdh1, **Chrna4**, Cited1, **Cnga1**, Ctxn1, **Defb24**, **Dusp15**, Enho, Fkbp1b, Fndc10, Foxp2, **Fshb**, Galc, Gjd2, **Gnrhr**, Hoga1, **Icam5**, Igdcc4, **Ihh**, Inha, Kcna4, Kcnh6, Kcnk3, **Kcnmb4**, Krt7, LOC100909954, **LOC102557071**, LOC684395, **LOC689757**, **Lad1**, **Lama1**, **Lhb**, Lhpp, Lrrc3b, **MGC93861**, **Nhlh2**, Nr5a1, **Ntrk3**, Obsl1, Otof, Pcsk5, Pdcl2, Pdyn, Pgr15l, **Pitx3**, **Ppfia4**, Prr15, Prr23d2, Pvalb, Rapgefl1, Rfx3, Rgs4, Rida, **Rnf183**, Sept3, Slc35g1, Spp1, Tesc, Tgfbr3, **Tgfbr3l**, Tmem206, Uba6, **Vash2**, Vegfa*.
**Somatotrophs:** *Arhgap36, Cabp2, Cdkn2a, Dcdc5, **Gh1**, **Ghrhr**, Htatsf1, Krt79, Nog, **Pappa2**, Ramp1, Rbp4, Slc7a5, Srxn1, Ttc14, Wfdc1*.
**Lactotrophs:** ***Agtr1b**, **Alk**, Arpp21, **Asic4**, Cgref1, Chl1, Dhx34, **Drd2**, Egfl8, Eno3, Gal, Gpr22, Hepacam2, Insyn1, **Irx6**, Ispd, **Klk1b3**, **Krt25**, LOC102552540, **LOC102555474**, LOC102557241, LOC363337, LOC679711, **LOC685488**, Mlf1, Olfm1, Pde1a, **Pla2g2f**, **Prl**, RGD1562660, Rprm, S100g, **Sec14l3**, Six6, Smc2, **Sostdc1**, Spock1*.
**Thyrotrophs:** *Adam23, Arg1, Atp6ap1l, Bdnf, Bmp15, Cml3, Dio2, Dnah11, **Dpp10**, Fam183b, Gdf11, Gpr158, Grem1, Irs4, **LOC103690158**, Nell1, Nmu, **Nrg4**, Parm1, Pcsk1, **Pcsk2**, Pgm2l1, Prodh, Rxrg, Trhr, Trnp1, **Tshb**, **Zcchc16**, Zfp365*.

*Pituitary cells comprised folliculostellate cells (FSC) and hormone-producing cells (HPC); the latter comprised corticotroph (C), gonadotroph (G), thyrotroph (T), somatotroph (S), and lactotroph (L) cells. Cell type-dominant expression was defined by at least 20% of cells expressing in the cell type of interest and a significant (adjusted-P < 0.001) upregulation by 3-fold higher mean expression or 30% higher proportion of cells expressing > threshold relative to all other cell types, including erythrocytes (E), leukocytes (Le), and endothelial cells (EC). Pituitary cell-dominant and HPC-dominant genes were identified by requiring every cell type comprising the group to satisfy the same criteria. Bold indicates cell type-specific marker genes, which were dominant genes with <5% cells expressing > threshold in all other cell types*.

Inspection of these genes suggested several groups of genes based on function that were enriched in FSC and/or HPC: pituitary development/differentiation genes, neuroendocrine genes, genes listed in the HUGO Gene Nomenclature Committee (HGNC) gene group “endogenous ligands,” genes encoding detoxification enzymes, ECM genes, and cell adhesion molecule genes. These findings motivated the definition of lists of genes for these six gene groups by manual inspection and/or inclusion of Gene Ontology terms and HGNC gene groups, described in detail below. The final list of genes considered for these six categories includes only genes that were expressed in at least 5% of cells in at least one pituitary cell type (Table 2). The remaining FSC- and HPC type-dominant genes included genes encoding transcription factors, plasma membrane receptors, channels, transporters, intracellular signaling molecules, small G proteins, heat shock proteins, cytoskeleton proteins, Tmem family genes, and solute carriers.

**Table 2:** Specific groups of genes expressed in anterior pituitary cells.

**Development/Differentiation:** *Egr1, Egr2, Egr3, Foxl2, Gata2, Hes1, Hes6, Hey1, Hey2, Heyl, Isl1, Klf10, Klf11, Klf12, Klf13, Klf15, Klf16, Klf2, Klf3, Klf4, Klf5, Klf6, Klf7, Klf9, Lhx3, Lhx4, Lmx1a, Msx1, Mta1, Mta2, Mta3, Neurod1, Neurod4, Nhlh2, Nr0b1, Nr5a1, Pax6, Pitx1, Pitx2, Pitx3, Pou1f1, Prop1, Prrx1, Sall1, Sall2, Six1, Six2, Six3, Six4, Six5, Six6, Sox11, Sox12, Sox14, Sox2, Sox30, Sox4, Sox5, Sox6, Sox8, Sox9, Tbx19, Tbx3, Trps1*.
**Neuroendocrine marker genes:** *Apbb1, Aplp1, Aplp2, Atxn10, Bap1, Bex2, Caly, Chga, Chgb, Doc2b, Doc2g, Ephb1, Ephb3, Fgf13, Fuz, Gmfb, Gmfg, Gnas, Gpm6b, Hap1, Ina, Lrrn1, Lrrn2, Lrrn3, Lynx1, Manf, Mest, Metrn, Mtdh, Mxra8, Ndn, Ndrg2, Nedd4, Nefl, Nell2, Ngb, Ngfrap1, Nnat, Npdc1, Nptn, Nptxr, Nrep, Nrg1, Nrgn, Nrsn1, Nrsn2, Nsg1, Nsg2, Ntrk2, Ntrk3, Olfm1, Olfm3, Olfml1, Olfml3, Pcp4, Pcsk1, Pcsk2, Pmp22, Pnma8b, Resp18, Rtn1, Rtn3, Scg2, Scg3, Scg5, Smim3, Snap25, Snap91, Snca, Sncb, Stmn1, Stmn2, Stmn3, Stxbp1, Syp, Syt1, Syt11, Syt12, Syt13, Syt14, Syt16, Syt17, Syt3, Syt4, Syt5, Syt6, Syt7, Syt9, Sytl1, Sytl2, Sytl4, Tagln, Tagln2, Tmem158, Tmem59l, Tubb3, Uchl1, Uchl5, Vgf*.
**Endogenous ligands:** *Agrp, Agt, Angpt1, Anxa1, Anxa10, Anxa11, Anxa2, Anxa3, Anxa4, Anxa5, Anxa6, Anxa7, Apln, App, Artn, Bmp1, Bmp15, Bmp5, Bmp7, C1qtnf4, Calca, Cartpt, Ccl2, Ccl27, Cflar, Cntn1, Cntn2, Cntn3, Copa, Ctf1, Cx3cl1, Cxcl1, Cxcl12, Cxcl14, Cyr61, Dlk1, Edn3, Efna1, Efna2, Efna4, Efna5, Efnb1, Efnb2, Efnb3, Fgf12, Fgf13, Fgf14, Fgf9, Flt3lg, Fst, Gal, Gpha2, Icam1, Icam5, Igf1, Igfbp2, Igfbp4, Igfbp5, Igfbp7, Il22, Il33, Il34, Inha, Inhba, Inhbb, Kiss1, Lgals1, Lgals3bp, Lgals8, Lgals9, Lrrc4b, Mdk, Mif, Nmb, Nmu, Nog, Nppc, Nrtn, Pdyn, Penk, Ptn, Rarres2, Sema6d, Spp1, Tac1, Tgfb2, Tgfb3, Vegfa, Vegfb, Vegfc, Wnt10a, Wnt4, Wnt5a, Wnt9a*.
**Detoxification enzymes:** *Adh1, Adh5, Adhfe1, Akr1a1, Akr1b1, Akr1c19, Akr1e2, Akr7a2, Aldh16a1, Aldh1a1, Aldh1a2, Aldh1a7, Aldh2, Aldh3a1, Aldh3a2, Aldh3b1, Aldh3b2, Aldh4a1, Aldh5a1, Aldh6a1, Aldh7a1, Chst1, Chst10, Chst11, Chst12, Chst14, Chst2, Chst7, Chst8, Chst9, Eogt, Ephx1, Ephx2, Ephx3, Gal3st4, Gpx1, Gpx3, Gpx4, Gpx6, Gpx7, Gpx8, Gsta1, Gsta4, Gstk1, Gstm1, Gstm2, Gstm4, Gstm5, Gstm6, Gstm7, Gsto1, Gstp1, Gstt1, Gstt2, Gstt3, Gstz1, Hs2st1, Hs3st1, Hs6st1, Hs6st2, Mgst1, Mgst2, Mgst3, Mt1a, Mt1m, Mt2A, Mt3, Ndst1, Ogt, Pomgnt1, Pomgnt2, Sepp1, Sult1a1, Sult2b1, Sult4a1, Tpst1, Tpst2, Txnrd1, Txnrd2*.
**ECM components:** *Agrn, Bgn, Col11a1, Col11a2, Col13a1, Col16a1, Col17a1, Col18a1, Col22a1, Col24a1, Col27a1, Col2a1, Col4a1, Col4a2, Col4a4, Col4a5, Col5a1, Col5a2, Col6a2, Col8a1, Dcn, Ecm1, Efemp2, Emilin1, Fbln1, Fbn1, Fbn2, Fmod, Fn1, Gpc1, Gpc4, Hapln1, Lama1, Lama3, Lama5, Lamb1, Lamb2, Lamc1, Lamc2, Mgp, Prelp, Ptprz1, Sdc1, Sdc2, Sdc3, Sdc4, Smc3, Spock1, Spock2, Spock3, Tgfbr3, Tsku, Vcan*.
**Cell adhesion molecules:** *Alcam, Arvcf, Bcam, Cadm1, Cadm3, Cadm4, Cd47, Cdh1, Cdh11, Cdh13, Cdh15, Cdh18, Cdh2, Cdh22, Cdh24, Cdh26, Cdh4, Cdh6, Cdh8, Cdhr1, Cdhr2, Ceacam16, Celsr1, Celsr2, Celsr3, Cercam, Clstn1, Clstn2, Clstn3, Dchs1, Dsc2, Dscam, Dscaml1, Epcam, F11r, Fat1, Fat3, Fgfrl1, Hepacam2, Itga2b, Itga3, Itgae, Itgav, Itgb1, Itgb5, Itgb8, Jam2, Jam3, Lrfn1, Lrfn3, Lrfn4, Lrrc4c, Lsamp, Mpzl1, Mpzl2, Ncam1, Ncam2, Negr1, Nfasc, Nlgn3, Nrcam, Nrxn1, Nrxn2, Nrxn3, Ntm, Pcdh1, Pcdh10, Pcdh17, Pcdh18, Pcdh19, Pcdh7, Pcdh8, Pcdh9, Pcdhb17, Pcdhb3, Pcdhb5, Pcdhb7, Pcdhga4, Pcdhgb7, Ptprm, Pvrl1, Pvrl2, Pvrl3, Robo2, Sirpa, Thy1, Vcam1*.

*Each gene is expressed in at least 5% of cells in at least one pituitary cell type*.

The subset of dominant genes identified as cell type-specific markers included several notable examples. Among 31 specific marker genes common to all pituitary cells (HPC+FSC) were two development genes, *Pitx1* and *Pitx2*; neuroendocrine genes *Fuz*, and *Hap1*; and a cell adhesion molecule gene *Epcam*. 

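*Pitx1* was expressed in 44.4% to 83.6% of cells over the pituitary types, *Fuz* in 21.1% to 37.6%, *Hap1* in 22.3% to 61.8% and *Epcam* in 40.3% to 81.5%. In E, Le and EC these genes stayed at or below 3.01% (*Fuz* in EC). All of them were specific to pituitary cells by the size criteria. With *Rab25*, *Rab36*, *Cldn9* and *Rpl39l* counted in, 0 of 8 passed the edgeR test and 8 passed it with E left out.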

Two small G proteins, *Rab25* and *Rab36*, were also specific markers common to all pituitary cells, as well as *Cldn9*, a member of the claudin family of proteins critical for tight junctions, which control the flow of molecules in the intercellular space. 

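*Rpl39l* was expressed in 76.9% to 89.4% of cells over the pituitary types, against 4.17% of Le, 0.752% of EC and 0.554% of E. *Rab25*, *Rab36* and *Cldn9* were lowest in FSC, at 20.1%, 22.1% and 28.1%, and reached 69.0%, 48.3% and 91.9% in an HPC type; in E, Le and EC they stayed at or below 1.45% (*Cldn9* in Le).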

All pituitary cell types, but not E, Le, or EC, also express *Rpl39l*, a gene with high sequence similarity to the ribosomal protein L39, a component of the ribosome 60S subunit (Figure 1C; bold in Table 1).

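*Resp18*, *Uchl1*, *Chgb* and *Scg2* served to classify HPC, so their shares are not independent of the cell types. *Caly* was expressed in 53.7% to 97.2% of cells over the HPC types, *Syp* in 23.1% to 63.5% and *Snap91* in 23.3% to 44.7%. Outside HPC, *Caly*, *Syp*, *Snap91*, *Snap25*, *Stmn3*, *Syt4* and *Syt7* stayed at or below 3.68% (*Syt4* in FSC). All 11 of these genes met the size criteria for HPC-specific expression, and 2 of them, *Resp18* and *Uchl1*, also passed the test. With E left out of the test 11 did.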

The 36 genes found to be HPC-specific included the neuroendocrine markers *Resp18, Uchl1, Chgb*, and *Scg2*, which we used to classify these cells (Figure 1B), as well as additional neuroendocrine marker genes, including *Caly, Snap25, Snap91, Stmn3, Syp, Syt4*, and *Syt7*. These cells also specifically expressed *Camk2b*, calcium/calmodulin dependent protein kinase II beta; *Gabrb3*, gamma-aminobutyric acid type A receptor beta3 subunit; *Insm1*, INSM transcriptional repressor 1; *Ptprn2*, protein tyrosine phosphatase receptor type N2v; *Tmem130*, transmembrane protein 130; *Unc80*, unc-80 homolog (Figure 1C; bold in Table 1).

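Over the HPC types, *Camk2b* was expressed in 29.3% to 57.6% of cells, *Ptprn2* in 32.0% to 72.4% and *Tmem130* in 56.0% to 96.6%. *Insm1*, which the file lists as LOC100912563, was expressed in 20.9% to 55.5%, and *Unc80*, listed as LOC689991, in 27.7% to 39.1%. In FSC these genes were found in 1.04% to 3.03% of cells. These 5 were HPC-specific by the size criteria. In the edgeR test 0 passed, and 5 with E left out.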

Among FSC-dominant genes, 85 were identified as specific marker genes for these cells. 

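By test and size criteria, 9 of the FSC-dominant genes were below 5% of cells in every other type, and by the size criteria alone 85 were. With E left out of the test the number was 79.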

Some of the most well-expressed markers included the commonly accepted FSC marker gene *S100b*, as well as *Fxyd1, Gstm2*, and *Capn6*, which we used to classify FSC (Figure 1B). 

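Among development genes, *Hey1*, *Hey2*, *Heyl* and *Prrx1* were expressed in 36.0%, 66.8%, 46.9% and 67.0% of FSC. Among ligand genes, *Mdk* was expressed in 82.7%, *Penk* in 81.2%, *Cxcl12* in 67.0%, *Edn3* in 49.9%, *Gpha2* in 36.8% and *Wnt5a* in 32.5%. Among detoxification genes, *Gstt3* was expressed in 58.2%, *Aldh1a2* in 53.8%, *Aldh1a7* in 49.7%, *Aldh3a1* in 42.0%, *Gstm6* in 40.3% and *Gsta4* in 29.9%. The highest share of any of these genes in another type was 4.75% (*Gstt3* in L). *Rarres2* was expressed in 22.9% of FSC and 5.88% of T. With *Sox9* and *Gstm2* counted in, 18 of 19 genes were FSC-specific by the size criteria, 4 passed the test, and 18 with E left out.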

Several of the development/differentiation genes (*Hey1, Hey2, Heyl, Prop1, Prrx1*, and *Sox9*), endogenous ligand genes (*Cxcl12, Edn3, Gpha2, Mdk, Penk, Rarres2*, and *Wnt5a*), and detoxification enzyme genes (*Aldh1a2, Aldh1a7, Aldh3a1, Gsta4, Gstm2, Gstm6*, and *Gstt3*) were also identified as FSC-specific.

In addition to *Pomc, Crhr1, Avpr1b* (Figure 1B), and *Tbx19*, the well-established marker genes for C, our analysis suggested 15 novel C-specific genes. These included: *Doc2g*, a member of the DOC2 family of proteins that participate in exocytosis; *Chrna1*, encoding neuronal acetylcholine receptor subunit alpha-1; *Lmx1a*, a member of the LIM class of transcription factors; *Fam89a*, family with sequence similarity 89 member A, *Clrn1*, clarin-1, and *Il22*, an endogenous ligand gene (Figure 1C; bold in Table 1).

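*Doc2g* was expressed in 92.1% of C, *Fam89a* in 78.1%, *Clrn1* in 67.2%, *Chrna1* in 47.9%, *Lmx1a* in 33.4% and *Il22* in 28.1%. The highest share in any other type was 2.35% (*Chrna1* in T), and in E none of them was found in any of 361 cells. All met the size criteria; only *Doc2g* passed the test in every contrast, and 4 of the 6 did with E left out.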

Of 72 G-dominant genes identified, 24 were G-specific, including *Lhb, Fshb*, and *Gnrhr*, the expected markers for this cell type (Figure 1B). Additional markers included: *Pitx3, Dusp15*, dual specificity phosphatase 15; *Cnga1*, cyclic nucleotide gated channel alpha 1; *Chrna4*, cholinergic receptor nicotinic alpha 4 subunit; *Icam5*, intercellular adhesion molecule 5; *Kcnmb4*, calcium-activated potassium channel subfamily M regulatory beta subunit 4; *Ntrk3*, neurotrophic receptor tyrosine kinase 3; and *Tgfbr3l*, transforming growth factor beta receptor 3 like (Figure 1C; bold in Table 1).

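*Tgfbr3l* was expressed in 97.5% of G, *Cnga1* in 72.3%, *Pitx3* in 50.4%, *Dusp15* in 31.9%, *Chrna4* in 26.9%, *Kcnmb4* in 25.2%, *Icam5* in 22.7% and *Ntrk3* in 20.6%. The highest share in another type was 3.63% (*Icam5* in Le). All 8 were G-specific by the size criteria, *Tgfbr3l* alone passed the test, and 3 did with E left out.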

In contrast to C and G, the *Pou1f1*-derived cell types contained fewer dominant and specific genes. 

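The number of specific genes by the size criteria was 20 in C and 31 in G, against 16 in L, 5 in T and 4 in S. By test and size criteria it was 2 in C, 4 in G, and 1 each in L, T and S. Dominant genes with E left out of the test were again more in C and G than in L, S and T. The count in G rests on 238 cells and that in T on 85 cells.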

Besides *Gh1* and *Ghrhr*, dominantly expressed genes for S included: *Cabp2*, calcium binding protein 2; *Cdkn2a*, cyclin dependent kinase inhibitor 2A; *Nog*, noggin; *Pappa2*, pappalysin 2; and *Dcdc5*, doublcortin domain containing 5 (Figure 1C). Among these only *Pappa2* satisfied our criteria to be a specific marker gene for S. The 13 L-specific genes we identified included not only *Prl, Drd2*, and *Agtr1b*, the well-known marker genes for these cells, but also: *Krt25*, a type-I keratin gene; *Asic4*, an acid sensing ion channel subunit; *Irx6*, iroquois homeobox 6; and *Klk1b3*, kallikrein 1-related peptidase B3 (Figure 1C and Table 1). 

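*Cabp2* was expressed in 25.4% of S, *Cdkn2a* in 34.6%, *Nog* in 30.7% and *Dcdc5* in 22.7%. *Pappa2*, which the file lists as LOC680415, was expressed in 25.5% of S and in 0.303% of FSC and 0.207% of L. Of the others, *Cabp2*, *Cdkn2a* and *Dcdc5* were each found in 5.88% of T and *Nog* in 5.37% of L. In L, *Agtr1b* was expressed in 57.0% of cells, *Krt25* in 44.2%, *Irx6* in 40.7% and *Asic4* in 37.4%, with at most 2.14% (*Asic4* in C) elsewhere. *Klk1*, the symbol in the file that was taken for *Klk1b3*, was expressed in 34.1% of L and 1.12% of FSC.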

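*Tshb* was part of the rule for T. *Nrg4* was expressed in 21.2% of the 85 T, *Dpp10* in 23.5% and *Zcchc16* in 21.2%, and in other types they reached 4.29% (*Zcchc16* in S). *Pcsk2* was expressed in 51.8% of T, 9.53% of S and 6.40% of L, and in none of 361 E.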

As expected, T specifically expressed *Tshb*, as well as *Nrg4*, neuregulin 4; *Dpp10*, dipeptidyl peptidase like 10; *Pcsk2*, proprotein convertase subtilisin/kexin type 2; and *Zcchc16*, retrotransposon Gag like 4 (Figure 1C; bold in Table 1).

### Sexually Dimorphic Gene Expression

The tSNE maps shown in Figure 1A do not allow assessment of sexual dimorphism. To address that, we computed a tSNE map containing pituitary cells from both sexes (Figure 2A), demonstrating clear sexual dimorphism in some cell types and not in others. This is clear for L and G, both of which appear as two distinct clusters, whereas for S a subset of female cells appears distinct from a mixed main cluster. 

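In the unsupervised clusters, L led 2, of 253 cells with 1.58% from females and 203 cells with 97.5%. S led 3, of 1271, 551 and 114 cells, with 63.6%, 7.08% and 64.0% from females; only 44.7% of the last were S. At a resolution of 0.2 L led 1 cluster, and G stayed in 1 at each resolution tried. At a resolution of 1.0 S led 4, and 1 of these, of 220 cells, was 100% female; L then led 2, with 97.5% and 1.57% from females. The share of the 30 nearest neighbours within a type that came from the other sex, divided by the share under random mixing, was 0.0635 in L, 0.139 in G and 0.404 in S. The same ratio between the lanes of 1 sex was 0.977 to 1.04 over the pituitary types.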

FSC also formed two clusters, but both clusters contained a mix of cells from both sexes, indicating that sexual dimorphism was not the cause of subclustering. 

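Of the larger FSC clusters, the first held 50.6% and the second 49.2% female cells, and a cluster of 17 cells held 23.5%. At a resolution of 1.0, 273 FSC formed a cluster that was 79.1% female. The neighbour ratio between the sexes was 0.519 in FSC, below the ratio of 0.988 between the female lanes and 1.00 between the male lanes. From the mix of both sexes in each cluster, the paper reasons that sex was not what split FSC.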

The tSNE map also suggests very little sexual dimorphism in C, based on uniform mixing of male and female cells in that cluster.

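C formed 1 cluster of 791 cells, 42.2% of them from females. The ratio of neighbours of the other sex to random mixing was 0.846 in C and 0.779 in T, the highest of the pituitary types.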

We used differential expression analysis to identify genes dominantly expressed per sex and sex-specific marker genes for pituitary cell types. Figure 2C shows the sex-specific expression of genes in G and L. Table 3 and Figure 2B show the number of genes dominantly expressed by sex in all pituitary cell types. 

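By test and size criteria, L had 95 genes dominant in females and 284 in males, G 52 and 83, S 17 and 20, T 7 and 11, FSC 6 and 6, and C 1 and 4. By the size criteria alone T had 107 and 323 genes. On equal numbers of cells per type and lane, the size criteria alone, joined to them after seeing the data, gave medians over 10 draws of 169.5 and 898.5 in L, 146 and 238.5 in FSC and 124 and 178 in C. Between single lanes of the same sex, the size criteria were met by an average of 1 gene in L and 65.5 in G, and between lanes of different sex by 565 and 413. In T, with 17 to 26 cells per lane, pairs of the same sex gave up to 904 genes and pairs of different sex as few as 904, so the size criteria alone did not separate the sexes from the lanes there.

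**Figure D1:**
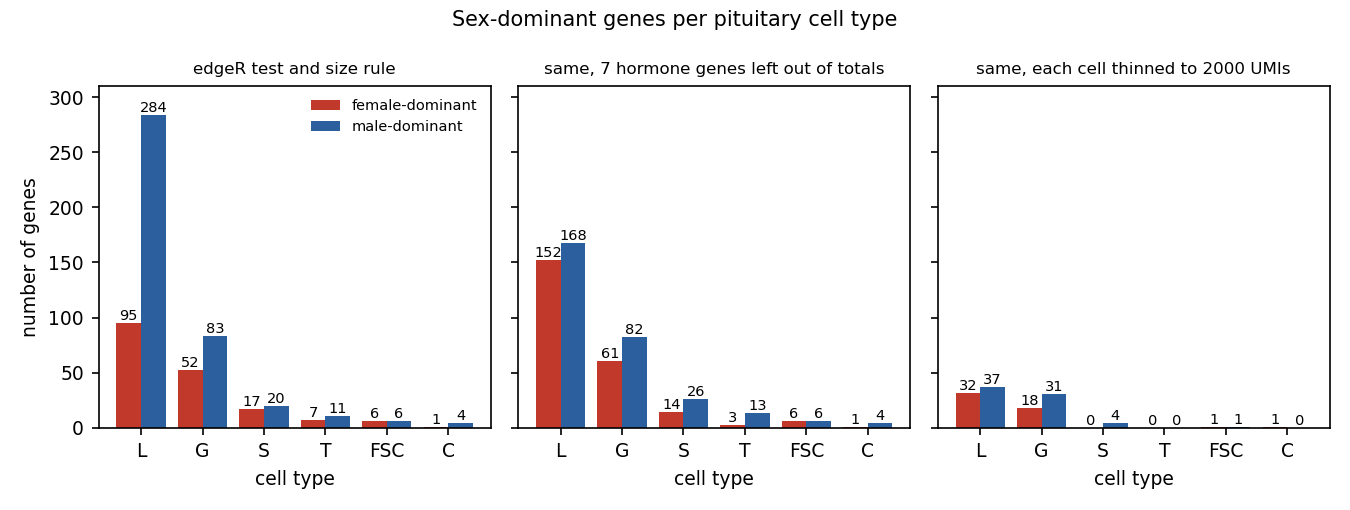
Number of genes dominant in females and in males by test and size criteria in each pituitary cell type. L has the most genes in each sex, 95 in females and 284 in males.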

L contained the largest number of sex-dominant genes (288), followed by G (128), S (34), T (14), FSC (10), and C (4). Furthermore, a disproportionately large percentage of such genes were male dominant: C (100%), T (100%), G (77%), L (68%), and S (59%).

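Male-dominant genes were 80% of the 5 sex-dominant genes in C, 74.9% of 379 in L, 61.5% of 135 in G, 61.1% of 18 in T, 54.1% of 37 in S and 50% of 12 in FSC. Without the size criteria, edgeR with TMM called 512 genes higher in male and 1010 higher in female L, and with library size only 2483 and 330; the median log2 fold change of all genes in L was 0.02 and 0.67. The size criteria use totals that include *Prl*, which took 31.5% of the UMIs of female and 18.0% of those of male L. With totals that leave out 7 hormone genes, an alternative chosen after seeing the data, L had 152 female- and 168 male-dominant genes. The paper concludes that sex-specific expression stands out most in L, G and S.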

**Table 3:**
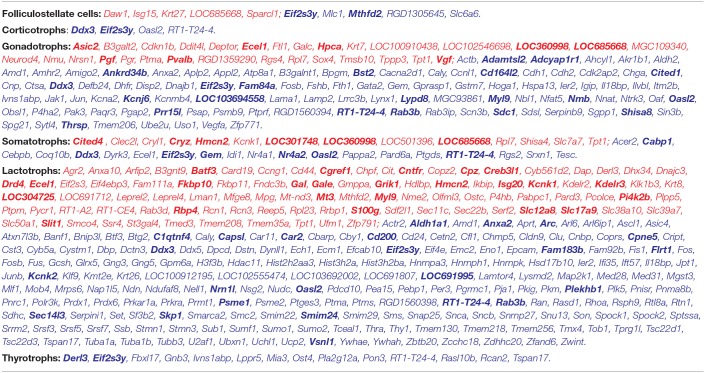
Genes dominantly and specifically expressed in pituitary cells from females and males.

*Significantly upregulated genes (adjusted-P < 0.001) were identified by differential expression tests between cells from females and males of each pituitary cell type. Genes dominantly expressed in the sex of interest for each cell type had at least 20% cells expressing > threshold and at least 3-fold greater mean expression or 30% higher proportion of cells expressing > threshold than the other sex. Red: female specific; blue: male specific; bold indicates sex-specific marker genes, which were sex-dominant genes with <5% of cells expressing > threshold in the opposite sex*.

Table 3 also lists all sex-specific marker genes (bold). In females we identified 24, 8, and 6 markers in L, G, and S, respectively, and none in FSC, C and T, and in males we found 24, 21, 7, 2, 2, and 2 marker genes in L, G, S, T, C, and FSC, respectively. 

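Sex-specific genes, expressed in less than 5% of the other sex, were 25 in female L, 21 in female G, 9 in female S, 4 in female T, and 1 each in female FSC and C. In males they were 47 in L, 23 in G, 7 in S, and 2 each in T, C and FSC.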

The sexually dimorphic genes identified include genes encoding enzymes, voltage- and ligand-gated plasma membrane channels, endogenous ligands, receptors and intracellular signaling molecules, and transcription factors (Table 3). For example, L from females, but not from males, express *Drd4*, dopamine receptor 4, *Gal*, galanin; *Grik1*, glutamate ionotropic receptor kainate type subunit 1; *Kcnk1*, potassium two pore domain channel subfamily K member 1; and *Pi4k2b*, phosphatidylinositol 4-kinase type 2 beta. In contrast, L from males specifically express *Kcnk2*, potassium two pore domain channel subfamily K member 2; *Nrn1l*, neuritin 1 like; and *Rab3b*, a member of the RAS oncogene family.

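*Gal* was expressed in 56.4% of female and 1.95% of male L (log2 fold change -6.72, SE 0.139, adjusted p = 8.46e-38, males over females). *Drd4* was expressed in 26.0% and 0.389% (112 UMIs in females and 2 in males), *Grik1* in 33.9% and 0.389% (198 UMIs in females and 3 in males), *Kcnk1* in 25.6% and 2.33% (log2 fold change -4.12, SE 0.363, adjusted p = 2.1e-13), and *Pi4k2b* in 21.6% and 3.50% (log2 fold change -2.95, SE 0.395, adjusted p = 2.63e-08). Each was higher in both female lanes than in both male lanes. Of the genes called by test and size criteria, those with the largest fold changes toward females in L were *Cntfr* with 124 UMIs in females and 0 in males, *S100g* in 55.1% and 0.389% of cells (log2 fold change -7.35, SE 0.146, adjusted p = 2.24e-38) and LOC100911498 in 51.5% and 0.778% (459 UMIs in females and 2 in males). Female L were the deeper ones, which favours detection in females.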

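*Nrn1l* was expressed in 1.32% of female and 33.9% of male L (log2 fold change 4.06, SE 0.340, adjusted p = 3.76e-14, males over females), *Kcnk2* in 0.881% and 28.4% (log2 fold change 3.18, SE 0.337, adjusted p = 6.03e-11), and *Rab3b* in 0% and 40.1% (log2 fold change 2.56, SE 0.145, adjusted p = 3.3e-20). *Rab3b* had 103 UMIs in female L, all below the threshold. The largest fold changes toward males were those of *Eif2s3y* and of the gene listed as *Ddx3*, with 150 and 63 UMIs in males and 0 in females, and of *Sec14l3*, in 0.881% and 56.8% of cells (log2 fold change 5.36, SE 0.242, adjusted p = 6.21e-24). All were higher in both male lanes.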

Female G cells express *Asic2*, acid sensing ion channel subunit 2; *Pgf*, placental growth factor; *Pvalb*, parvalbumin; and *Vgf*, nerve growth factor inducible. In contrast, G from males express, among others, *Adcyap1r1*, ADCYAP receptor type 1; *Kcnj6*, potassium voltage-gated channel subfamily J member 6; and *Rab3b* (Table 3). 

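*Pvalb* had 728 UMIs and was expressed in 38.6% of female G, with 0 UMIs in males. *Asic2* had 91 UMIs (30.3% of cells), *Pgf* 87 (24.8%) and *Vgf* 154 (25.5%) in females, against 0, 0 and 1 in males. A count of 0 among 93 male G allows a share of up to 3.23%. *Hpca*, with 173 UMIs in females and 0 in males, and LOC100911498, with 331 and 0, were, with *Pvalb*, the genes with the largest fold changes toward females.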

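*Adcyap1r1* was expressed in 3.45% of female and 50.5% of male G (log2 fold change 3.80, SE 0.353, adjusted p = 1.12e-05, males over females). *Kcnj6* was expressed in 4.83% and 29.0% (log2 fold change 2.90, SE 0.502, adjusted p = 0.00144) and did not pass the test. *Rab3b* was expressed in 2.07% and 19.4% (log2 fold change 1.76, SE 0.266, adjusted p = 0.000529); it passed the test and not the criterion of 20% of cells. The largest fold changes toward males were those of *Eif2s3y*, *Lypd8* and *Ddx3*, with 274, 51 and 40 UMIs in males and 1, 0 and 0 in females.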

As expected, there were low levels of *Fshb* in diestrus females, so that this gene was dominantly expressed in male G. Although they did not meet the strict criteria we used for dominant expression, *Prl* had roughly 2-fold higher expression in female L, as did *Cga* and *Lhb* in female G cells relative to males. 

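*Fshb* was expressed in 27.6% of female and 96.8% of male G (log2 fold change 1.96, SE 0.0787, adjusted p = 7.56e-09, males over females). *Cga* in G was lower in males (log2 fold change -1.23, SE 0.127, adjusted p = 2.34e-05), as was *Lhb* (log2 fold change -1.40, SE 0.0974, adjusted p = 1.07e-06). *Prl* in L had a mean of 2802 normalized counts in females and 1367 in males (log2 fold change -1.46, SE 0.0336, adjusted p = 6.96e-36). In each of these genes all lanes of 1 sex stood above those of the other. *Fshb* and *Lhb* were part of the rule for G and *Prl* of that for L.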

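*Eif2s3y* had 1 UMI in 3310 female cells and was found in 53.9% of 3536 male cells. The gene that the file lists as *Ddx3* had 0 UMIs in females, which allows up to 0.0906% of cells, and was found in 24.9% of male cells. The gene listed as *Ddx3y* was found in 0.423% of female and 0.566% of male cells. *Kdm5d* had 0 UMIs in females and was found in 10.4% of males. The lanes were assigned to a sex by their cell numbers and not by these genes.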

The expression of *Eif2s3y* and *Ddx3y*, which are on the Y chromosome, only in male pituitary cells further supports the validity of this analysis (Table 3).

### Genetic Relationship Between FSC and HPC

To study the genetic relationship between FSC and HPC, we focused on two groups of genes suggested by our differential expression analysis: development and neuroendocrine marker genes (Table 2). From these lists of genes, we identified those that were dominantly expressed in at least one pituitary cell type relative to E, Le, and EC. For this subset of genes, we examined in detail five categories of genes: FSC-specific, FSC-dominant, common to FSC and HPC (pituitary-dominant, but not FSC- or HPC-dominant), HPC-dominant for any HPC type, and HPC-specific in any HPC type, as described in Figure 3 legend and Table 1. The remaining genes from Table 2 that were not pituitary cell type-dominant were still expressed in pituitary cells; these were expressed at lower levels than our criteria for dominant expression, were co-expressed in E, Le, or EC and a pituitary cell type, or were dominantly expressed in one of E, Le, or EC.

**Figure 3:**
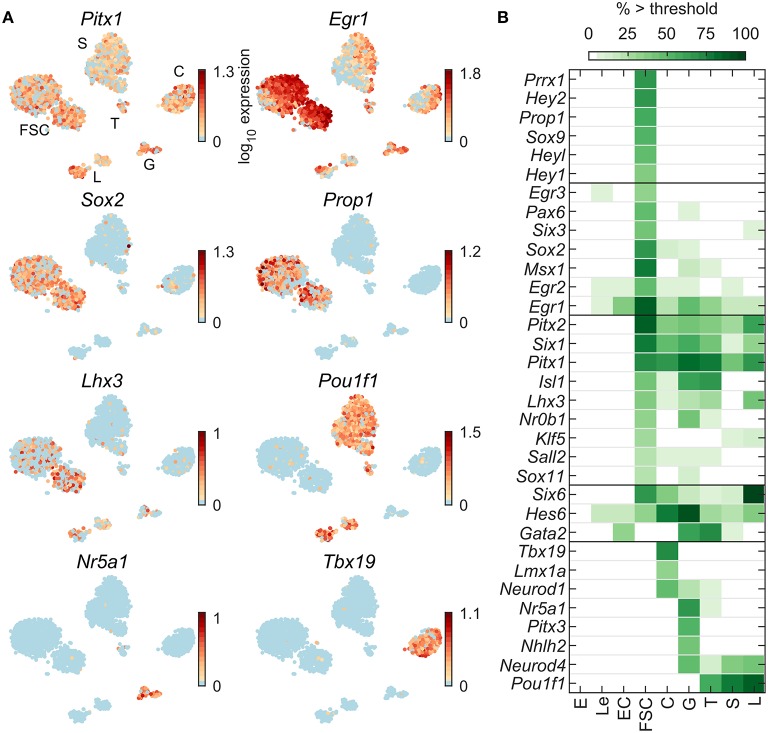
Expression of pituitary development/differentiation genes. **(A)** tSNE map of expression for selected genes common to all pituitary cells (*Pitx1*), FSC-dominant (*Egr1, Sox2*), FSC-specific (*Prop1*), co-expressed by FSC and some HPC (*Lhx3*), and HPC type-specific (C—*Tbx19*; T, S, L—*Pou1f1*; G—*Nr5a1*). **(B)** Percentage of cells per type expressing selected genes above threshold. For this and Figures 4–8, genes are grouped into five categories based on their cell type-dominant or -specific expression. From top to bottom: FSC-specific, FSC-dominant, dominantly expressed in both FSC and HPC relative to non-pituitary cells, HPC-dominant (in at least one HPC type), and HPC-specific. From a manually selected list of developmental genes, 64 were expressed in at least 5% of cells in at least one cell type (Table 2), and all 33 pituitary-dominant genes are shown.

Figure 3A illustrates expression profiles of development/differentiation genes representative of the following patterns: common to FSC and HPC (*Pitx1*), FSC-dominant (*Egr1*), FSC-specific (*Prop1*), and HPC-specific (C—*Tbx19*; G and T—*Nr5a1*; T, S, L—*Pou1f1*). Figure 3B shows the percentage of cells per type expressing 33 identified pituitary-dominant development genes. In addition to *Pitx1, Pitx2* was also expressed in all pituitary cell types, while *Lhx3* was expressed in L, FSC, G, T, and a low percentage of C. *Sox2* was well expressed in FSC, and in a low percentage of C and G, whereas *Sox9* was exclusively expressed in FSC. 

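*Lhx3* was expressed in 42.1% of L, 39.7% of FSC, 26.5% of G, 25.9% of T and 7.31% of C. *Sox2* was expressed in 69.2% of FSC (exact 95% interval 67.3% to 71.1%), 5.46% of G, 2.44% of S and 2.35% of T. *Sox2* was above threshold in none of 361 E. *Sox9* was expressed in 53.2% of FSC and reached 3.72% of L among the other types. Thinning each cell to 2000 UMIs moved these shares most, to 30.5% of FSC for *Sox2* and 26.2% for *Sox9*.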

*Prrx1*, and *Egr3* were expressed in FSC only; *Gata2* was found not only in G and T, but also in 9% of S; *Neurod1* was expressed in C and G; *Neurod4* in G, T, S, and L; *Pitx3* in G only; and *Sox6* and *Tbx19* in C only. 

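*Egr3* was expressed in 31.3% of FSC and 6.90% of Le. *Gata2* was expressed in 74.1% of T, 64.3% of G, 32.3% of EC and 10.4% of S. *Neurod1* was expressed in 46.5% of C and 25.2% of G, and *Neurod4* in 45.0% of G, 42.4% of L, 39.3% of S and 9.41% of T. *Sox6* was expressed in 16.3% of C and 4.24% of FSC, and *Tbx19* in 70.7% of C and 1.26% of G. In E these genes were found in at most 0.554% of cells.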

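Of the development genes of Table 2, 2 were FSC-specific or -dominant, 3 HPC-specific or -dominant and 1 common by test and size criteria. A common gene was dominant over E, Le and EC in 1 or more pituitary types and was neither FSC nor HPC. It need not have passed in both FSC and an HPC type. The size criteria alone gave 13, 11 and 9, and leaving E out of the test gave 12, 10 and 8. With library size only they were 13, 10 and 8.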

Out of 64 development/differentiation genes expressed in pituitary cells (Table 2), we identified 13 FSC-specific or -dominant genes, 11 HPC-specific or -dominant genes, and 9 genes common to FSC and at least one HPC type (Figure 3B).

Pituitary cells also express numerous genes typically observed in neuroendocrine cells. 

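Of the neuroendocrine genes of Table 2, 20 were dominant in 1 or more pituitary types by test and size criteria, 64 with E left out of the test and 70 by the size criteria alone.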

Among 99 neuroendocrine marker genes expressed in at least 5% of cells in at least one pituitary cell type (Table 2), 70 were dominantly expressed in one or more pituitary cell types (Table S1). Figure 4A shows examples of such genes dominantly expressed in FSC and some HPC (*Rtn1*), HPC-dominant (*Bex2*), expressed in some HPC types only (*Scg2, Chgb, Caly*, and *Syt4*), in FSC only (*Ndrg2*), and in C only (*Doc2g*). Figure 4B shows that most these genes were dominantly or specifically expressed by HPC or co-expressed in FSC and HPC. Many of these genes were widely expressed in HPC; 28 were expressed in at least 80% of one or more HPC types. 

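Counted in the file, 28 of 99 neuroendocrine genes were expressed in at least 80% of cells in 1 or more HPC types. *Bex2* was among them, with 93.2% to 99.4% over the HPC types and 19.8% in FSC.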

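*Nptn* was expressed in 49.4% to 77.9% of cells over the pituitary types, but also in 42.9% of EC and 37.6% of Le. *Gnas* was expressed in 91.6% to 99.2%, with 87.2% of EC and 26.0% of Le. *Rtn1* was expressed in 26.5% to 71.3%, with 6.77% of EC and 3.63% of Le. In E they were found in at most 0.831% of cells.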

Among this gene group, *Fuz, Gnas, Nptn*, and *Rtn1* were expressed in all pituitary cell types. *Snap25, Snap91, Stmn3, Syt4*, and *Syt7* were well-expressed in all HPC types and were identified as specific markers for this population of pituitary cells (Table 1). In contrast to *Chgb*, the expression of *Chga* was relatively low in C, which uniquely expressed *Doc2g*, a marker gene for this cell type. 

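*Snap25* was expressed in 57.6% to 97.7% of cells over the HPC types, *Stmn3* in 49.2% to 94.3%, *Syt4* in 31.6% to 77.0% and *Syt7* in 24.3% to 71.9%. L had the lowest share for *Snap25* and *Syt4*, S for *Stmn3* and C for *Syt7*.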

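*Chga* was expressed in 11.1% of C, against 99.6% of G, 90.6% of T, 71.1% of S and 48.6% of L, and in 0.562% of FSC.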

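*Ndrg2* was expressed in 81.8% of FSC, 15.0% of EC and at most 1.26% of an HPC type. *Tagln* was expressed in 45.6% of FSC and reached 0.752% in EC.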

*Ndrg2* and *Tagln* were expressed dominantly and specifically in FSC, respectively. 

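By test and size criteria, 2 were FSC-specific or -dominant, 15 HPC-specific or -dominant and 3 common. By the size criteria alone the numbers were 9, 48 and 13, and with E left out of the test 5, 43 and 16. From the excess of such genes in HPC, the paper proposes a link with the secretion of hormones by these cells.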

In total, only 9 genes were FSC-specific or -dominant, 47 were HPC-specific or -dominant, and 14 were dominantly co-expressed by both FSC and HPC types. The enrichment of neuroendocrine genes related to exocytosis in HPC is consistent with the physiological role of hormone secretion in these cells.

**Figure 4:**
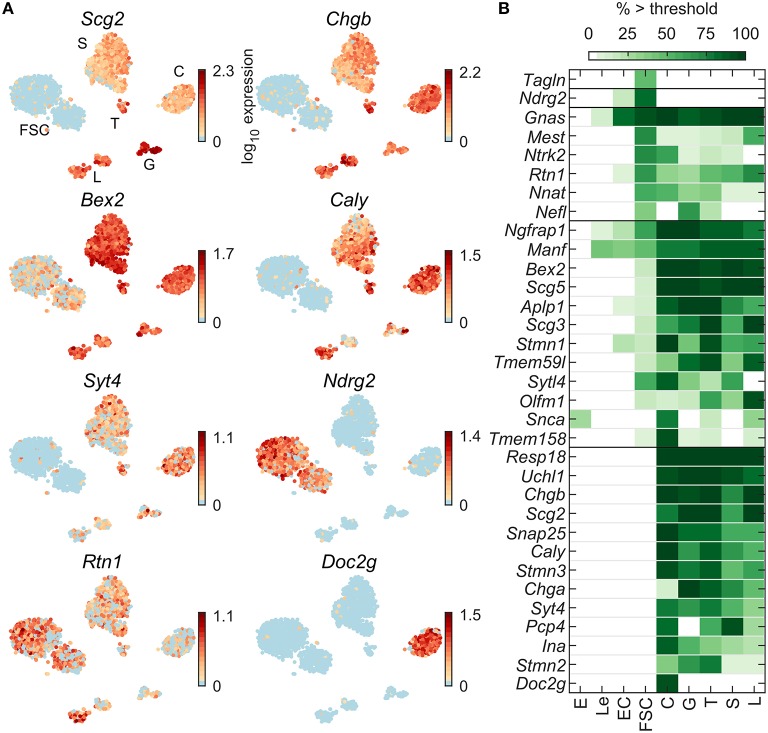
Expression of neuroendocrine marker genes. **(A)** tSNE map showing expression of select genes: granins (*Scg2, Chgb*), upstream modulators of receptor signaling (*Bex2, Caly*), downstream regulators of receptor signaling (*Ndrg2*), synaptotagmins (*Syt4*) and neuroendocrine cell vesicular trafficking (*Rtn1, Doc2g*). **(B)** Percentage of cells per type expressing select genes above threshold. From a manually selected list of neuroendocrine markers, 99 were expressed in at least 5% of cells in at least one cell type (Table 2) and 70 were pituitary dominant (Table S1). The 33 most highly expressed of these are shown.

### Functional Relationship Between FSC and HPC

To further study the relationship between FSC and HPC, we similarly analyzed four additional groups of genes: endogenous ligands, detoxification enzymes, ECM proteins, and cell adhesion proteins. 

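*Il33* was expressed in 70.3% of FSC and 5.26% of EC, and *Ptn* in 88.5% of FSC, 9.02% of EC and 7.02% of L. *Dlk1* was expressed in 99.6% of S, 72.9% of T, 19.6% of L and 5.80% of C. *Cxcl14* was expressed in 82.1% of C, 71.4% of S, 66.7% of L, 10.6% of T, 7.40% of FSC and 3.36% of G. *Anxa5* ranged from 9.30% to 84.7% over the pituitary types and *C1qtnf4* from 6.23% to 63.8%. *Lgals1* was expressed in 57.9% of L, 49.8% of FSC, 46.2% of G, 31.8% of T, 4.82% of S and 2.27% of C.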

Figure 5A shows expression profiles of some endogenous ligand genes: *Il33* and *Edn3* in FSC, *Ptn* in FSC and L, *Dlk1* in S, T, L, and C, and *Cxcl14, C1qtnf4, Anxa5*, and *Lgals1* in most pituitary cell types. Among 94 endogenous ligand genes expressed in at least 5% of cells in at least one pituitary cell type (Table 2), a total of 44 endogenous ligand genes were dominantly expressed in at least one pituitary cell type (Table S2). For the 33 most highly expressed genes, Figure 5B shows the percentage of each cell type expressing genes from this group. 

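Of the ligand genes of Table 2, 5 were FSC-specific or -dominant, 1 HPC-specific or -dominant and 1 common by test and size criteria. By the size criteria alone the numbers were 15, 19 and 10, and with E left out of the test 11, 14 and 9. *Anxa1* was expressed in 76.4% of FSC and *Igfbp2* in 35.6%. *Fgf9* was expressed in 22.7% to 40.7% of the HPC types and 5.36% of FSC. *Inha* and *Vegfa* were highest in G, at 26.5% and 45.8%, and *Bmp15* and *Nmu* in T, at 47.1% and 71.8%. *Anxa7* ranged from 29.0% to 68.3% over the pituitary types, *Ccl27* from 22.2% to 38.8%, *Copa* from 26.5% to 58.8% and *Cntn1* from 2.94% to 56.9%.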

Fifteen genes were FSC-specific or -dominant, including *Anxa1, Cxcl12, Igfbp2, Mdk*, and *Penk*; 18 genes were HPC-specific or -dominant, including *C1qtnf4* and *Fgf9* in all HPC, *Inha*, and *Vegfa* dominant in G, and *Bmp15* and *Nmu* in T; and 11 genes were common among FSC and one or more HPC type, including *Anxa7, Ccl27, Copa*, and *Cntn1*.

**Figure 5:**
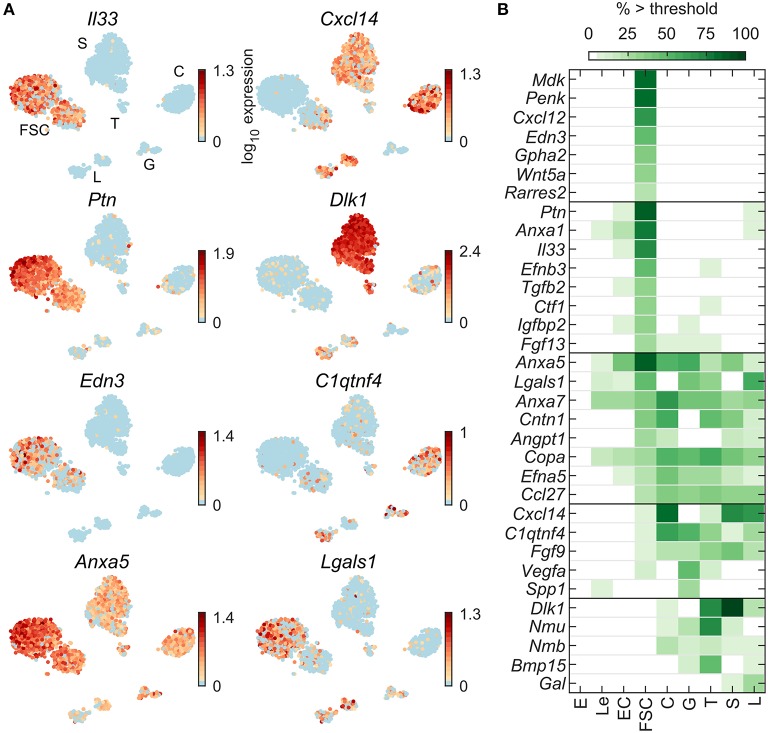
Expression of endogenous ligand genes. **(A)** tSNE map showing expression of select genes from the following families: cytokines (*Il33*), chemokines (*Cxcl14*), neuronal ligands (*Ptn, Dlk1*), ligands for G-protein coupled receptors (*Edn3, C1qtnf4*), and ligands that use other signaling pathways (*Anxa5, Lgals1*). **(B)** Percentage of cells per type expressing select genes above threshold. From the list of HGNC endogenous ligands gene family members, 94 were expressed in at least 5% of cells in at least one cell type (Table 2) and 44 were pituitary dominant (Table S2). The 33 most highly expressed of these are shown.

Expression profiles for select genes encoding detoxification enzymes are shown in Figure 6A: *Gstm1* and *Gpx8* dominantly in FSC, *Gpx3* dominantly in all HPC, *Mgst1* and *Mt3* highly expressed in FSC with weak expression in HPC, *Aldh1a1* expressed in FSC and L (44), *Aldh2* in FSC and G, and *Adh1* in C only. 

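*Gstm1* was expressed in 80.1% of FSC and 9.77% of EC, and *Gpx8* in 65.9% and 35.3%. *Gpx3* was expressed in 74.3% to 99.0% of the HPC types and 0.649% of FSC. *Mt3* was expressed in 94.8% of FSC, 20.7% of L and 14.7% of G, and *Mgst1* in 85.8% of FSC and 21.2% of S. *Aldh2* was expressed in 85.9% of FSC, 53.8% of G and 24.1% of Le, and *Adh1* in 58.9% of C and 1.26% of G.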

Most well-expressed genes were found in FSC; among HPC, G also express well genes from this group (Figure 6B). 

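Of the 79 detoxification genes of Table 2, 43 had their highest share of cells among the pituitary types in FSC and 36 in an HPC type. FSC had a median of 6898 UMIs per cell, fewer than each HPC type.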

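Of the detoxification genes, 2 were FSC-specific or -dominant, 1 HPC-specific or -dominant and 1 common by test and size criteria. By the size criteria alone these were 20, 7 and 8, and with E left out of the test 15, 6 and 10.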

Among 79 detoxification enzyme genes expressed in pituitary cells (Table 2), 20 were FSC-specific or -dominant, 6 were common for FSC and HPC, and only 7 genes were HPC-specific or -dominant.

**Figure 6:**
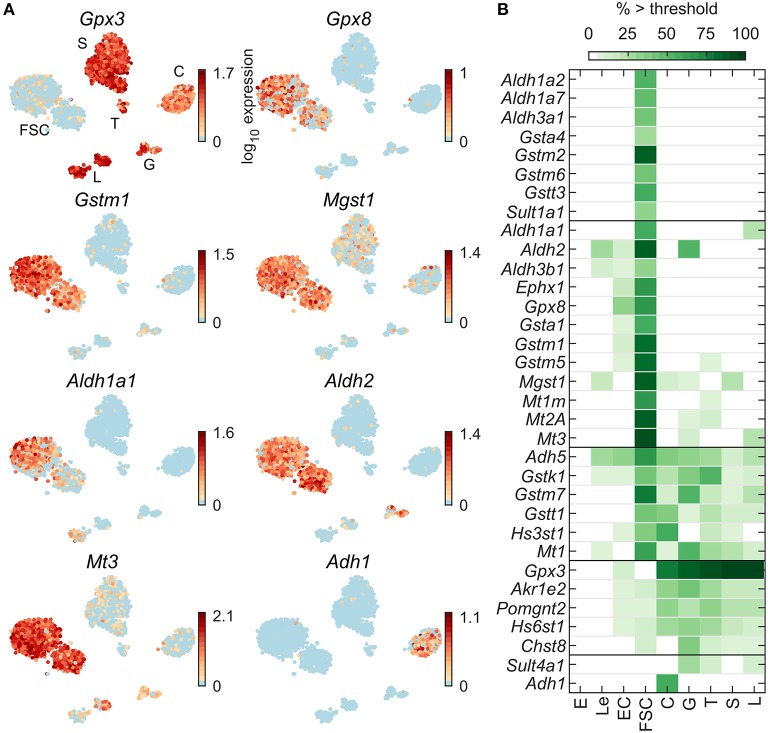
Expression of detoxification enzyme genes. **(A)** tSNE map showing expression of select genes from the following families: selenoproteins (*Gpx3, Gpx8*), glutathione S-transferases (*Gstm1, Mgst1*), aldehyde dehydrogenases (*Aldh1a1, Aldh2*), metallothioneins (*Mt3*), and alcohol dehydrogenases (*Adh1*). **(B)** Percentage of cells per type expressing select genes above threshold. From a manually selected list of detoxification enzyme genes, 79 were expressed in at least 5% of cells in at least one cell type (Table 2) and all 33 pituitary-dominant genes are shown.

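*Prelp* was expressed in 78.1% of FSC and 5.26% of EC, and *Col6a2* in 34.3% and 2.26%. *Sdc2* was expressed in 27.3% to 84.3% of the pituitary types and 23.3% of EC. *Gpc4* was expressed in 9.71% to 75.6%, lowest in L, and in 1.81% of Le and 1.50% of EC.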

Figure 7A shows four examples of expression pattern of ECM protein genes: *Prelp* and *Col6a2* in FSC, and *Sdc2* and *Gpc4* in all pituitary cell types. Figure 7B indicates a comparable number of pituitary dominant genes distributed between FSC and HPC. Among 53 ECM genes expressed in pituitary cells (Table 2), only 5 were FSC dominant, 8 HPC-dominant, and 3 common to pituitary cells. 

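Of the ECM genes, 1 was FSC-specific or -dominant, 0 HPC-specific or -dominant and 2 common by test and size criteria. The size criteria alone gave 5, 9 and 3, and leaving E out of the test gave 4, 5 and 4.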

Only a few genes were expressed by all cell types: *Sdc2, Spock2, Col11a1*, and *Gpc4*.

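*Spock2* was expressed in 41.8% to 85.5% of cells over the pituitary types and *Col11a1* in 7.14% to 31.4%. In E, Le and EC *Spock2* reached 3.01% and *Col11a1* 0.752%.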

**Figure 7:**
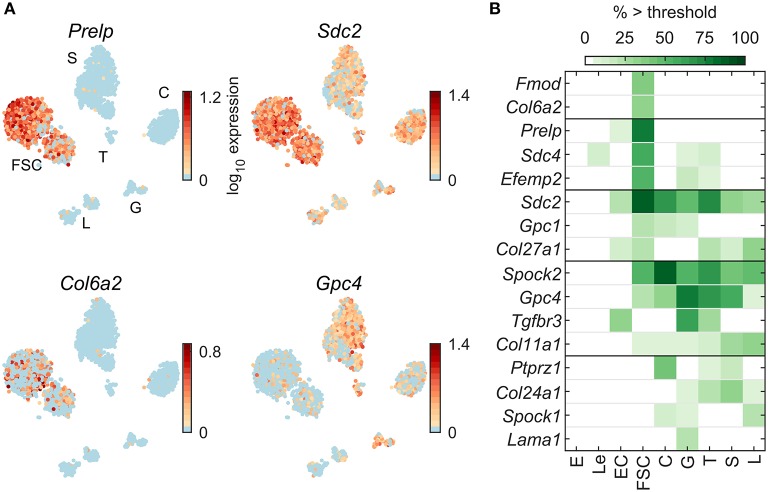
Expression of genes encoding extracellular matrix protein. **(A)** tSNE map showing expression of select members of extracellular matrix gene families: small leucine-rich proteoglycans (*Prelp)*, syndecans (*Sdc2*), collagens (*Col6a2*), and glypicans (*Gpc4*). **(B)** Percentage of cells per type expressing select extracellular matrix genes above threshold. From a manually selected list of extracellular matrix genes, including the genes annotated to the Gene Ontology term GO:0005201—Extracellular Matrix Structural Constituent, 53 were expressed in at least 5% of cells in at least one cell type (Table 2) and all 16 pituitary-dominant genes are shown.

Figure 8A shows expression profiles of cell adhesion molecule transcripts. 

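*Cadm1* was expressed in 28.2% to 75.3% of cells over the pituitary types and in 40.3% of Le. *Nrcam* was expressed in 19.3% of FSC and 6.18% of C, and *Thy1* in 85.9% of T, 67.7% of S and 52.5% of L. *Cdh1* was expressed in 37.0% of G and 10.4% of FSC. In E the highest share among these genes was 1.11% (*Thy1*).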

*Epcam* and *Cadm1* are expressed in all pituitary cell types, *Nrxn1* in C, G, FSC, and T; *Nrcam* is expressed dominantly in FSC, *Thy1* is expressed in T, S, and L, whereas *Cdh1* was expressed in some FSC and G. Figure 8B shows all 29 cell adhesion genes that were dominantly expressed in at least one pituitary cell type. These genes were distributed between FSC and HPC, with a slight bias toward HPC dominant expression. Among 87 cell adhesion genes expressed in pituitary cells (Table 2), 7 were FSC dominant, 15 HPC-dominant, and 7 common to pituitary cells.

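Of the cell adhesion genes, 0 were FSC-specific or -dominant, 2 HPC-specific or -dominant and 2 common by test and size criteria. The size criteria alone gave 6, 15 and 6, and leaving E out of the test gave 3, 10 and 9.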

**Figure 8:**
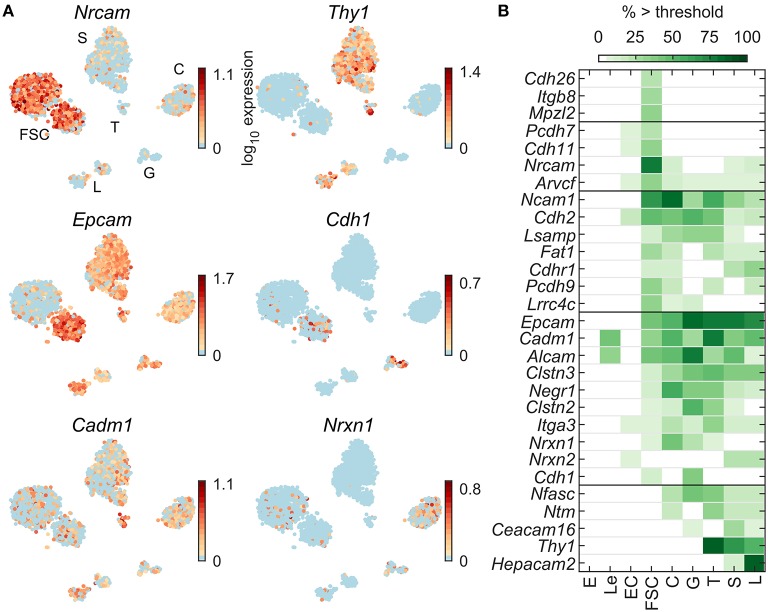
Expression of genes encoding cell adhesion molecules. **(A)** tSNE map showing expression of select members of cell adhesion gene families: immunoglobulin-like (*Nrcam, Thy1, Cadm1*), cadherins (*Cdh1*), and type-I membrane proteins containing EGF-like domains (*Epcam, Nrxn1*). **(B)** Percentage of cells per type expressing cell adhesion genes above threshold. From a manually selected list of cell adhesion molecule genes, including the list of HGNC cell adhesion molecule gene family members, 87 were expressed in at least 5% of cells in at least one cell type (Table 2) and all 29 pituitary-dominant genes are shown.

### Identification of Proliferating Cells

Figure 1A indicates the existence of a small cluster of cells expressing cell cycle genes in both sexes (circled). We used an iterative method (Materials and Methods) to identify a set of 39 cell cycle marker genes with Gene Ontology annotation “mitotic cell cycle” (GO:0000278) upregulated in these cells, pooling both sexes together (Figure 9; Table S3). These marker genes were used to compute a cell cycle score for each cell, defined as the number of markers expressed above threshold in that cell (Figure 9A). 

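With the 39 genes of Table S3, 102 of 6846 cells expressed at least 14 genes above threshold (1.49%, exact 95% interval 1.22% to 1.81%). The most distant alternative was thinning each cell to 2000 UMIs, with 0.789%. In the proliferating cells 38 of the 39 genes were expressed in at least 50% of cells. The paper chose the 39 genes by this share in the same data, and they define the cells, so this is no test of them.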

Cells were classified as proliferating if at least 14 of these cell cycle markers were expressed > threshold (dark gray, 108 cells; Figure 9B). This low percentage of proliferating cells is consistent with previous reports (25), as is the fact that the majority of these cells were *Pou1f1* positive (27 S cells and 26 L cells). 

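S and L made up 53 of the proliferating cells (52.0%), and 34.7% of all cells. *Pou1f1* itself was above threshold in 44 of the proliferating cells (43.1%). Among L, 24 of 227 female cells (10.6%, 6.89% to 15.3%) and 2 of 257 male cells (0.778%, 0.0944% to 2.78%) were proliferating, with 17 of 124 and 7 of 103 in the female lanes and 1 of 130 and 1 of 127 in the male lanes. With cells thinned to 2000 UMIs the shares were 4.85% and 0.389%. Female L were deeper, and proliferating L had a median of 17081.5 UMIs against 10025 in the other L. From the small share and the cell types, the paper reasons that its count matches earlier reports.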

The remaining proliferative cells were mostly FSC (39 cells), Le (9 cells), EC (5 cells), and C (2 cells). 

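Of the proliferating cells, 34 were FSC, 8 Le, 5 EC and 2 C, besides S and L. In E, G and T the count was 0, which allows up to 0.831%, 1.26% and 3.53% of these cells.

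**Figure D2:**
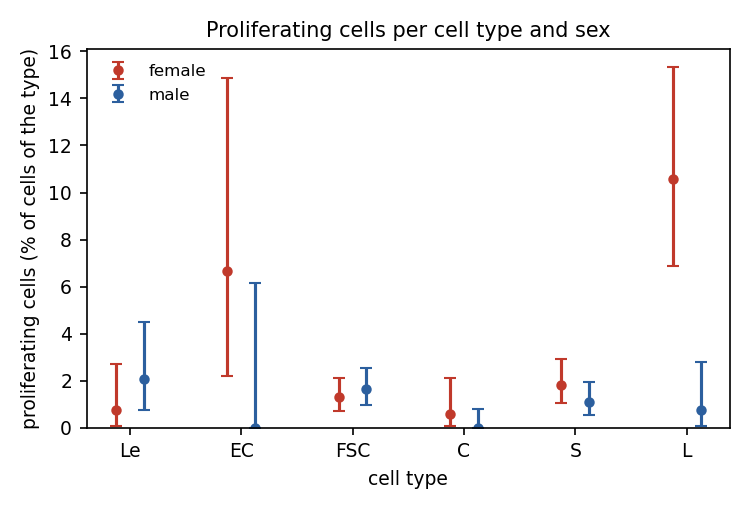
Percent of each cell type that was proliferating, with exact 95% intervals. L has the highest share, 5.37%, and E, G and T have none.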

No cycling cells were observed in E, G, and T. Expression of the top 15 expressed cell cycle markers per cell type is shown in Figure 9C.

**Figure 9:**
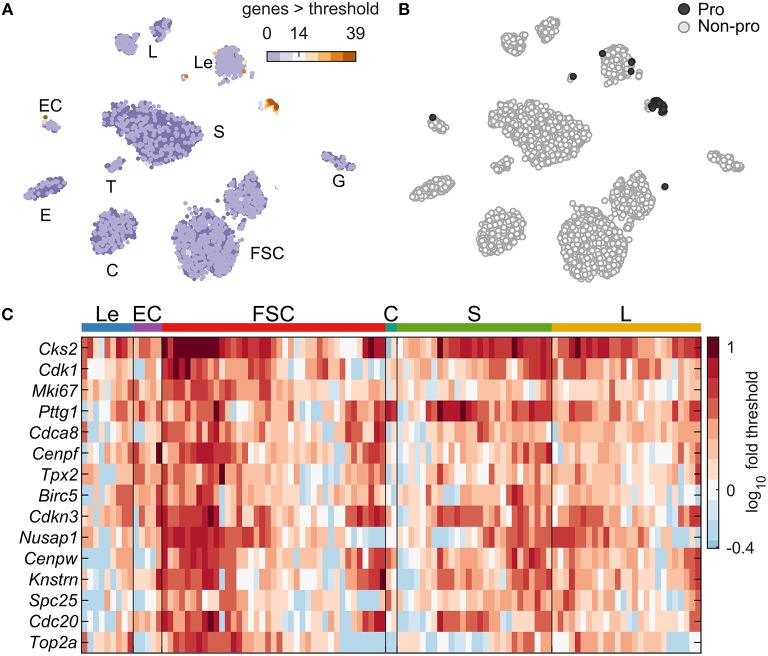
Expression of cell cycle genes. **(A)** tSNE map including cells of both sexes showing the cell cycle score, defined as the number of cell cycle marker genes with expression > threshold per cell. A set of 39 cell cycle marker genes was identified by an iterative classification method (Table S3, Materials and Methods). **(B)** tSNE map showing the identity of cells defined as proliferating (Pro, dark gray; 108 cells with ≥14 cell cycle marker genes expressed) or not proliferating (Non-pro, white). **(C)** Expression heatmap showing the top 15 expressed cell cycle marker genes, and the cell type identity of each proliferating cell. The 108 cells were divided among Le (9 cells), EC (5 cells), FSC (39 cells), C (2 cell), S (27 cells), and L (26 cells). No proliferating cells were observed in E, G, and T.

### Validation of scRNA-seq Analysis

To examine the validity of our scRNA-seq results, we performed two types of experiments using qRT-PCR analysis. First, we compared the expression of selected genes estimated by scRNA-seq to expression measured by qRT-PCR in anterior pituitary tissue and dispersed cells from postpubertal female rat anterior pituitaries. We selected 19 genes, including hormones and cell type marker genes, HPC-specific markers, and development/differentiation genes (Table S4). We found a tight correlation between tissue and dispersed cell expression of these genes in qRT-PCR measurements (Figure 10A), as well as between qRT-PCR and scRNA-seq data for dispersed cells (Figure 10B). 

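The qRT-PCR values are the paper's, from Table S4; the scRNA-seq values are means of normalized counts over the 3310 female cells, on a log scale. Across the 19 genes, tissue and dispersed cells by qRT-PCR had a Pearson r of 0.99 and a Spearman rho of 0.986 (2-sided permutation p = 2.0e-05 for each, the smallest that 100000 permutations can give). Dispersed cells by qRT-PCR and the file had r = 0.927 and rho = 0.907 (permutation p = 2.0e-05 for each). Without the genes farthest from the median, *Prl* and *Gh1*, r was 0.903 (permutation p = 2.0e-05) and rho 0.873 (permutation p = 6.0e-05). Using UMI sums in place of means gave r = 0.944. Genes are not independent replicates, and the relations are across genes within 1 pool. The paper takes both relations as a check of its scRNA-seq values.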

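In the file, *Gfap* had 2 UMIs in 2 of 3310 female final cells and 2 UMIs in 1 of 3536 male final cells. These are the cells left after the posterior pituitary cells had been removed by their marker genes.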

Consistent with scRNA-seq results, our qRT-PCR analysis revealed very low expression of *Gfap*, a marker gene for posterior pituitary cells (45), confirming that our anterior pituitary cells were not contaminated with posterior pituitary cells (Table S4).

**Figure 10:**
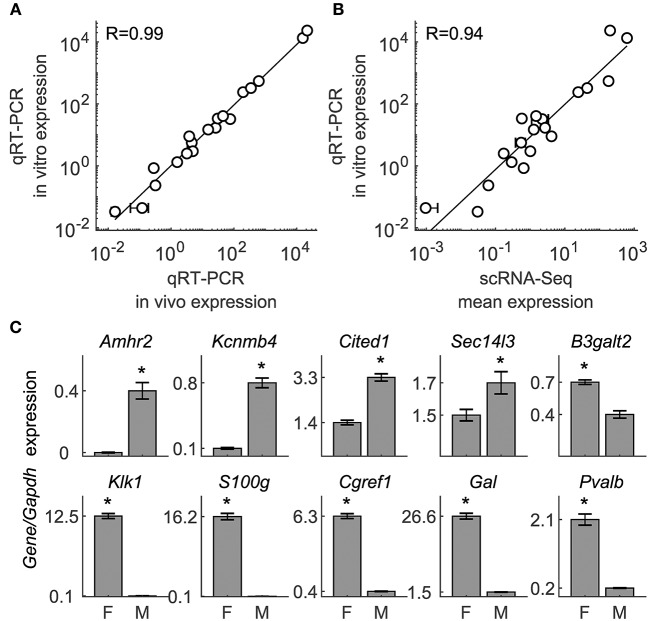
Validation of expression for selected genes by qRT-PCR. **(A)** Measurement of expression by qRT-PCR of 19 genes in dispersed cells is highly correlated with that measured in anterior pituitary tissue from diestrus female rats. **(B)** Correlation of measurements of mean expression in dispersed pituitary cells by scRNA-seq and qRT-PCR. Genes represented: *Caly, Cga, Fshb, Gata2, Gfap, Gh1, Lhb, Lhx3, Lhx4, Pitx3, Pomc, Prl, S100b, Sez6l2, Snap25, Sox2, Stmn3, Tmem130*, and *Tshb*; expression values are shown in Table S4. **(C)** Validation of 10 genes identified as sexually dimorphic in scRNA-seq by qRT-PCR expression measurement in dispersed cells (compare with Figure 2C). Asterisks indicate statistical significance at the *p* = 0.05 level by two-sample *t*-test with unequal variances, *n* = 6 samples per sex.

Second, we compared the sex-specific expression of selected genes estimated by scRNA-seq to expression measured by qRT-PCR in freshly dispersed cells from postpubertal male and female rats. To do this, we selected 10 of the 40 genes shown in Figure 2C to be expressed in a sex-specific manner. 

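In female and male G of the file, *B3galt2* was expressed in 36.6% and 6.45% of cells (log2 fold change -2.46, SE 0.431, adjusted p = 0.00156, males over females) and did not pass the test. In L, *Klk1* in 64.3% and 7.39% (log2 fold change -4.90, SE 0.147, adjusted p = 4.73e-31) and *Cgref1* in 79.3% and 4.28% (log2 fold change -4.81, SE 0.180, adjusted p = 3.26e-27) were lower in males; these are the symbols of the file for *Klk1b3* and *Cref1*. Higher in male G were *Amhr2* in 8.28% and 58.1% (log2 fold change 3.63, SE 0.271, adjusted p = 1.7e-06), *Cited1* in 3.45% and 80.6% (log2 fold change 6.07, SE 0.305, adjusted p = 4.74e-08) and *Kcnmb4* in 7.59% and 52.7% (log2 fold change 3.38, SE 0.394, adjusted p = 6.57e-05). The qRT-PCR of these genes was not analysed here.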

Consistent with scRNA-seq data, qRT-PCR analysis revealed significantly higher expression of *B3galt2, Cref1, Gal, Klik1b3, Pvalb*, and *S100g* in cells from females, whereas *Amhr2, Cited1, Kcnmb4*, and *Sec14l3* where significantly higher expressed in cells from males (Figure 10C).

We also used immunocytochemistry of dispersed pituitary cells from female and male rats to examine expression of selected proteins and compare it with scRNA-seq data. 

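*Aldh1a1* was above threshold in 1 of 227 female L (0.441%, exact 95% interval 0.0112% to 2.43%) and 116 of 257 male L (45.1%, 38.9% to 51.4%), with a log2 fold change of 4.50 (SE 0.235, adjusted p = 1.48e-21) and both male lanes above both female lanes. Female L were deeper, with 18301 against 7265 UMIs per cell. Counting cells with at least 1 UMI, the shares were 7.49% and 60.7%. In FSC *Aldh1a1* was expressed in 59.1% of female and 51.8% of male cells, and in E in 0 of 361. Mean normalized counts in male L were 46.8% of those in FSC, and those of 20 other FSC genes had a median of 4.74%.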

First, we examined the expression pattern of ALDH1A1, which gene was found to be expressed in L from males but not from females, and in FSC from both sexes. In parallel to scRNA-seq data, among 293 PRL-positive cells from females we found only 8 of them (3%) to be positive for ALDH1A1 (Figure 11, top panel). However, in males, 94 cells out of 212 PRL-positive cells (44%) co-expressed ALDH1A1 (bottom panel). Figure 11 also indicates the presence of ALDHA1 staining in PRL-negative cells. The shape of these cells is consistent with the expression of ALDH1A1 in FSC. Double immunostaining with S100B and ALDH1A1 confirmed this hypothesis (Figure S3). In contrast to L, however, we did not observe a difference in respect to sex; in both sexes around half of S100B-positive cells were also positive for ALDH1A1 (54% for females and 48% for males).

**Figure 11:**
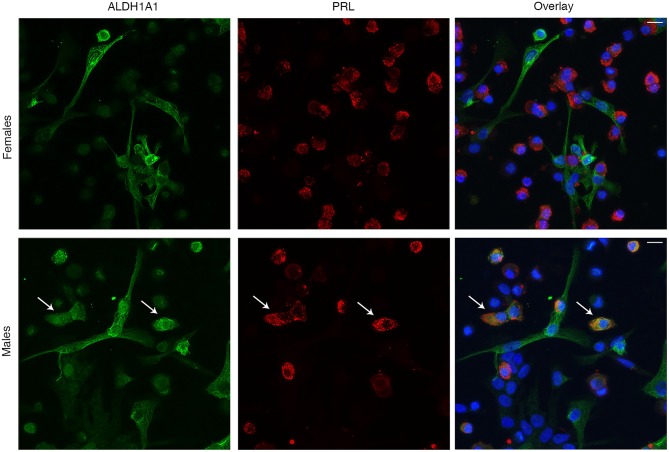
Immunofluorescence analysis of sexual dimorphism in ALDH1A1 expression in anterior pituitary cells. Expression of ALDH1A1 (green, left), PRL (red, center), and their overlay (right) in females (top panels) and males (bottom panels). Cell nuclei are stained with DAPI (blue). Arrows indicate example cells that co-express both ALDH1A1 and PRL. Scale bars (applies to all images), 10 μm.

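*Sox2* was expressed in 10.3% of C (exact 95% interval 8.31% to 12.7%), 8.93% in females and 11.4% in males, with an SD of 3.01 percentage points over the 4 lanes. At least 1 UMI was found in 19.5% of C and in none of the E. *Gata2* was expressed in 6.49% of female and 13.8% of male S, and over the lanes in 5.67% to 15.1% (SD 4.44). Median depth was 11474 UMIs in C and 13648 in S. Mean counts of 20 genes of G in *Gata2*-positive S were 1.15 times as high in females and 1.35 times in males as in the other S, and 20 genes of FSC in *Sox2*-positive C were 1.12 and 1.30 times as high.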

We also evaluated the expression of SOX2 and GATA2 proteins to test unexpected expression of *Sox2* in C and *Gata2* in somatotrophs observed in scRNA-seq analysis. Anterior pituitary cells were incubated with rabbit anti-SOX2 antibody, followed by incubation with either mouse anti-S100B antibody or guinea pig anti-ACTH antibody. Figures 12A,B show representative data of SOX2-positive cells (first column), S100B/ACTH-positive cells (second column) and their overlay (third column). The Venn diagram, shown in fourth column, quantitatively summarizes these data. Of 2,832 cells analyzed, 1,024 cells were SOX2-positive, while 552 cells were S100B positive. Of the S100B-positive cells, 289 cells were also positive for SOX2 (Figure 12A). Additional experiments revealed that out of 2,109 cells, 589 cells were SOX2-positive and 175 cells were ACTH-positive. Of the ACTH-positive cells, 55 cells were also SOX2-positive (Figure 12B). To evaluate GATA2 expression in S, dispersed anterior pituitary cells were incubated with rabbit anti-GATA2 antibody, followed by incubation with guinea pig anti-GH antibody. Out of 1,908 cells, GATA2 immunoreactivity was detected in 90 cells whereas 550 cells were GH-positive. Co-expression of both proteins was observed only in 48 cells (~8%) of the GH-positive cells, consistent with the 9% of *Gata2*-positive S in scRNA-seq.

**Figure 12:**
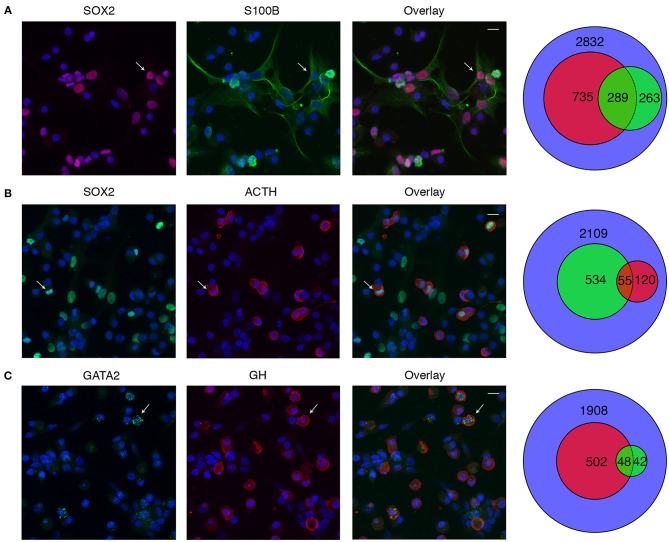
Immunofluorescence analysis of SOX2 and GATA2 expression in anterior pituitary cells. **(A)** SOX2 (red, column one), S100B (green, column two), and their overlay (column three). Cell nuclei are stained with DAPI (blue). The Venn diagram (column four) shows the total numbers of nuclei (blue), SOX2+ (red), S100B+ (green), and dual labeled cells counted. **(B)** SOX2 (green, column one), ACTH (red, column two), and their overlay (column three). The Venn diagram shows counts of SOX2+ (green), ACTH+ (red), and dual labeled cells counted. **(C)** GATA2 (green, column one), GH (red, column two), and their overlay (column three). The Venn diagram shows counts of GATA2+ (green), GH+ (red), and dual labeled cells counted. Arrows indicate an example cell that co-expresses both proteins. Scale bars (applies to all images), 10 μm.

*S100b* is generally accepted as a marker gene for FSC in anterior pituitary (13). 

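*S100b* was above threshold in 1879 of the final cells, 27.4% (exact 95% interval 26.4% to 28.5%). The share was 28.5% in females and 26.4% in males, and 25.3% to 29.7% over the lanes (SD 1.79, n = 4). In FSC, which *S100b* helped to classify, it was 81.1%. Counting cells with at least 1 UMI gave 34.5% of all cells.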

Our scRNA-seq analysis revealed that FSC, classified using multiple marker genes (Materials and Methods), represented ~34% of the cells in our cell preparation, whereas *S100b*-positive cells represented 27% of cells. To validate this aspect of our cell preparation, we evaluated the percentage of cells expressing S100B proteins in our double immunocytochemical studies with ALDH1A1/S100B and SOX2/S100B, and single S100B immunostaining done with anterior pituitary cells from males and females. In six independent experiments, the percentage of S100B-positive cells varied between 20 and 33%, with mean values of 25.6 ± 1.9%.

There have been reports of bihormonal cells in the anterior pituitary, including lacto-somatotrophs that produce both GH and PRL (46). 

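*Gh1* and *Prl* were both above threshold in 3 of 6846 final cells, all S, with thresholds over both sexes, and in 0 with the thresholds of each sex, by which the marker rules had already left out cells with both. Among the cells left out, 9 expressed both, all of which met the marker rules of more than 1 type, and 4 of those were called doublets. Free RNA of both hormones was common: in E, *Gh1* had a UMI in 100% of female cells and *Prl* in 95.9% of female and 61.2% of male cells, with none above threshold.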

We did not find cells expressing both *Gh1* and *Prl* above threshold, so we performed additional immunocytochemistry experiments to clarify this issue (Figure S4). Overnight-cultured anterior pituitary cells were incubated with rabbit anti-GH antibody, followed by incubation with guinea pig anti-PRL antibody. We used two dilutions for both antibodies: 1:250 and 1:500 for GH; 1:1,000 and 1:2,000 for PRL. Out of 5,238 analyzed cells, 2,768 cells were positive either for GH or PRL, but we did not observe co-expression of these proteins in any of the cells. Representative data are shown in Figure S4. These data do not exclude the existence of lacto-somatotrophs in intact anterior pituitary tissue but confirmed the validity of our scRNA-seq analysis.

## Discussion

Dissociation of cells from a tissue followed by scRNA-seq of freshly dispersed cells provides the possibility to group the cells based on their genetic profiles and frequently leads to discovery of new subpopulations or population of cells for this tissue (47, 48). scRNA-seq also provides an excellent tool to identify typical genes for subpopulations within a tissue or organ, which is critical for cell type definition and provides a useful tool for cell type-specific labeling and manipulation (49). Here we present scRNA-seq observations of adult male and female rat anterior pituitary cells along with an analysis of cell type- and sex-dependent transcriptome profiles.

This method also has some limitations that we and others have encountered. In scRNA-seq technologies such as the 10X Genomics Chromium system used here, a polyT primer is used to target the polyA region of fully transcribed mRNAs. As such, reads will map to the distal end of the 3′UTR. We found many genes, expected *a priori* to be well-expressed in pituitary cells, for which reads mapped downstream of the 3′UTR position annotated in the NCBI Rnor6 reference genome, as has been reported in other recent studies (25, 28, 29). In those studies, one or more 3′UTR annotations were manually extended using the full-length libraries constructed using bulk RNA-seq as a guide, with extensions ranging from 452 to 10.8 kb. Here, we opted to extend all 3′UTRs by the lesser of 4 kb and the distance to the nearest genomic feature (including all non-coding gene types). This resulted in recovered counts for several genes of pituitary interest, including *Prop1, Egr1, Isl1, Gnrhr, Smad4, Gnaq*, and *Fgf9*, along with several hundred others. This automated method of extension could be improved by a more systematic comparison to full length transcripts, and such efforts could be eventually be used to improve the reference genome annotations.

Our tSNE mapping of anterior pituitary cells was consistent with classic knowledge about the presence of five populations of HPC, as well as FSC and EC, which are critical to pituitary function (18). We also observed a very small number of pericytes but did not analyze them here. We introduced a two-step differential expression analysis to identify dominant and cell-type specific (marker) genes for anterior pituitary cell populations. This analysis shows that two endogenous pituitary cell populations, FSC and HPC, express several common marker genes, including *Pitx1, Pitx2*, and some neuroendocrine markers, but each population is also characterized by specific marker genes. Consistent with the literature, our analysis confirms that *Resp18* (50)*, Uchl1* (51), and *Snap25* (52) are good cell markers for all HPC. It has been reported that *Chgb* (53), *Ptprn2* (54), *Scg2* (55), and *Syp* (56) are expressed in some HPC types, but here we show that these genes are marker genes for all HPC. In addition, we identified 30 novel specific markers common to all HPC types.

Gonadotrophs expressed the expected marker genes *Lhb, Fshb*, and *Gnrhr* (57), as well as *Spp1* (58), *Nr5a1* (59), and *Amhr2* (60). We also identified 18 novel markers and numerous dominant genes for G. In addition to the well-established markers for C, *Pomc, Crhr1, Avpr1b*, and *Tbx19* (61), here we provide evidence for 15 novel markers for these cells. The marker genes for L are *Prl, Agtr1b, Drd2*, and *Gal* (62), with 9 novel genes suggested here. The commonly accepted markers for S are *Ghrh1, Gh1*, and *Sstr2* (63). Our analysis identified the first two genes in S only, whereas *Sstr2* was co-expressed by S and T, and we also found that *Pappa2* is a marker gene for S. Finally, our data confirmed that *Tshb* is a marker gene for T. We were unable to detect *Drd2* expression in T, arguing against a hypothesis that dopamine plays a role in control of these cells' function (64), but we identified five novel markers for these cells. 

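*Ghrhr* was expressed in 36.3% of S and at most 0.181% of another type. *Sstr2* was expressed in 22.4% of T (exact 95% interval 14.0% to 32.7%) and 19.0% of S, and in E in 0 of 361 cells. *Drd2* was above threshold in 2 of 85 T (2.35%, 0.286% to 8.24%) and in 36.8% of L.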

The discovery of these novel marker genes for HPC types not only provides tools for their identification, but also points to further studies to evaluate the role of these genes in cell type-specific functions.

A recent study reported scRNA-seq data of male pituitary cells (25). In contrast to our study, their experiments were done with mouse pituitary cells and included the intermediate and posterior lobes, in addition to the anterior lobe of pituitary. They were also able to identify five HPC types expressing known marker genes for these cells and to list additional genes typical for these cells. There is overlap of our dominant genes with the markers identified in their study; for example, *Tgfbr3l, Spp1, Foxp2* for G, *Dio2* for T, *Pappa2* and *Cabp* for S, and *Hepacam2* for L. Some genes listed in their study as novel marker genes for HPC types were also detected in our study, but they do not satisfy our stricter criteria for listing as dominant and specific marker genes. 

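*Foxp2* was expressed in 33.6% of G and 12.9% of C, *Spp1* in 30.7% of G and 8.53% of Le, *Dio2* in 63.5% of T and 18.3% of S, and *Hepacam2* in 86.0% of L and 14.6% of S. All met the size criteria for dominance in the first type named.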

We should not exclude that species differences could also contribute to differences in novel marker genes for HPC types. We found a similar set of cells expressing cell cycle marker genes that predominantly comprised *Pou1f1*-expressing cells, with a similarly small fraction of cells (~1.5% of cells in our study and ~1.25% in their study), suggesting low rates of proliferation in anterior pituitary gland at this life stage. All the markers identified for proliferating cells in their study were also found in our proliferating cells, and all but two (*Hmmr* and *Cdca3*) were identified as markers using our iterative method (Methods and Materials). 

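*Hmmr* was expressed in 71.6% of the proliferating cells and 1.11% of the others, and *Cdca3* in 92.2% and 0.326%.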

We present here a detailed description of FSC genes and a comparison with HPC, which was not addressed in their study.

Our data clearly show that sex-specificity in expression of genes accounts for G and L subclusters observed in our sex-combined tSNE map (Figure 2A). We also observed significant differences in expression of genes in S from males and females, but very little sexual dimorphism in C and FSC. Previously, we reported larger differences in expression of those genes in L, G and S, but not in C during development (27). Here we report elevated expression of *Prl* (in L), *Cga* (G), and *Lhb* (G) in females, and elevation of *Fshb* (G) in males, although only *Fshb* met our criteria for sex-dominant expression. In contrast, no sex-specificity in *Pomc* (in C), *Cga* and *Tshb* (T), and *Gnrhr* (G) was observed. 

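*Pomc* in C had a log2 fold change of -0.23 (males over females, SE 0.0514, adjusted p = 0.0112), *Cga* in T of 0.27 (SE 0.268, adjusted p = 0.676) and *Gnrhr* in G of -0.14 (SE 0.113, adjusted p = 0.474). *Tshb* in T was 2.26 (SE 0.273, adjusted p = 1.42e-08), with 55.6% of 36 female and 85.7% of 49 male T above threshold and both male lanes above both female lanes. DESeq2 gave an adjusted p of 0.00255 and cells thinned to 2000 UMIs 0.0139. *Tshb* also differed between the female lanes, by 1.01 over all types, and female T were shallower, with 6237.5 against 13809 UMIs.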

Our analysis identified many genes in addition to these hormone genes that may underlie the sexual dimorphism observed in some cell types. The list of 288 sex-dominant genes in L is impressive and provides a solid base for further work on this topic. In G we identified 128 genes expressed in a sex-specific manner, and others have observed an impressive diversity in expression of specific groups of genes in purified G from males and females during development and in cycling females (24). In agreement with that study, we found that *Asic2* was dominantly expressed in our diestrus female G cells, while *Adcyap1r1, Gata2*, and *Jun* are male-dominantly expressed.

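*Gata2* was expressed in 49.0% of female and 88.2% of male G (log2 fold change 1.27, SE 0.129, adjusted p = 2.05e-05, males over females) and *Jun* in 6.90% and 41.9% (log2 fold change 2.24, SE 0.192, adjusted p = 5.98e-06). With cells thinned to 2000 UMIs *Gata2* no longer passed the test.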

In a recent study, the sex-specific changes in expression of 48 pituitary genes was detected across postnatal mouse development (65). In postpubertal rats, we detected the expression of 34 of these genes in more than 5% of cells, mostly in a sex-non-specific manner, indicating a transient nature of sex-specific expression during puberty. However, the sex-specific expression was preserved for some genes postpubertally. Among them, only two of these genes were listed as sex-specific using our criteria stated in Table 3: *Pgr*, expressed dominantly in G from females, and *Fshb*, expressed dominantly in G from males. 

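*Pgr* was expressed in 49.7% of female and 12.9% of male G (log2 fold change -2.97, SE 0.297, adjusted p = 1.82e-05, males over females), with both female lanes above both male lanes.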

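*Kiss1* was expressed in 14.5% of female and 1.08% of male G, with 39 and 1 UMIs, and *Bdnf* in 2.76% and 0%, with 5 UMIs in females. *Pcsk1* was expressed in 33.3% of female and 69.4% of male T (log2 fold change 1.08, SE 0.326, adjusted p = 0.0428) and *Map2k5* in 8.81% and 17.5% of L (log2 fold change 0.69, SE 0.332, adjusted p = 0.105). *Begain* was found in 0.441% of female and 0.389% of male L, 1 UMI in each.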

With a less restrictive criteria (at least 2-fold higher proportion of cells expressing genes than the other sex), several other genes were expressed in a sex-specific manner; G from postupubertal females expressed more *Bdnf* and *Kiss1*, whereas postpubertal males expressed more *Begain* (L), *Map2k5* (L) and *Pcsk1* (T). 

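*Gnpda2* was expressed in 10.6% of female and 19.5% of male L (log2 fold change 0.68, SE 0.294, adjusted p = 0.0682, males over females). *Reep3* was expressed in 13.9% of female and 32.7% of male T, with 5 and 21 UMIs, too few to be tested. *Ntrk2* was expressed in 10.3% of female and 2.15% of male G (log2 fold change -2.40, SE 0.523, adjusted p = 0.0071). *Tyw3* was expressed in 5.29% of female and 15.6% of male L (log2 fold change 0.77, SE 0.334, adjusted p = 0.0687).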

We also detected sex-specific expression in the opposite sex from that reported previously for a few genes: *Gnpda2* (L), *Reep3* (T), *Tyw*3 (L), and Ntrk2 (G).

One of the conclusions of work with male mouse scRNA-seq was that individual HPC types form subclusters (25). In general, among cells of a given sex, this could be consistent with literature data about bihormonal cells found in anterior pituitary, lacto-somatotroph (46) and/or gonado-somatotroph (19) for example. We did not find evidence of these bihormonal subtypes of HPC based on scRNA-seq analysis or immunocytochemistry in our cells, so we cannot comment on their transcriptional profiles. We do not exclude the possibility that such bihormonal cells were selected against during cell dispersion. Alternatively, pituitary cell subtypes observed in scRNA-seq could reflect cells with specializations in function or separate positions in the gland. Further work should be done to better assess the presence and characteristics of pituitary cell subtypes.

FSC have been reported to represent 4–20% of pituitary cells (15, 66, 67); they are chromophobes (12), and *S100b* is generally accepted as their marker gene (13). Our scRNA-seq and immunocytochemical analyses revealed that FSC represented a larger percentage of all anterior pituitary cells in our preparation (scRNA-seq, ~34% of cells classified as FSC, with ~27% of cells expressed *S100b* greater than threshold; immunocytochemistry, between 20 and 33% S100B-positive cells, with mean values of 25.6 ± 1.9%). This might reflect differences in animal age and cell dispersion protocols between studies. Possible contamination with posterior pituitary cells, which also express S100B (68) was excluded by the finding that *Gfap*, a posterior pituitary-specific gene (45), was essentially undetected by scRNA-seq or qRT-PCR. It has also been suggested that pituitary chromophobe cells are a heterogeneous population composed of typical FSC and other cell types classified as follicular, marginal, mesenchymal, and immune cells, and that some of these cells could be candidates for progenitor cells (69). 

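Among the cells left out, 55 posterior pituitary cells came from the male lanes and 4 from the female lanes. In those of the male lanes *Gfap* had 28 UMIs in 17 cells. Before this removal, posterior pituitary cells were 1.33% of male cells (exact 95% interval 1.00% to 1.73%).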

Our transcriptome analysis does not shed light on such a morphological distinction, but the tSNE map suggests two genetically diverse FSC subtypes present in both sexes. Future work based on this dataset is expected to reveal novel information regarding FSC heterogeneity.

Our data may, however, suggest links between FSC and progenitor cells. In a previous report of scRNA-seq in male mice (25), a cluster of pituitary progenitor cells was defined based on *Sox2* expression alone. 

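Of the 1750 *Sox2*-positive cells, 91.4% were FSC, and *S100b* was above threshold in 74.6%. Of the *S100b*-positive cells, 69.5% expressed *Sox2*. *S100b* took part in the rule for FSC and *Sox2* did not.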

In our dataset, *Sox2* was co-expressed with *S100b*, the accepted marker of FSC, in both scRNA-seq (Figure 3) and immunocytochemistry (Figure 12) as has been reported by others (14). The expression of *S100b* was not examined in their study. We note that most of the genes they identified as significantly upregulated in their *Sox2* cluster, including *Lcn2, Aldh3a1, Aldh1a2, Rbpms, Cdh26, Cpxm2*, and *Sox2*, were dominantly or specifically expressed in our FSCs, and that *Aqp4* was found in 15% of FSC but not in other cell types. This suggests that these may reflect similar populations of cells.

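*Rbpms* was expressed in 81.5% of FSC, *Lcn2* in 44.4%, *Cdh26* in 24.3% and *Cpxm2* in 10.6%. By the size criteria 6 of the 7 genes named were FSC-dominant, all except *Cpxm2*, which did not reach 20% of cells. *Aqp4* was expressed in 15.5% of FSC (exact 95% interval 14.1% to 17.1%) and at most 0.252% of another type. From this overlap the paper proposes that the populations are similar.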

Development and differentiation of HPC have been extensively investigated (70–72). It has also been repeatedly suggested that FSC may serve as pituitary progenitor cells (14, 15) and that FSC and HPC are derived from the same pool of cells (16). Our analysis identified several genes expressed among both FSC and HPC from a group of 64 genes known to contribute to pituitary development and differentiation. Furthermore, we found numerous neuroendocrine marker genes to be expressed in both populations of pituitary cells. The co-expression of development genes, such as *Pitx1, Pitx2*, and *Lhx3*, as well as several neuroendocrine markers in both populations of pituitary cells suggests that HPC and FSC may be viewed as sister cells, i.e., cells of a common origin, or that a subset of FSC are pituitary stem cells, as discussed in the literature (69).

We also demonstrated some novel expression patterns of these genes. For example, *Sox2*-positive cells are believed to represent 3–5% of cells in the anterior lobe in adult animals, usually co-expressing *Sox9* and considered to be the stem cells of anterior pituitary (5). 

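*Sox9* was above threshold in 50.5% of *Sox2*-positive cells. The *Sox2*-positive cells outside FSC were 82 C, 46 S, 13 G, 4 Le, 3 L and 2 T.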

We found that 69% and 53% of FSC expressed *Sox2* and *Sox9*, respectively, and that *Sox2* was also expressed in a fraction of C and T. This finding was confirmed by immunocytochemistry (Figure 12). 

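*Sox10* was above threshold in 4 of 6846 cells (0.0584%), all from males.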

Others have also reported that *Sox2*/*Sox10* expressing cells account for the generation of *S100b*-positive cells (73), but *Sox10* was not detected in our dataset. *Gata2* is well-established to be critical in the development of T (together with *Pou1f1*) and G (without *Pou1f1*) (74). Consistent with this, we observed the expression of *Gata2* in most G and T cells. However, we observed that about 9% of S also express this gene, as well as that 8% of GH positive cells co-express GATA2 protein, indicating heterogeneity of this cell type and a potential role of *Gata2* in its differentiation/function. It has been indicated that *Six3* and *Six6* regulate G-specific gene expression (75). 

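Over both sexes *Gata2* was above threshold in 197 of 1889 S, an exact 95% interval of 9.09% to 11.9%. From the share of cells and the protein, the paper reasons that S are heterogeneous.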

We observed the expression of *Six6* in FSC and all HPC types (predominantly in L and C), whereas *Six3* was expressed in FSC and L only. These findings indicate that in the rat, *Six3* is not essential for postnatal expression of G-specific genes and that both genes may have functions in other cell types, including FSC.

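*Six6* was expressed in 96.7% of L, 64.3% of FSC, 34.6% of C, 17.2% of G, 13.7% of S and 5.88% of T. *Six3* was expressed in 42.8% of FSC, 9.30% of L and 4.20% of G. In E neither gene was above threshold in any cell.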

Pituitary cells expressed genes encoding endogenous ligands, which predominantly serve as autocrine/paracrine factors for G-protein coupled receptors, tyrosine kinase receptors, ligand-gated receptor channels, and cytokine/chemokine receptors. Numerous endogenous ligands have been suggested to be secreted by pituitary cells and to act in a paracrine manner (76). Among them we found only a few genes expressed in the indicated cell type: *Pdyn* (G), *Tac1* (T, S), *Vegfb* and *Vegfc* (all pituitary cells), *Inha* and *Inhbb* for potential to produce inhibin B and activin B (G), and *Anxa1* (FSC). 

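*Pdyn* was expressed in 31.1% of G, *Tac1* in 10.3% of S and 5.88% of T, *Vegfb* in 11.0% to 26.9% and *Vegfc* in 5.46% to 26.3% of the pituitary types. *Inhbb* was expressed in 30.9% of FSC, 21.0% of G and 18.5% of C.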

Our study confirms that the following genes were expressed in pituitary cells, but the cell types expressing them differed from those listed by Denef (76): *Gal, Nmb, Nmu, Nppc, Penk, Agt, Calca, Edn3, Cartpt, Tgfb3, Inhba, Mif, Vegfa, Angpt1*, and *Fst*. 

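Of 21 ligand genes checked, from *Vip* to *Lep*, 21 were above threshold in less than 5% of cells in every type of the file.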

Expression patterns of the following genes encoding endogenous ligands could not be assessed as they were expressed in <5% of cells in all cell types: *Vip, Adcyap1, Grp, Crh, Ucn, Ucn2, Npy, Nts, Adm2, Edn1, Edn2, Avp, Oxt, Ghrl, Hcrt, Fgf2, Tgfa, Lif, Il1a, Il6*, and *Lep*. However, in addition to 44 genes for endogenous ligands confirmed to be dominantly expressed in at least one pituitary cell type, we identified 50 other such genes expressed above the 5% threshold. These findings will guide further work on physiological relevance of these novel genes and crosstalk among FSC and HPC.

Complex enzyme systems protect organisms from a wide array of xenobiotics, from food components to environmental toxins to pharmaceuticals, with liver playing a major role in these processes (77). Other tissues also have mechanisms for protection. The roles of these enzymes in pituitary functions have not been investigated systematically. Earlier work has proposed scavenger functions for FSC, focusing on their role in clusterin removal and metabolism of ammonia (13). Our list of at least 79 detoxification enzyme genes expressed in pituitary cells clearly indicates that this process is complex, that FSC play a major role in this function, and that HPC also contribute to this function. For example, here we identify for the first time that pituitary cells express 13 of 19 known aldehyde dehydrogenase genes, and six of them are dominantly expressed in FSC: *Aldh1a1, Aldh1a2, Aldh1a7, Aldh2, Aldh3a1*, and *Aldh3b1*. These enzymes catalyze the oxidation of aldehydes to carboxylic acids. They are involved in the metabolism of alcohols formed endogenously and xenobiotics that contain alcohol groups, and they further metabolize alcohol metabolites of xenobiotics. 

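All 13 aldehyde dehydrogenase genes of Table 2 were expressed in at least 5% of 1 or more pituitary types and 6 were FSC-dominant by the size criteria. The paper made Table 2 with this 5% limit on the same data, so the 13 is no independent count. *Aldh3b1* was expressed in 31.7% of FSC and 12.9% of Le.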

Here we also show that male but not female L express the *Aldh1a1* gene and ALDH1A1 protein, which has androgen binding activity (78). Carbohydrate sulfotransferase genes are also expressed in pituitary cells; the enzymes transfer sulfate to carbohydrate groups in glycoproteins and glycolipids. Two of these genes are specific for FSC, others are expressed in HPC as well. 

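The 9 sulfotransferase genes of Table 2 reached 5% of a pituitary type, the limit by which the paper made that list. Of these, 2, *Chst7* and *Chst14*, reached it in FSC and in no HPC type, 1 in HPC only and 6 in both. *Chst7* was expressed in 7.53% of FSC and 38.3% of EC, and *Chst14* in 8.13% and 17.3%.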

Our search revealed that only one of these enzymes have been previously identified in pituitary (79).

The ECM provides physical scaffolding and biochemical support to the surrounding cells, and is composed of proteins and polysaccharides secreted by cells (80). Here we identified a list of 53 genes encoding ECM proteins that were expressed in pituitary cells. Among them, collagens are ECM proteins encoded by over 40 genes. The expression of collagen 1–4 in the pituitary gland has been reported (81). Here we provide novel evidence for expression of 18 members of this family of genes; 11 of these genes were expressed in FSC, whereas *Col2a1, Col8a1, Col11a2, Col16a1, Col17a1*, and *Col24a1* are expressed in HPC only. 

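Of the 18 collagen genes of Table 2, 12 were expressed in at least 5% of FSC and 11 in at least 5% of an HPC type. The 6 genes named for HPC stayed below 5% of FSC.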

The expression and role of laminin in gap junction formation in FSC has also been reported earlier (82), as well as that laminin and collagen modulate expression of fibromodulin in FSC (83). 

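Laminin genes of Table 2, a list made with a limit of 5% of a pituitary type, numbered 7. Of these, 1 reached that share in FSC only, 2 in HPC only and 4 in both.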

There are 12 members of the laminin gene family, and here we show that seven of them are expressed in anterior pituitary cells. Both FSC and HPC express these genes in a cell-type specific manner. 

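*Fmod* was expressed in 38.3% of FSC and at most 2.35% of another type. *Bgn* was expressed in 7.66% of FSC and 74.4% of EC.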

FSC have also been suggested to express small leucine-rich proteoglycans (35), and we confirm here expression of *Bgn, Fmod*, and *Prelp* in FSC. Together, these findings suggest the cell-type specificity in the formation of the extracellular space structural proteins in anterior pituitary gland.

Cell adhesion molecule genes encode proteins allowing cells to bind to other cells or the ECM. They typically comprise an intracellular domain that interacts with the cytoskeleton, a transmembrane domain, and an extracellular domain that interacts with another cell adhesion molecule or ECM component (84). This group contains six subgroups of genes with over 300 members. Among them, cadherins are the largest group. Cadherins are calcium-dependent adhesion molecules whose role in the formation of S, L, and C tumors was studied previously (85, 86), but not their expression pattern in anterior pituitary cells. Here we show that both type I classical and type II classical cadherin genes are expressed in pituitary cells. 

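Cadherin genes of Table 2, a list made with a limit of 5% of a pituitary type, numbered 12. Among them 6 reached that share in FSC only, 4 in HPC only and 2 in both.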

Out of 18 genes of these two families, we identified 12 genes in anterior pituitary; six genes are expressed only in FSC, four for HPC, and 2 are expressed in both FSC and HPC. Protocadherins also constitute a large family of genes encoding proteins composed of up to seven cadherin-like motifs that are distinct from those present in classical cadherins. Many of these proteins are highly expressed in the nervous system and are frequently localized to synapses (87). Here we show that protocadherin genes are also expressed in anterior pituitary. We identified 14 of these genes expressed in a cell type-specific manner. 

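Of the protocadherin genes of Table 2, 3 reached 5% of cells in FSC only, 9 in HPC only and 2 in both, out of 14.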

Integrins are cell membrane heterodimeric receptors that mediate cell-to-cell and cell-to-matrix adhesion. The expression and roles of integrins in the pituitary gland have been studied previously (88, 89). Here we show that seven genes from this family are also expressed in anterior pituitary; all of them were identified in FSC and *Itga3, Itgab1*, and *Itgae* in all HPC types as well. 

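Integrin genes of Table 2, a list made with a limit of 5% of a pituitary type, numbered 7, of which 7 reached that share in FSC. *Itga3*, *Itgb1* and *Itgae* were expressed in 10.5% to 29.4%, 24.3% to 53.0% and 9.08% to 23.1% of cells over the HPC types.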

Finally, the expression of claudins 2, 4, and 5 in FSC and EC (90) has been reported, but we have not found evidence that these genes were expressed in more than 5% of anterior pituitary cell types.

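*Cldn4* was expressed in 26.4% of S, 19.3% of G, 15.3% of T, 6.61% of L and 6.49% of FSC, and in 0.277% of E, where the median depth of 8246 UMIs compares with 13648 in S. *Cldn5* was expressed in 5.26% of EC and at most 2.77% of a pituitary type, and *Cldn2* in at most 0.519% of any type.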

In conclusion, we used 10X Genomics Chromium Single Cell System-generated data from freshly dispersed cells and detailed differential expression analyses to better understand the complexity of anterior pituitary cells. Our transcriptome survey, combined with selective immunocytochemistry and qRT-PCR analysis, is consistent with the existence of five HPC types, critical for anterior pituitary gland function as a central endocrine regulator of numerous physiological functions including reproduction, growth, metabolism, and stress responses. Among HPC, the expression of cell type-specific genes is most noticeable within corticotroph and gonadotroph lineages, whereas sex specificity in gene expression is most prominent within the lactotroph, gonadotroph, and somatotroph lineages. Our analysis also points to impressive transcriptome diversity of FSC, as well as the expression of pituitary stem/progenitor marker genes in FSC and HPC. The expression pattern of two group of genes, which we named development/differentiation and neuroendocrine genes, unquestionably demonstrates that FSC and HPC are sister cells. Identification of cell type-dominant and -specific genes also points to complex interactions between HPC and FSC in the production of endogenous ligands and detoxification enzymes, organization of ECM, and expression of cell adhesion molecules. Further analysis of other gene families, including those encoding receptors, channels/transporters, intracellular signaling molecules, and transcription factors will help refine these relationships. This and similar studies will be crucial guides for future experimental and clinical investigations into pituitary functions and related disorders.

## Data Availability

The datasets generated for this study have been deposited in NCBI's Gene Expression Omnibus (30) and are accessible through GEO Series accession number GSE132224 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132224).

## Ethics Statement

The animal study was reviewed and approved by the NICHD Animal Care and Use Committee (16-041).

## Author Contributions

PF, SC, and SS: conceptualization. PF: software. PF and JI: formal analysis. PF, KS, RP, JI, TL, MR, and SS: investigation. SC and SS: resources. PF and JI: data curation. PF and SS: writing—original draft. PF, SC, AS, and SS: writing—review and editing. PF, KS, and SS: visualization. SC, AS, and SS: supervision.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Cell Type- and Sex-Dependent Transcriptome Profiles of Rat Anterior Pituitary Cells
**Source:** Front Endocrinol (Lausanne). 2019 Sep 18;10:623. doi: 10.3389/fendo.2019.00623
**Supplement:** Supplementary file 1

Supplementary Material

## Supplementary Figures

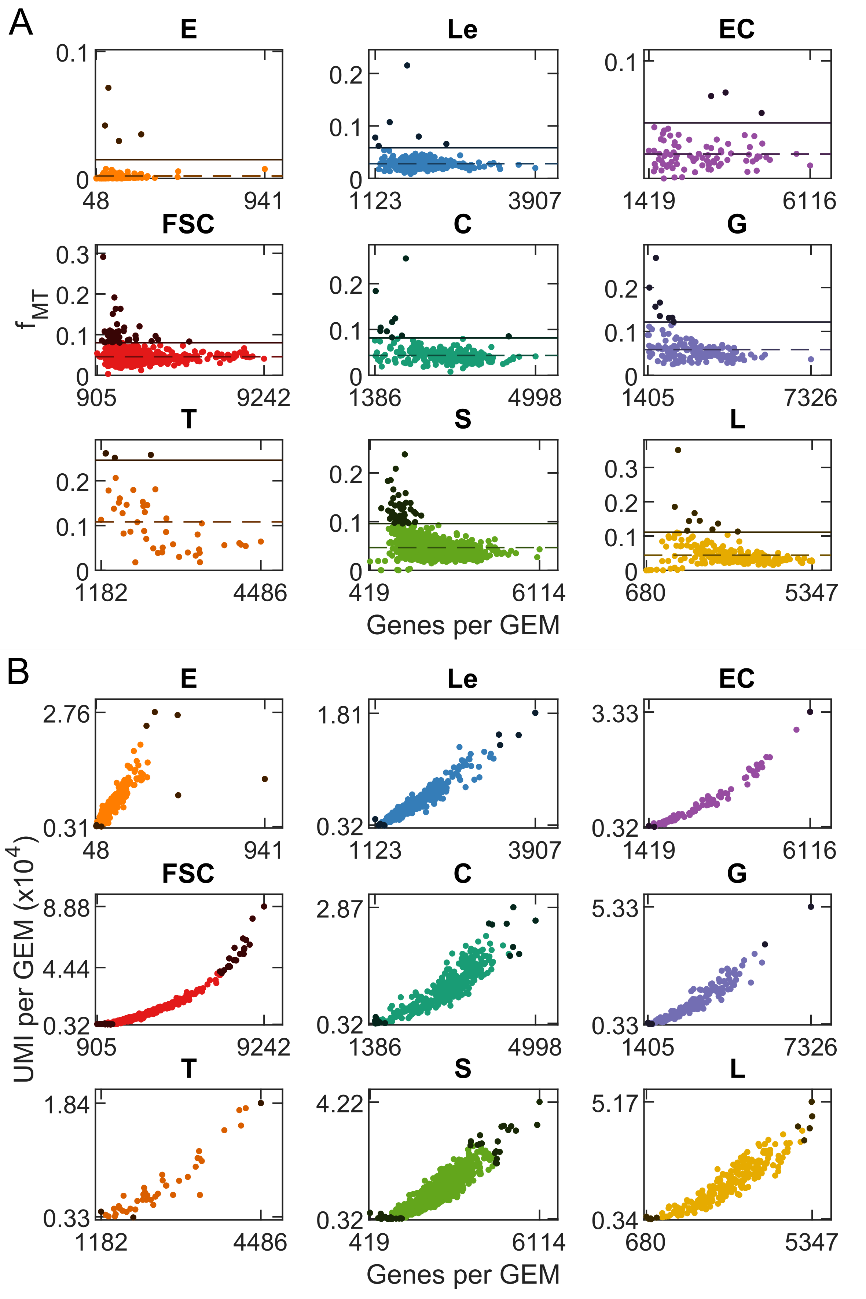

**Figure S1. Cell type-dependent identification of cells with high mitochondrial transcript fraction and gene and UMI count outlier cells.** *A*, For each cell type, the mean (dashed line) and standard deviation of the fraction of mitochondrial transcripts per cell (f_MT_) was computed. Cells were excluded (dark points) if they had greater than mean + 2 SD f_MT_ (solid line). Remaining cells are indicated with colored points. *B*, For each cell type, cells were excluded (dark symbols) if they were in the lowest or highest 1.5% of the distributions of genes per GEM or total UMI counts per GEM. Remaining cells are indicated with colored points. Identification of f_MT_ and gene/UMI outliers was done independently for each sex; shown here are female cells.

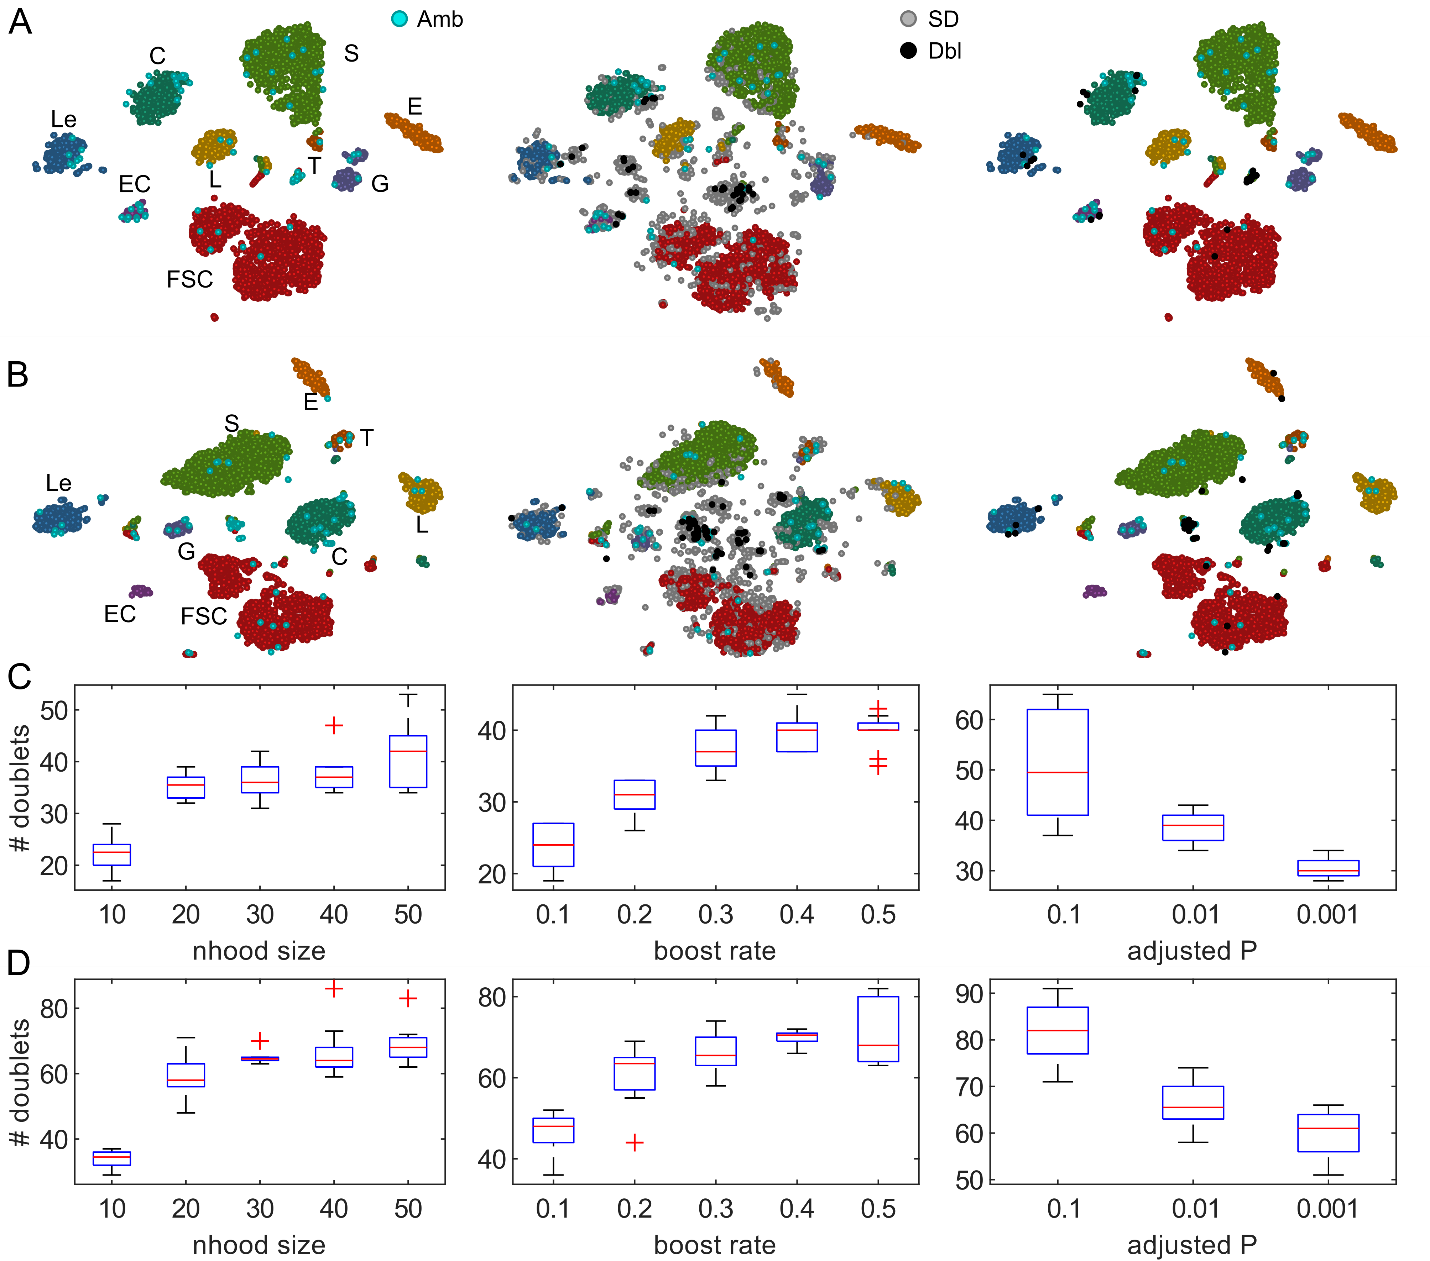

**Figure S2. Computational detection of doublet GEMs.** *A*-*B*, tSNE maps illustrating the doublet detection algorithm for female (*A*) and male (*B*) cells with default parameters kNN = 30, boost rate = 30%, and adjusted-P value cutoff = 0.01. *Left*, cell types identified by marker-based classification and ambiguous cells that satisfied more than one cell type definition (Amb, cyan). *Center*, the synthetic doublet (SD, gray) boosted cell population. Heterotypic doublet cells tend to form clusters separate from true cell clusters, and homotypic doublets cluster homogeneously with parent cells. Cells are identified as doublets (Dbl, black) by k-nearest neighbor classification if sufficiently many of their kNN=30 nearest neighbors are synthetic doublets (see Materials and Methods). *Right*, tSNE map without synthetic doublets showing identified doublet cells. *C-D*, Sensitivity of the number of doublets recovered on parameters of the algorithm for the female (*C*) and male (*D*) cell subsets. All other parameters were fixed at their default values while the parameter shown in each panel was varied. Boxplots summarize 10 repetitions at each parameter value.

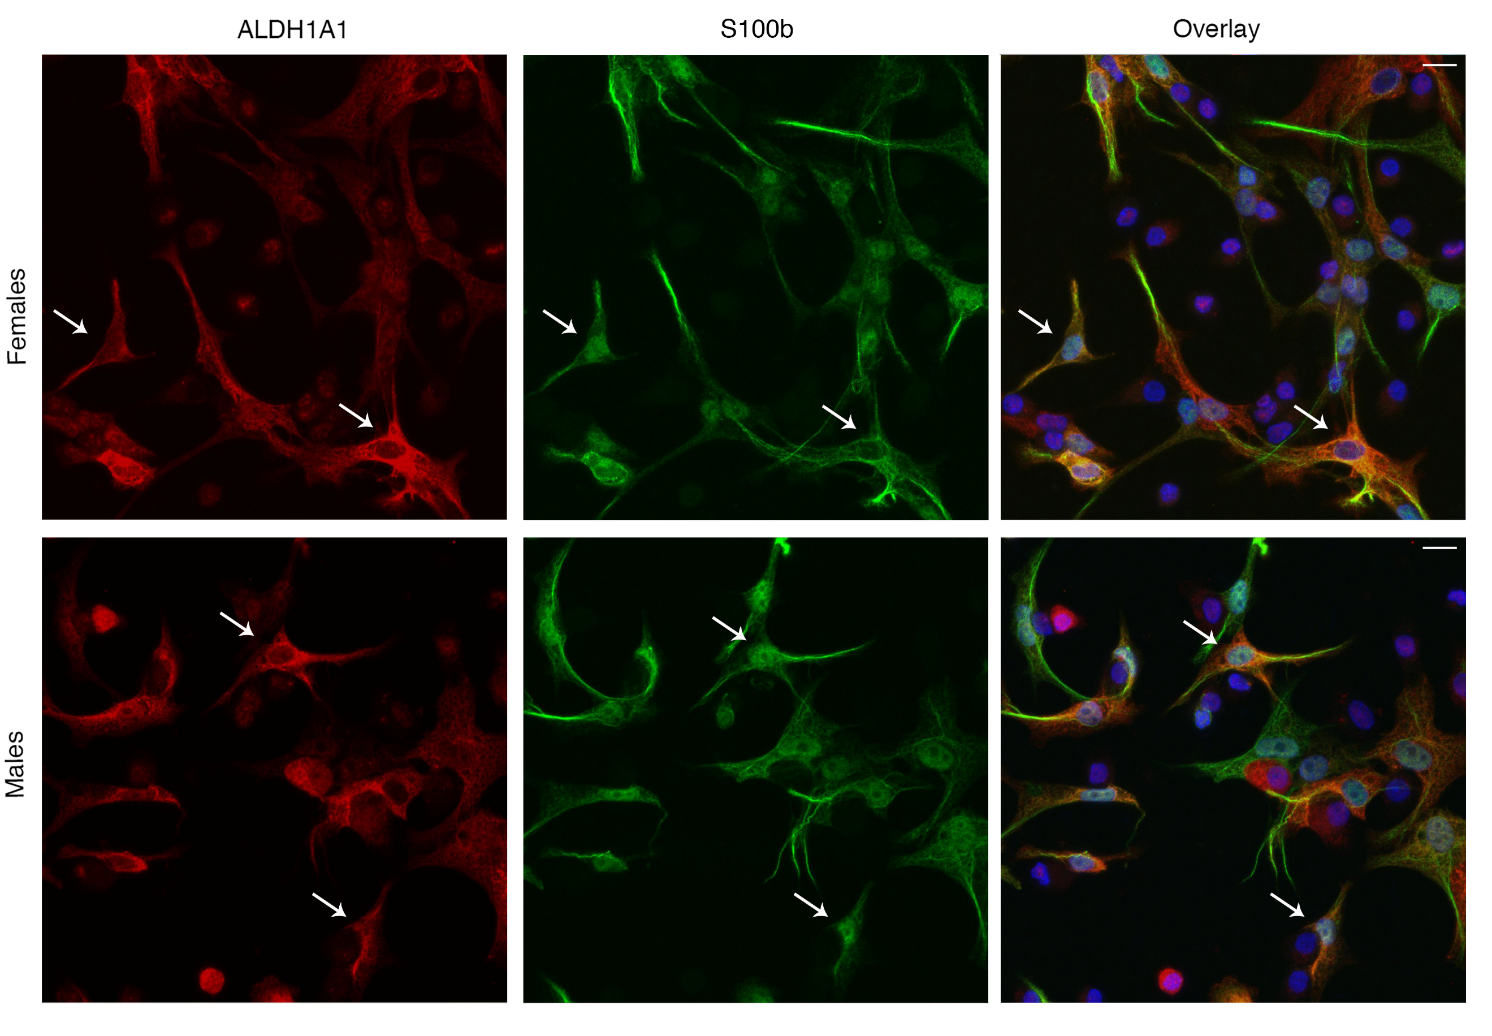

**Figure S3. Immunofluorescence analysis of sexual dimorphism in** **ALDH1A1 expression in anterior pituitary cells**. Expression of ALDH1A1 (red, left), S100B (green, center), and their overlay (right) in females (top panels) and males (bottom panels). Cell nuclei are stained with DAPI (blue). Arrows indicate example cells that coexpress both ALDH1A1 and S100B. Scale bars (applies to all images), 10 µm.

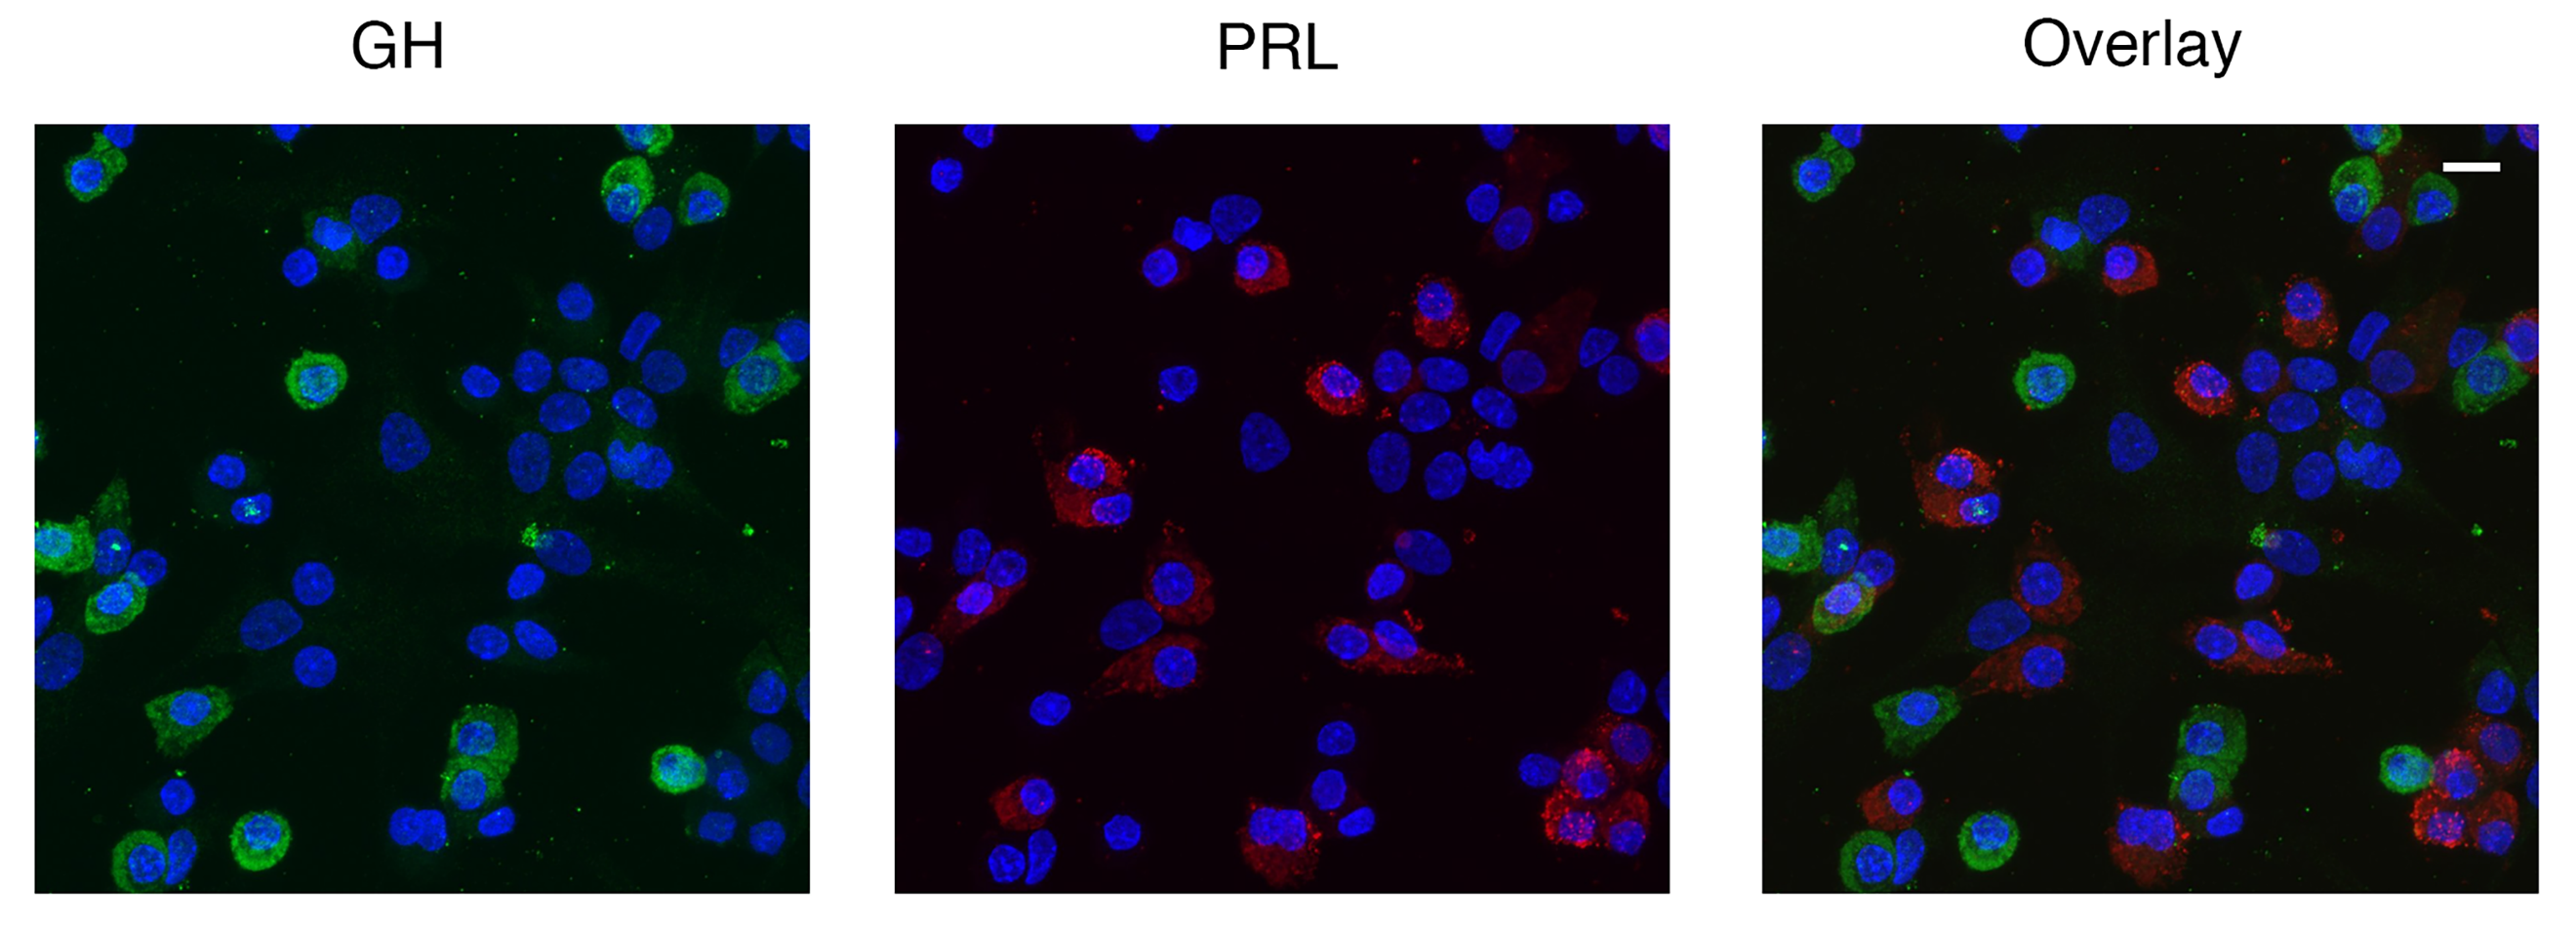

**Figure S4. Double-immunofluorescence labeling of GH and PRL in cultured anterior pituitary cells.** GH (*green, left*), PRL (*red, center*), and their overlay (*right*). Cell nuclei are labeled with DAPI (blue). Scale bar (applies to all images), 10 µm.

## Supplemental Tables

**Table S1. Percentage of each cell type expressing pituitary-dominant neuroendocrine marker genes.** For this and Table S2, genes are grouped into five categories based on their cell type-dominant or -specific expression. From top to bottom: FSC-specific, FSC-dominant, dominantly expressed in both FSC and HPC relative to non-pituitary cells, HPC-dominant (in at least one HPC type), and HPC-specific. Thr is the log_10_ expression threshold for each gene. Red colored values indicate genes expressed in at least 20% of cells of a given type, orange values indicate 5-20%.

**Table S2.** **Percentage of each cell type expressing pituitary-dominant genes encoding endogenous ligands**. Genes are categorized and colored as in Table S1.

|  | Gene | E | Le | EC | FSC | C | G | T | S | L | Thr |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| FSC-specific | *Cxcl12* | 0.0 | 0.7 | 3.6 | 66.5 | 1.3 | 0.0 | 1.1 | 1.2 | 0.4 | 0.3 |
|  | *Edn3* | 0.0 | 2.7 | 0.7 | 48.9 | 0.0 | 0.4 | 1.1 | 0.2 | 0.2 | 0.3 |
|  | *Gpha2* | 0.0 | 0.0 | 0.7 | 36.7 | 1.3 | 0.4 | 0.0 | 0.1 | 0.2 | 0.8 |
|  | *Mdk* | 0.0 | 0.4 | 0.7 | 82.2 | 0.5 | 1.6 | 3.4 | 1.1 | 1.0 | 0.4 |
|  | *Penk* | 0.0 | 0.0 | 0.7 | 81.6 | 0.0 | 0.0 | 1.1 | 0.2 | 1.0 | 0.6 |
|  | *Rarres2* | 0.0 | 0.2 | 3.6 | 22.4 | 0.3 | 0.0 | 3.4 | 0.2 | 0.4 | 0.2 |
|  | *Wnt5a* | 0.0 | 0.0 | 1.5 | 32.7 | 0.9 | 2.4 | 0.0 | 0.2 | 0.0 | 0.2 |
| FSC-dominant | *Anxa1* | 0.0 | 6.3 | 20.4 | 76.3 | 0.0 | 0.0 | 2.2 | 0.3 | 5.1 | 0.3 |
|  | *Ctf1* | 0.0 | 0.5 | 1.5 | 32.4 | 1.1 | 2.0 | 6.7 | 0.2 | 1.6 | 0.2 |
|  | *Efnb3* | 0.0 | 0.5 | 0.7 | 46.2 | 0.8 | 2.4 | 5.6 | 0.3 | 0.6 | 0.3 |
|  | *Fgf13* | 0.0 | 0.4 | 0.7 | 26.1 | 5.8 | 9.8 | 5.6 | 0.4 | 2.9 | 0.2 |
|  | *Igfbp2* | 0.0 | 0.2 | 5.8 | 31.2 | 0.4 | 5.7 | 2.2 | 0.3 | 0.0 | 0.4 |
|  | *Il33* | 0.0 | 3.4 | 5.1 | 70.4 | 0.1 | 0.0 | 0.0 | 0.2 | 0.0 | 0.3 |
|  | *Ptn* | 0.0 | 0.0 | 8.8 | 88.3 | 1.3 | 0.4 | 2.2 | 0.5 | 6.9 | 0.5 |
|  | *Tgfb2* | 0.0 | 0.2 | 5.8 | 33.3 | 1.3 | 0.4 | 3.4 | 0.4 | 0.0 | 0.2 |
| FSC and HPC | *Angpt1* | 0.0 | 0.5 | 0.0 | 29.5 | 18.6 | 1.2 | 4.5 | 17.3 | 10.4 | 0.2 |
| coexpression | *Anxa5* | 0.0 | 8.8 | 43.1 | 86.4 | 54.6 | 58.4 | 22.5 | 35.2 | 13.3 | 0.5 |
|  | *Anxa7* | 1.4 | 27.3 | 28.5 | 39.5 | 68.1 | 40.8 | 41.6 | 28.8 | 30.4 | 0.2 |
|  | *Ccl27* | 0.0 | 0.9 | 1.5 | 21.8 | 38.9 | 32.2 | 36.0 | 33.9 | 33.9 | 0.2 |
|  | *Cntn1* | 0.5 | 0.9 | 1.5 | 37.0 | 55.8 | 2.9 | 47.2 | 36.4 | 10.0 | 0.2 |
|  | *Copa* | 0.0 | 16.2 | 21.9 | 26.4 | 51.5 | 46.1 | 56.2 | 44.5 | 32.9 | 0.2 |
|  | *Efna5* | 0.0 | 0.2 | 8.0 | 24.3 | 40.1 | 29.4 | 27.0 | 16.5 | 9.2 | 0.2 |
|  | *Lgals1* | 0.0 | 11.9 | 8.8 | 48.6 | 2.4 | 44.1 | 30.3 | 4.2 | 57.1 | 0.3 |
|  | *Lrrc4b* | 0.0 | 0.2 | 0.0 | 13.1 | 29.4 | 5.3 | 4.5 | 5.7 | 7.8 | 0.2 |
|  | *Tgfb3* | 0.0 | 0.5 | 2.2 | 12.8 | 27.0 | 1.2 | 1.1 | 5.8 | 7.6 | 0.2 |
|  | *Vegfb* | 0.0 | 5.4 | 5.1 | 20.1 | 18.6 | 26.9 | 25.8 | 20.8 | 11.2 | 0.2 |
| HPC-dominant | *C1qtnf4* | 0.5 | 0.4 | 0.7 | 6.2 | 63.1 | 53.9 | 34.8 | 9.3 | 27.1 | 0.2 |
|  | *Cxcl14* | 0.5 | 2.2 | 1.5 | 7.5 | 81.9 | 4.5 | 10.1 | 70.3 | 66.7 | 0.3 |
|  | *Fgf9* | 0.0 | 0.5 | 0.0 | 5.4 | 24.8 | 24.9 | 34.8 | 40.8 | 22.7 | 0.2 |
|  | *Inha* | 0.3 | 0.9 | 0.0 | 6.3 | 1.4 | 26.5 | 10.1 | 9.2 | 9.2 | 0.1 |
|  | *Spp1* | 0.0 | 7.2 | 0.0 | 0.6 | 0.3 | 27.3 | 1.1 | 0.2 | 0.4 | 0.4 |
|  | *Vegfa* | 0.0 | 3.2 | 0.7 | 12.5 | 1.3 | 45.3 | 11.2 | 2.6 | 1.8 | 0.2 |
| HPC- specific | *Artn* | 0.3 | 0.2 | 0.7 | 1.2 | 12.9 | 3.3 | 30.3 | 24.8 | 16.9 | 0.1 |
|  | *Bmp15* | 0.0 | 0.0 | 0.7 | 3.7 | 0.3 | 10.2 | 47.2 | 0.3 | 8.4 | 0.2 |
|  | *Dlk1* | 0.0 | 0.2 | 0.0 | 0.3 | 6.0 | 1.2 | 71.9 | 99.6 | 20.0 | 0.9 |
|  | *Fgf14* | 0.0 | 0.0 | 0.0 | 0.5 | 20.3 | 3.7 | 9.0 | 2.6 | 0.8 | 0.1 |
|  | *Gal* | 0.0 | 0.2 | 2.9 | 1.4 | 0.1 | 0.4 | 4.5 | 7.3 | 27.3 | 0.4 |
|  | *Icam5* | 0.0 | 3.6 | 2.2 | 0.3 | 1.5 | 22.4 | 1.1 | 2.5 | 0.8 | 0.2 |
|  | *Il22* | 0.0 | 0.0 | 0.0 | 0.0 | 28.3 | 0.4 | 0.0 | 0.4 | 1.8 | 0.2 |
|  | *Nmb* | 0.3 | 0.0 | 0.0 | 1.1 | 20.0 | 14.3 | 19.1 | 6.4 | 8.2 | 0.2 |
|  | *Nmu* | 0.0 | 1.1 | 0.0 | 0.9 | 9.3 | 21.2 | 70.8 | 12.3 | 2.2 | 0.3 |
|  | *Nog* | 0.0 | 0.2 | 0.0 | 0.8 | 0.1 | 1.6 | 0.0 | 30.5 | 5.5 | 0.1 |
|  | *Pdyn* | 0.0 | 0.0 | 0.0 | 3.1 | 5.1 | 31.0 | 0.0 | 2.1 | 1.8 | 0.2 |
|  | *Wnt10a* | 0.0 | 0.2 | 0.0 | 0.2 | 3.0 | 0.4 | 1.1 | 20.2 | 10.0 | 0.2 |

**Table S3 - Mitotic cell cycle genes expressed in pituitary cells**. A set of 39 mitotic cell cycle marker genes could be identified using an iterative process, beginning with a known curated set of marker genes (Materials and Methods). Cells expressing at least 14 of these genes were considered as proliferating (108 cells). Cell cycle marker genes satisfied the criteria: significantly upregulated (adjusted-P < 0.001) genes relative to non-proliferating cells, at least 50% proliferating cells expressing > threshold, and less than 5% expressing in the remaining cells, and were annotated with the Gene Ontology term “mitotic cell cycle” (GO:0000278).

*Aurka, Aurkb, Birc5, Ccna2, Ccnb1, Cdc20, Cdca8, Cdk1, Cdkn3, Cenpf, Cenpt, Cenpw, Ckap2, Cks2, Ect2, Fbxo5, Kif11, Kif20a, Kif20b, Kif23, Kifc1, Knstrn, Mad2l1, Mki67, Ncapg, Ndc80, Nuf2, Nusap1, Pbk, Plk1, Pttg1, Sapcd2, Ska1, Spc25, Tacc3, Top2a, Tpx2, Ttk, Ube2c.*

**Table S4. Comparison of qRT-PCR analysis of expression of selected genes in anterior pituitary tissues and single anterior pituitary cells with scRNAseq done in single anterior pituitary cells.** Data shown for qRT-PCR are normalized values (mean ± SEM; six diestrus female pituitaries and six samples from dispersed anterior pituitary cells from random cycling females) using *Gapdh* as a reference gene. Data for scRNAseq show the mean ± SEM of expression (normalized counts) for all female cells. Both qRT-PCR and scRNA seq analyses were performed with cells 30 min after dispersion.

| Gene | qRT-PCR, Pituitary Tissue | | | qRT-PCR, Dispersed cells | | | scRNAseq | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Caly* | 26.26 | ± | 3.22 | 16.98 | ± | 0.29 | 2.68 | ± | 0.08 |
| *Cga* | 347.20 | ± | 22.98 | 321.81 | ± | 9.77 | 44.10 | ± | 2.76 |
| *Fshb* | 4.54 | ± | 1.23 | 5.64 | ± | 0.10 | 0.55 | ± | 0.17 |
| *Gata2* | 3.18 | ± | 0.39 | 2.50 | ± | 0.05 | 0.17 | ± | 0.02 |
| *Gfap* | 0.12 | ± | 0.07 | 0.04 | ± | 0.01 | 0.001 | ± | 0.001 |
| *Gh1* | 15543.02 | ± | 1140.43 | 13625.84 | ± | 225.57 | 621.77 | ± | 20.27 |
| *Lhb* | 195.32 | ± | 14.31 | 239.47 | ± | 4.63 | 24.32 | ± | 1.66 |
| *Lhx3* | 1.56 | ± | 0.12 | 1.32 | ± | 0.04 | 0.29 | ± | 0.01 |
| *Lhx4* | 0.02 | ± | 0.004 | 0.03 | ± | 0.002 | 0.03 | ± | 0.003 |
| *Pitx3* | 0.32 | ± | 0.06 | 0.23 | ± | 0.01 | 0.06 | ± | 0.01 |
| *Pomc* | 618.41 | ± | 32.03 | 547.16 | ± | 23.88 | 182.32 | ± | 10.02 |
| *Prl* | 21436.61 | ± | 2254.46 | 22803.86 | ± | 520.92 | 202.15 | ± | 9.96 |
| *S100b* | 3.78 | ± | 0.33 | 8.57 | ± | 0.22 | 4.12 | ± | 0.12 |
| *Sez6l2* | 30.46 | ± | 2.17 | 33.76 | ± | 0.74 | 0.57 | ± | 0.02 |
| *Snap25* | 15.16 | ± | 1.13 | 15.07 | ± | 0.52 | 1.27 | ± | 0.04 |
| *Sox2* | 0.28 | ± | 0.04 | 0.84 | ± | 0.02 | 0.65 | ± | 0.02 |
| *Stmn3* | 4.92 | ± | 0.40 | 3.00 | ± | 0.08 | 1.01 | ± | 0.03 |
| *Tmem130* | 44.95 | ± | 3.01 | 40.52 | ± | 0.77 | 1.48 | ± | 0.04 |
| *Tshb* | 76.25 | ± | 9.89 | 31.74 | ± | 0.79 | 2.22 | ± | 1.12 |

How the deposited data were processed for this re-analysis (not part of the article)

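The measurements used here are single-cell RNA sequencing counts (10X Genomics, 3′ chemistry) of dispersed anterior pituitary cells from female and male rats. Each sex is 1 pool of 4 pituitaries, 44 days old in females and 59 days old in males, and each pool was loaded on 2 lanes. The 4 lanes are therefore technical replicates, and no value here has a spread between animals. A difference between the sexes is a difference between 1 female and 1 male pool that also differ in age.

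The authors counted UMIs with Cell Ranger against an NCBI annotation of the rat whose genes were extended at their 3′ ends, with mitochondrial genes of Ensembl added, and combined the lanes after equalizing mapped reads. The table of counts has 21261312 entries, all whole numbers from 1 up, for 30058 genes and 7861 cells. It includes the cells that the study left out afterwards. Of the genes, 24495 had at least 1 UMI and 16932 were found in at least 30 cells. Genes are listed by symbol, and *Insm1*, *Unc80* and *Pappa2* were read under the symbols LOC100912563, LOC689991 and LOC680415 that the file gives them. *Klk1b3* was read as *Klk1*, an assignment that could not be checked by sequence. The marker written *Col1a3* is not in the table and was left out of its rule. A RefSeq table of a later rat assembly than the authors' served for gene names only, and no position is given.

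The female lanes with 1868 and 1861 cells held 18955509 and 20312999 UMIs (medians of 7971 and 8559 per cell), and the male lanes with 2047 and 2085 cells held 23425817 and 24048021 (medians of 9413 and 9339). Lanes were matched to the sexes by their numbers of cells, and their replicate numbers are not known. With 85 T and 238 G, shares and tests in these types are less precise than in the 2312 FSC. Exact 95% intervals are Clopper-Pearson intervals, and a limit for a count of 0 is 3 cells or UMIs over the group.

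Classification followed Materials and Methods. Counts were divided by each cell's total, multiplied by the median total of all cells and taken as log10 with 1 added. Otsu thresholds (256 bins) were set per gene and sex for the classes, and over all final cells for the shares reported. Pericytes, melanotrophs and posterior pituitary cells were taken out first by their marker genes, then the 9 types were assigned, with C needing 2 of its 3 genes. The marker genes of each type were used for classification and are not results of it. Cells meeting the rules of more than 1 type were left out. Unclassified cells took the most frequent type of their 30 nearest neighbours of the same sex (1000 variable genes, with 26 principal components in females and 31 in males). Per type and sex, cells above the mean mitochondrial share by over 2 SD and the lowest and highest 1.5% by genes and by UMIs were removed. Doublets were called with 30% synthetic doublets, 30 neighbours, an adjusted p of 0.01 and 10 repeats.

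For genes dominant in a type, UMIs were summed per type and sex, and edgeR 4.0.16 (quasi-likelihood, TMM factors, genes kept by filterByExpr with a minimum count of 10) tested each contrast between types with sex as a term. For sex-dominant genes, sums per lane were compared in 1 fit per type, 2 female against 2 male lanes. All these p-values are 2-sided and were adjusted by the method of Benjamini and Hochberg over the genes tested in a contrast, with 0.001 as the limit. The study's size criteria were applied besides: 20% of cells expressing, and a 3-fold mean or 30 percentage points more cells than each other group, with under 5% elsewhere for specific genes. Beside a fold change in the text, "lanes" says how many of the 4 lanes show its direction. In the 6 lists of Table 2, an FSC gene was dominant in FSC over every other type. An HPC gene was dominant in 1 or more HPC types over E, Le, EC and FSC. Any other gene dominant over E, Le and EC in 1 or more pituitary types was counted as common.

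TMM factors rest on genes shared between sums. Globin fills most of the UMIs of E, which left E with TMM factors of 0.0404 and 0.0487. The test with E is the one fixed before the data were examined and is reported as such. Counts with E left out of the test are an alternative chosen after its values were seen.

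Proliferating cells were those with at least 14 of 39 cell cycle genes above threshold. The comparison with qRT-PCR used 19 genes, log10 values of the mean normalized count over final female cells, and a 2-sided permutation test with 100000 draws. Clusters came from scanpy 1.11.5 and leidenalg 0.10.2 (30 principal components, 30 neighbours, resolution 0.5). Random lists for the dissociation response genes numbered 10000 and were matched on expression.

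Alternatives were a second tool (DESeq2 1.42.0), library size in place of TMM, no filter on low counts, the size criteria alone, lanes as libraries, 1 fit over all pituitary types, equal numbers of cells, each cell thinned to 2000 UMIs, thresholds of at least 1 UMI or over both sexes, other rules for C, pericytes, doublets and outliers, and each lane left out in turn. Added after seeing the data were totals without 7 hormone genes, thinned cells by the size criteria alone, the size criteria between single lanes, lane against lane within a sex, and E left out of the test. The closing section gives their effect.

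Genes named are those that the paper's sentence, its paragraph, its figure or its table names. In L and G, 3 genes per direction with the largest fold change among those called, and separated by lane, were added by a rule set in advance. Tests and calls were tested on simulated data with 200 changed genes per comparison. Other tools were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, with random seed 20. Some genes that the paper names are not reported here. Raw reads and the immunocytochemistry were not analysed here. Table 3 is an image and its genes were not used here, apart from those that the text also names.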

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

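The tests of genes that go opposite ways in T and L, the tests of free RNA and mixed droplets for *Cga*, and the comparison of the 2 male lanes for posterior pituitary cells and melanotrophs, were chosen only after the result was seen.

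For each pair of pituitary cell types, the sex difference of 13514 genes was compared in 1 edgeR fit over all pituitary types, and a gene was taken as opposite when it changed at least 2-fold in each type, in opposite directions, with an adjusted p below 0.001 in each type and for the difference between them. By this criterion 24 genes were opposite in T and L, 18 in S and L, 12 in G and L, 5 in FSC and G, 4 in G and S, 3 in FSC and L, 2 in C and S, 1 in C and T and 1 in FSC and C. The paper's text does not describe sex differences that go opposite ways between cell types; its Table 3, an image that lists sex-dominant genes per type, was not read for them. The error of this fit is between lanes, with 1 pool of animals per sex.

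All 24 genes of T and L were higher in male T and in female L, with a median log2 fold change (male over female) of 1.66 in T and -1.78 in L. Chosen after their values were seen, *Sdf2l1* (2.17 in T, adjusted p = 3.21e-13, and -1.96 in L, adjusted p = 1.28e-19), *Sec11c* (2.11, 1.16e-18 and -1.95, 5.05e-24) and *Manf* (1.61, 9.83e-12 and -1.61, 1.98e-22) are examples. Their direction held in 4 of 4 lanes in each type. Depth goes with this pattern, since male T had a median of 13809 UMIs per cell and female T 6237.5, and female L 18301 and male L 7265. With each cell thinned to 2000 UMIs, the smaller of the median changes was 1.35 and all 24 genes kept their direction. An adjusted p below 0.001 was then left for 4 genes in T and 20 in L. Thinning keeps a random part of the UMIs on which the genes were selected, so their normalized changes would largely carry over. It therefore cannot decide on depth, which stays open. With the 7 hormone genes left out the smaller median was 1.657. The TMM factors of this fit already take up the share of hormone transcripts, so this step moved nothing and decides nothing. The shares themselves argue against hormone transcripts as the cause for the 24 genes. *Prl* took 31.5% of the UMIs of female and 18.0% of those of male L. In T, *Cga* took 8.74% in females and 9.98% in males, and *Tshb* 1.93% and 8.16%. A larger share lowers the other genes, but the 24 genes were higher in female L and in male T. Variation between lanes stays open. Lanes of the 2 sexes overlapped for 0 of the 24 genes in T and in L, but the genes were selected against the spread between lanes, which fixes that number. In T the lanes held 17 to 26 cells each, so values rest on few cells. A difference between the pools in sex, age or handling also stays open and was not tested.

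The 18 genes of S and L included *Nmb*, *Rbp4*, *Ecel1* and *Pcsk2*, and the 12 of G and L included *Nmb*, *Myl9* and *Stmn2*, all chosen after their values were seen. The 4 of G and S were *Nmu*, *Gstm7*, *Ecel1* and *Cga*, and the 3 of FSC and L were *Parm1*, *Mthfd2* and *Arc*. In FSC and G they were *Apoe*, *Ddit4l*, *Chst1*, *Tox2* and *Cga*, in C and S *Cga* and *Nr4a1*, in C and T *Nr4a1*, and in FSC and C *Cga*. *Cga* is also a classification gene of G and T. Its share of UMIs was 0.202% in male and 0.0413% in female FSC, 0.0310% and 0.0131% in S, and 0.0151% and 0.0512% in C. Between the sexes it differed by at most 1.134 times in E, Le and EC, which argues against free RNA of *Cga* as the cause in FSC, C and S. Droplets mixed with G or T would also bring *Lhb* or *Tshb*. At the ratios of G and T, the UMIs of these 2 genes account for 5.35% of those of *Cga* in male FSC, 31.3% in female C and at most 36.02% (male S), which argues against such droplets as the whole cause. A part stays open, mainly in C and S. *Nr4a1* is 1 of the dissociation response genes, and its log2 fold change was -1.17 in C and 2.08 in S. For these pairs of types, depth, hormone transcripts and lanes were not tested one by one, and sex, age and handling of the pools stay open as untested explanations.

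Among the cells left out as posterior pituitary cells, 55 were from the male lanes, and these held 925 UMIs of *Avp* (in 16 cells) and 172 UMIs of *Oxt* (in 19 cells). The paper leaves such cells out and analyses them no further. Their *Avp* and *Oxt* are part of the rule that defines the class, so their presence is no test of it. Outside the class, the final male cells held 52 UMIs of *Avp* in 42 of 3536 cells and 23 of *Oxt* in 16 cells, against 3 and 5 UMIs in 3 cells each of the 3310 final female cells. Free RNA from the class in the male lanes is a candidate source of those UMIs, which was not tested beyond these counts. Melanotrophs and posterior pituitary cells together were 18.5 times more numerous in the male than in the female lanes with thresholds set over both sexes, which argues against the thresholds of each sex as the cause. Dissection of the 2 pools and a difference between the sexes cannot be told apart, because there is 1 pool per sex: the numbers in the 2 male lanes were within 1.265 times of each other, as either would give.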

How the results depend on the processing

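The alternatives named here were set before the data were examined, apart from these, chosen only after the results were seen: totals without the hormone genes, E left out of the test, an unadjusted p under 0.05, thinned cells by the size criteria alone, the size criteria between single lanes, and the comparison of lanes within a sex with its DESeq2 run. A count of genes is taken as changed when it moves by over 1.5 times, and a share of cells when it moves by more than the SD between lanes or pools. No paired analysis was possible because the lanes of the deposited table carry no replicate numbers. For the same reason the replicate number as a block was not run. Except where a sentence below says otherwise, the cause was not tested.

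The numbers of cells per type depended little on the rules: 1 of 50 values changed, the share of cells kept, which rose from 87.1% to 94.0% with mitochondrial and depth outliers kept. Of 44 values for shares of cells 15 changed, of 96 counts of dominant genes 47, of 148 counts of sex-dominant genes 46, and of 21 counts in the gene lists 6. For the named genes, 454 values of the sex difference under the alternatives were compared with the reported ones. Among values that passed the limit as reported or under the alternative, no direction was reversed. For values short of the limit in both, directions are not reported here. Of all values, 428 stayed on the same side of the limit and 21 passed it newly. Another 5 fell short of it (*Rab3b*, *Kcnmb4* and *Gata2* in G when thinned, and *Tshb* in T when thinned and by DESeq2).

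Depth limits shares of cells. With every cell thinned to 2000 UMIs, which lowers each count by construction, final cells with *S100b* fell from 27.4% to 19.6%. FSC with *Sox2* fell from 69.2% to 30.5%, with *Sox9* from 53.2% to 26.2% and with *Aqp4* from 15.5% to 4.41%. Likewise S with *Gata2* fell from 10.4% to 4.39%, C with *Sox2* from 10.3% to 4.41% and male L with *Aldh1a1* from 45.1% to 26.1%. Proliferating cells fell from 1.49% to 0.789%. Taking at least 1 UMI as expression, which counts free RNA too, gave 34.5% of final cells for *S100b*, 71.6% for *Sox2* and 17.6% for *Aqp4* in FSC, 21.3% for *Gata2* in S and 19.5% for *Sox2* in C. *Aldh1a1* was then found in 7.49% of female L (0.441% by threshold) and 60.7% of male L. With at least 20 cell cycle genes 1.20% of cells were proliferating. Final cells with *Gh1* and *Prl* fell from 3 to 0 with thresholds of each sex, by which cells with both had been left out.

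Each change of the test moved the number of dominant genes in at least 5 of the 8 groups of cells. By test and size criteria they numbered 0 in all pituitary cells, 4 in all HPC, 29 in FSC, 10 in C, 5 in G, 4 in L, 3 in S and 1 in T (the 0 is edgeR's; DESeq2 gave 0 and an unadjusted p under 0.05 gave 36). In this order they were 75, 81, 216, 70, 85, 41, 18 and 32 by the size criteria alone, and 7, 16, 73, 30, 23, 15, 7 and 9 without the filter on low counts. Scaling by library size only gave 53, 61, 155, 28, 18 and 10, with 6 in T. With lanes as libraries they were 8, 14, 71, 27, 17 and 13, with 5 in T. DESeq2 gave 2 in HPC, 10 in FSC, 4 in C, 1 in S and 2 in T. Thinned cells gave 2 in all pituitary cells, 6 in S and 3 in T. With E left out of the test, chosen after seeing the values, they were 63, 66, 148, 26, 18 and 14, with S at 4 and T at 1. Over the 6 gene lists the FSC, HPC and common genes rose from 12, 22 and 10 to 68, 109 and 49 by the size criteria alone and to 50, 88 and 56 with E left out of the test. These 2 settings remove a condition or contrasts, which can only add genes in the first case.

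Sex-dominant genes numbered 6 female and 6 male in FSC, 1 and 4 in C, 52 and 83 in G, 7 and 11 in T, 17 and 20 in S, and 95 and 284 in L. Thinned cells, which hold fewer UMIs for the test, gave 1 and 1 in FSC, 0 male in C, 18 and 31 in G, 0 and 0 in T, 0 and 4 in S, and 32 and 37 in L. In T the thinned test of edgeR called 0 genes, with 86 at an unadjusted p under 0.05. Equal numbers of cells (17 per type and lane, medians of 10 draws), with fewer cells by construction, gave 0.5 and 0 in FSC, 0 and 0 in C, 16 and 26 in G, 2 female in T, 0.5 and 1 in S, and 40.5 and 29.5 in L. By the size criteria alone there were 195 male genes in G and 107 and 323 in T. Thinned cells by the size criteria alone, chosen after seeing the data, gave 26 and 49 in G and 32 and 92 in L. Scaling by library size only gave 150 male genes in G. Without the filter on low counts FSC had 3 and 2 and T 17 male genes. DESeq2 gave 1 and 4 in T and 124 male genes in L. In 1 fit over all pituitary types T had 1 female gene. Totals without the hormone genes, also chosen after seeing the data, gave 3 female genes in T and 152 and 168 in L. Between lanes of a sex, DESeq2 called 15 genes in place of 40 in females and 2 in place of 19 in males.

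Leaving out each lane in turn changed few results. Where 1 lane is left, it is assumed to vary like the lanes of the other sex. Male L with *Aldh1a1* ranged from 42.5% to 44.6% without 1 male lane, with the lowest value without the lane of 2047 cells. Genes dominant in all pituitary cells ranged from 0 to 1 (1 without the female lane of 1868 or the male lane of 2085 cells) and in T from 1 to 2 (2 without the female lane of 1868 cells). Female-dominant genes in FSC ranged from 3 to 8 (3 without the male lane of 2085 cells), in C from 1 to 2 (2 without the female lane of 1861 cells) and in T from 1 to 8 (3 without the male lane of 2047 and 1 without that of 2085 cells). Male-dominant genes in T ranged from 11 to 20 and in L from 157 to 272, with 20 and 157 without the female lane of 1861 cells. Without any 1 lane, FSC-dominant genes stayed between 27 and 34, female-dominant genes in L between 86 and 109, and proliferating cells between 1.23% and 1.70%. For r with qRT-PCR, which uses female cells only, the values were 0.938 (18 genes) and 0.936 without 1 female lane.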

Differences from the paper's values

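Of 117 values that the paper states and that were also computed here, 75 fell within 1.5 times of the paper's or within the larger of the SD between lanes and the paper's stated error, and 42 did not. For these the alternatives set before the data were examined are named by whether their value came within that range. E left out of the test, an unadjusted p under 0.05, totals without the hormone genes, and any alternative joined to the size criteria alone were chosen only after the values were seen.

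Dominant genes in all pituitary cells numbered 0 by test and size criteria (DESeq2 also gave 0, and an unadjusted p under 0.05 with the size criteria gave 36), against the paper's 60. All HPC had 4 against the paper's 69, and FSC 29 against the paper's 208. Values came within range by the size criteria alone (75, 81 and 216) and with library size only (53, 61 and 155), and with E left out of the test, chosen after seeing the values (63, 66 and 148). They did not with DESeq2, without the low-count filter, with lanes as libraries, with the other rule for C, with thinned cells or without any 1 lane. C had 10 against the paper's 67, G 5 against the paper's 72, L 4 against the paper's 37, S 3 against the paper's 16 and T 1 against the paper's 29. Here the size criteria alone came within range (70, 85, 41, 18 and 32), and the other alternatives set before the data were examined did not, nor did E left out of the test, chosen after seeing the values (26, 18, 14, 4 and 1). An unadjusted p under 0.05, chosen after seeing the values, came within range in FSC (173), C (55), G (50), L (36) and S (13), and not in HPC (40) or T (17). The size criteria alone, joined after seeing the values to the other rule for C or to leaving out 1 lane, came within range in all 8 groups, and joined to thinned cells in none.

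Specific genes numbered 0 in all pituitary cells against the paper's 31 (edgeR; DESeq2 called 0 dominant genes, and the unadjusted count above holds), 2 in all HPC against the paper's 36, and 9 in FSC against the paper's 85. Within range were the size criteria alone (36, 41 and 85), library size only (31, 38 and 81) and, chosen after seeing the values, E left out of the test (33, 40 and 79). In G there were 4 against the paper's 24 and in L 1 against the paper's 13, with only the size criteria alone within range (31 and 16) among the alternatives set before the data were examined. An unadjusted p under 0.05, chosen after seeing the values, was within range for FSC (74) and L (15). The other alternatives set before the data were examined were not within range for any of these 5 groups.

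In the gene lists of Table 2, counts are given as FSC, HPC and common genes, then all dominant genes of the list. Library size only, DESeq2, no low-count filter, lanes as libraries and thinned cells were set for dominant genes before the data were examined, and counted in the lists afterwards. Development/differentiation had 2, 3 and 1, with 6 in all, against the paper's 13, 11 and 9, with 33. By the size criteria alone they were 13, 11, 9 and 33, with library size only 13, 10, 8 and 31, and with E left out of the test, chosen after seeing the values, 12, 10, 8 and 30. Neuroendocrine marker genes had 2, 15 and 3, with 20 in all, against the paper's 9, 47 and 14, with 70. The size criteria alone gave 9, 48, 13 and 70. Library size only came within range for HPC, common and all (43, 17 and 64) and not for FSC (4). E left out of the test, chosen after seeing the values, came within range for HPC, common and all (43, 16 and 64) and not for FSC (5). Endogenous ligands had 5, 1 and 1, with 7 in all, against the paper's 15, 18 and 11, with 44; the size criteria alone gave 15, 19, 10 and 44, library size only 10, 13, 12 and 35, and E left out of the test, chosen after seeing the values, gave 11, 14, 9 and 34. Detoxification enzymes had 2, 1 and 1, with 4 in all, against the paper's 20, 7 and 6, with 33, with 20, 7, 8 and 35 by the size criteria alone and 17, 5, 8 and 30 with library size only. Chosen after seeing the values, E left out of the test came within range for FSC, HPC and all (15, 6 and 31) and not for common genes (10).

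ECM components had 1 for FSC, 0 for HPC and 3 in all, against the paper's 5, 8 and 16. The size criteria alone gave 5, 9 and 17. Library size only gave 4 and 12 for FSC and all, within range, and 5 for HPC, which was not. With E left out of the test, chosen after seeing the values, 4 and 13 were within range for FSC and all, and 5 for HPC was not. Cell adhesion molecules had 0, 2 and 2, with 4 in all, against the paper's 7, 15 and 7, with 29, and the size criteria alone gave 6, 15, 6 and 27. Library size only was within range for common and all (10 and 22) and not for FSC and HPC (3 and 9). With E left out of the test, chosen after seeing the values, 10, 9 and 22 were within range for HPC, common and all, and 3 for FSC was not. Without the low-count filter, FSC genes of development/differentiation (9) and detoxification (14) and HPC genes of the neuroendocrine list (35) were within range, as were common detoxification genes with lanes as libraries (4). In all 6 lists, DESeq2, thinned cells, the other rule for C and leaving out each lane in turn did not come within range. An unadjusted p under 0.05, chosen after seeing the values, was within range for each of these values except common neuroendocrine genes (9) and FSC adhesion genes (4). The size criteria alone, joined after seeing the values to the other rule for C or to leaving out 1 lane, were within range for each value except common detoxification genes without the female lane of 1868 or 1861 cells (11 and 13). Joined to thinned cells after seeing the values, they were within range for FSC, HPC and all in development (10, 8 and 22), for HPC, common and all in neuroendocrine genes (35, 12 and 49) and for FSC and common detoxification genes (14 and 4).

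Of sex-dominant genes in T, 61.1% were male-dominant against the paper's 100%. Within range were the size criteria alone (75.1%), DESeq2 (80.0%), no low-count filter (77.3%), 1 fit over all pituitary types (93.3%), and leaving out the lane with 1868 cells (66.7%), 1861 cells (71.4%), 2047 cells (81.3%) or 2085 cells (91.7%), and not library size only (57.9%). Totals without the hormone genes, chosen after seeing the values, gave 81.3%, and 84.7% by the size criteria alone. Female-specific genes in G numbered 21 against the paper's 8, and no alternative set before the data were examined came within range, with thinned cells at 5, DESeq2 at 13 and the rest between 21 and 25. Thinned cells by the size criteria alone, chosen after seeing the values, gave 7. Male-specific genes in L numbered 47 against the paper's 24. DESeq2 (30) and leaving out the female lane with 1861 cells (35) were within range, as were totals without the hormone genes, chosen after seeing the values (23, and 24 by the size criteria alone). The other alternatives were not, with thinned cells at 10 and the rest between 43 and 56.

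Across 19 genes, r between qRT-PCR and the counts was 0.927, against the paper's value of about 0.94 in Fig. 10B, read by eye. All female cells before quality control (0.939), summed UMIs (0.944) and leaving out either female lane (0.938, with 18 genes, and 0.936) came within 0.005 of it, the error of a value read to 2 decimals, and leaving out the 2 genes farthest from the median (0.903) did not. *Gnas* was above threshold in 26.0% of Le against the paper's 11.9%. Leaving out the female lane with 1868 or 1861 cells gave 16.3% and 15.4%, within range. At least 1 UMI (99.3%), thinned cells (6.72%) and leaving out the male lane with 2047 or 2085 cells (31.3% and 24.6%) were not. *Pcsk2* was above threshold in 9.53% of S against the paper's 4.3%. No alternative came within 1.5 times. Thinned cells (2.65%) and leaving out the female lane with 1868 or 1861 cells (8.08% and 7.85%) differed from the paper's value by less than the SD over the 4 lanes of both sexes, 5.22 percentage points. At least 1 UMI (11.8%) and leaving out the male lane with 2047 or 2085 cells (11.6% and 11.2%) differed by more.

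Some statements on genes also differ. Between the female lanes 40 genes differed and between the male lanes 19, at an adjusted p below 0.001 with 1 library on each side. The error of this comparison is between the cell types of a library, and not between libraries. The paper describes the expression patterns of the lanes of a sex as not significantly different, which does not rule out single genes. It lists no sex specificity for *Tshb* in T; here *Tshb* was higher in male T by a log2 fold change of 2.26 (adjusted p = 1.42e-08, 4 of 4 lanes), and by DESeq2 (adjusted p = 0.00255) or with thinned cells (0.0139) it did not pass 0.001. No female-specific genes are listed for FSC, C and T, where 1, 1 and 4 were called here. In T, with 36 female cells, DESeq2 and 1 fit over all pituitary types each gave 1, and thinned cells 0. Library size only and no low-count filter each gave 4, and the size criteria alone 9. *Begain* is named as higher in male L; 1 UMI was counted in the L of each sex. *Kcnj6* and *Rab3b* are named for male G and were not called here: *Kcnj6* had an adjusted p of 0.00144, and passed 0.001 with library size only (5.81e-06), no low-count filter, 1 fit over all pituitary types and without the lane of 1868, 1861 or 2085 cells, and it met the size criteria. *Rab3b* was above threshold in 19.4% of male G, under the limit of 20%.

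Of genes that the text names as specific, 19 of FSC, 6 of C, 8 of G, 11 neuroendocrine and 5 other genes of HPC, and 8 of all pituitary cells were looked up in the file. Test and size criteria called 4, 1, 1, 2, 0 and 0 of them by edgeR, and the size criteria alone 18, 6, 8, 11, 5 and 8. E left out of the test, chosen after seeing the values, called 18, 4, 3, 11, 5 and 8. *Rarres2* and *Pcsk2* are given as specific to FSC and to T; *Rarres2* was above threshold in 5.88% of T, and *Pcsk2* in 9.53% of S and 6.40% of L. *Egr3* is described for FSC alone and was found in 6.90% of Le. *Gata2* is described for G, T and S and was found in 32.3% of EC. *Nrcam* and *Cpxm2* are called dominant in FSC, where 19.3% and 10.6% of cells were above threshold, under the limit of 20%. *Dlk1* is shown for C, where it was in 5.80% of cells, close to the paper's 6.0%, so this value does not differ. *Six3* is described for FSC and L and not for G, where it was in 4.20% of cells, and *Drd2* as not detected in T, where it was in 2 of 85 cells (2.35%). *Sox2* is given once for C and G and once for C and T; it was in 10.3% of C, 5.46% of G and 2.35% of T. Of claudins 2, 4 and 5, which the paper describes as under its limit in pituitary cell types, *Cldn4* was in 26.4% of S, 19.3% of G and 15.3% of T. The paper counts most proliferating cells as positive for *Pou1f1*; S and L made up 53 of 102 (52.0%), and *Pou1f1* was above threshold in 44 of them (43.1%).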

Other observations

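The tests of lanes for *Cebpb*, of single lanes for proliferating L, of E left out of the test, of each pool alone for the dissociation response genes, of free RNA of *Gata2* and *Sox2*, and of mixed droplets of S and T were chosen only after the result was seen.

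Dominant genes were far fewer by test and size criteria than by the size criteria alone. Globin transcripts (*Hba1* alone was 33.3% of UMIs in female and 32.7% in male E) leave few UMIs for other genes in E, and edgeR's TMM factors for E were 0.0404 and 0.0487, which scales up free RNA there 24.8 and 20.5 times. With E left out of the fit and its contrasts, 6.071 times as many genes were dominant over the 8 groups (340 against 56). The TMM factors of E are thus a candidate explanation for a part of the gap, found and tested on the same data. Library size only, which uses no such factors, gave 335.

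More genes were male-dominant than female-dominant in L. *Prl* took 31.5% of the UMIs of female and 18.0% of those of male L, which lowers the normalized counts of other genes in females. With the 7 hormone genes left out of the totals, male-dominant genes in L fell from 284 to 168 and female-dominant genes rose from 95 to 152, so the share of *Prl* may explain a part of the excess. In G the same step left 82 male-dominant genes in place of 83, which argues against hormone transcripts as the whole cause there. A part stays open, since female-dominant genes rose from 52 to 61, the male share fell from 61.5% to 57.3%, and by the size criteria alone male-dominant genes fell from 195 to 159. Depth in L cannot be told apart from the other explanations: with cells thinned to 2000 UMIs, 37 male- and 32 female-dominant genes were left, but thinning also removes power, and by the size criteria alone 92 and 32 were left. Sex and age of the pools stay open as untested.

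Variation between lanes was compared with the difference between the sexes by applying the size criteria to single lanes. In FSC, G and L the lowest number of genes between lanes of different sex was at least 3.385 times the highest between lanes of the same sex. In C and S it was 5 and 40, with 0 genes between lanes of the same sex. These values argue against lanes as the cause in the 5 types. In T the ratio of the mean numbers was 1.585, and the lowest number across the sexes equalled the highest within a sex (904). In T, sex and lane therefore cannot be told apart by this measure, with 17 to 26 cells per lane.

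*Egr1*, *Egr2*, *Egr3* and *Fosb*, which the size criteria place in FSC, belong to a list of 22 dissociation response genes written before the test. The other genes of this list with enough counts, 17 in number, had a median log2 fold change of 0.586 in FSC over the next highest type, at percentile 100 of 10000 random lists of like expression (95% of them between -0.930 and -0.131), and 9 of the 17 were highest in FSC. A response of FSC to dispersion of the tissue is therefore a candidate explanation for these 4 genes, beside their expression in the tissue, which was not tested. Dispersion in 1 pool alone is argued against, since the 17 genes had a median of 0.607 in female and 0.409 in male cells, each at percentile 100 of random lists. The pools do differ in the list. Its median change (male over female) was -0.3825 in FSC, at percentile 0 of random lists, with 2 of 21 genes higher in males, and 0.697 in G, 0.459 in S and 0.872 in L, each at percentile 100. It was 0.0434 in C (percentile 99.6) and 0.0455 in T (85.1). Dispersion and the sex and age of the pools cannot be told apart as the source of these differences, with 1 pool per sex, and they do not decide what makes the list high in FSC.

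*Cebpb* was the gene with the smallest p between the female lanes. Free RNA in 1 lane would add alike in each type, but the added UMIs per 10000 differed 22.52 times between types. The ratio between the lanes differed by no more than 1.292 times over the 7 types with at least 20 UMIs (2.62 to 3.38), which would fit a difference of this gene between the libraries as a candidate explanation. No biological explanation was tested, since both lanes hold cells of 1 pool.

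Final cells with *Gh1* and *Prl* above threshold numbered 3. Another 9 were left out as ambiguous, so the rules that define S and L may account for the low number. Of these 9, 44.44% were also called doublets, and 103 of all 207 ambiguous cells were. Doublets and cells with both hormones cannot be told apart with so few cells. The paper does not report how many cells with both genes it left out.

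RNA of another cell type was weighed for 3 results. *Aldh1a1* reached 46.8% of its FSC level in male L, while 20 abundant FSC-dominant genes had a median of 4.741% there (highest *Cd24*, 34.0%), which argues against RNA of FSC. Cells of S with *Gata2* held 1.353 times the counts of 20 G-dominant genes of other S in males and 1.153 times in females. Cells of C with *Sox2* held 1.296 times the counts of 20 FSC-dominant genes of other C in males and 1.116 times in females. For 20 T-dominant genes, S with *Gata2* held 1.273 times the counts of other S in males and 1.20 times in females. These ratios are under the limit of 1.5 set for mixed droplets; they do not address free RNA. Free RNA is not spread evenly over the types: RNA of *Gh1*, *Prl*, *Pomc*, *Lhb*, *Fshb*, *Tshb* and *Hbb*, in types that do not make it, took up to 2.644 times the median share of UMIs of the other such types (*Tshb* in female G, E left out). In the pool where it was lower, the share of *Gata2* in S was 23.45 times the median of Le, FSC, C and L, and that of *Sox2* in C was 6.363 times the median of Le, EC, S and L, which argues against free RNA as the whole cause. The medians rest on few UMIs. Over the highest of these types the lower ratio was 1.748 for *Gata2* (C) and 2.506 for *Sox2* (S), within that spread, so a part of the counts stays open. Expression of these genes by the cells themselves is thus left as a hypothesis, found and tested on the same data.

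Proliferating L were mostly from females, 24 of 227 cells against 2 of 257 in males. With cells thinned to 2000 UMIs, 4.846% of female L (exact 95% interval 2.44% to 8.50%) and 0.389% of male L were proliferating, which argues against the greater depth of female L. Without the lane of 1868 cells 6.796% of female L were proliferating, the lower of the values with 1 female lane, which argues against a single lane. A difference between the sexes may remain as a hypothesis, with age and pool as untested explanations.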
